# Empagliflozin in Acute Myocardial Infarction Reduces No-Reflow and Preserves Cardiac Function by Preventing Endothelial Damage

**DOI:** 10.1016/j.jacbts.2024.08.003

**Published:** 2024-08-30

**Authors:** Panagiota Efstathia Nikolaou, Lara S.F. Konijnenberg, Ioannis V. Kostopoulos, Marios Miliotis, Nikolaos Mylonas, Anastasios Georgoulis, George Pavlidis, Carolien T.A. Kuster, Vince P.A. van Reijmersdal, Tom T.J. Luiken, Anna Agapaki, Rona Roverts, Nikolaos Orologas, Dimitris Grigoriadis, Gaëtan Pallot, Pierre Boucher, Nikolaos Kostomitsopoulos, Michael Paul Pieper, Stéphane Germain, Yannis Loukas, Yannis Dotsikas, Ignatios Ikonomidis, Artemis G. Hatzigeorgiou, Ourania Tsitsilonis, Coert J. Zuurbier, Robin Nijveldt, Niels van Royen, Ioanna Andreadou

**Keywords:** acute myocardial infarction, cardiac magnetic resonance, empagliflozin, microvascular injury, no-reflow

## Abstract

Empagliflozin treatment before acute myocardial infarction mainly targets the endothelial cell transcriptome. Empagliflozin treatment before and after myocardial infarction decreased no reflow and microvascular injury, leading to reduced infiltration of inflammatory cells, reduced infarct size, and improved cardiac function in mice. In diabetic patients receiving empagliflozin after myocardial infarction, perfused boundary region, flow-mediated dilation, and global longitudinal strain were improved.

## Highlights

• Empagliflozin pretreatment reverses the deregulated transcriptome of endothelial cells 2 hours after reperfusion in a mouse model of acute myocardial infarction.
• Empagliflozin treatment after acute myocardial infarction has cardioprotective potential similar to pretreatment, which is indicated by the reduced no-reflow phenomenon and infarct size and the preservation of myocardial function.
• Besides the preservation of endothelium integrity, empagliflozin treatment leads to reduced neutrophil and inflammatory monocyte infiltration in the heart and attenuates matrix metalloproteinase-2 and intercellular adhesion molecule-1 protein levels 48 hours after reperfusion.
• Diabetic patients receiving empagliflozin after acute myocardial infarction presented with improved endothelial glycocalyx thickness and percentage global longitudinal strain, increased flow-mediated dilation, preserved pulse wave velocity, and reduced intercellular adhesion molecule 1 circulating levels at 4- and 12-month follow-ups.

Significant advances in the past decades have led to a notable reduction in morbidity and mortality following ST-segment elevation myocardial infarction (STEMI).^1^ Despite revascularization that ultimately reduces infarct size,^2^ injurious processes for cardiomyocytes and the coronary vasculature are activated during reperfusion.^3^^,^^4^ Upon blood flow restoration, the coronary microvascular integrity is affected, leading to edema, intramyocardial hemorrhage, and increased infarct size.^5^ No-reflow is severe myocardial malperfusion despite restoration of coronary patency.^6^ It is a manifestation of severe microvascular injury, occurs in up to 50% of patients with STEMI, and is associated with left ventricular (LV) function impairment.^6^, ^7^, ^8^ Every 1% increase in microvascular obstruction leads to a 14% increase in all-cause death within 1 year and 8% increase in 1-year heart failure hospitalization.^8^

Clinical trials indicate that specific populations may benefit from sodium-glucose cotransporter-2 inhibitors (SGLT-2Is). Empagliflozin (EMPA) treatment after acute myocardial infarction (AMI) reduced the risk for first and total heart failure hospitalizations^9^ and the risk of heart failure in patients with LV dysfunction or congestion.^10^ However, it did not reduce the composite endpoint of hospitalization for heart failure or death from any cause.^10^^,^^11^ Dapagliflozin administration after AMI altered cardiometabolic outcomes with no significant impact on the primary endpoint.^12^ However, no preclinical or clinical evidence is available regarding the potential benefits of SGLT-2Is on microvascular injury in a translational setting after AMI.

Therefore, we aimed to explore the effect of EMPA treatment administered either before or after AMI against coronary microvascular injury. To this end, we investigated: 1) EMPA’s effect on the transcriptome of cardiac cell types in vivo, including endothelial cells (ECs), which contribute to microvascular injury;^5^^,^^8^ 2) EMPA’s effect on vessel integrity based on no-reflow, with histology, electron microscopy, and flow cytometry–based evaluation of inflammatory cell infiltration in the ischemic heart; 3) infarct size and cardiac function by implementing state-of-the-art cardiac magnetic resonance imaging; 4) the establishment of a translational protocol for EMPA’s administration early after reperfusion, in which the coronary vascular and cardiac protection pertains; and 5) proof-of concept clinical evidence for endothelial and cardiovascular parameters in patients with type 2 diabetes and high cardiovascular risk who received EMPA after AMI to facilitate future investigations on a larger scale.

## Methods

Detailed methodology is described in the Supplemental Methods.

### Mice

All animal procedures conformed to the Presidential Decree 56/2013 for the protection of the animals used for scientific purposes, in harmonization with the European Directive 2010/63/EU. The experimental protocols were described and approved by the competent Veterinary Service of the Prefecture of Athens (license protocol nos. 557314/30-07-2020 and 179489/13-02-2023). The animal procedures, performed in Radboud University Medical Center (UMC) under project license AVD10300 2023 16675, were authorized by the Central Authority for Scientific Procedures on Animals in the Netherlands. A total of 155 C57BL/6 male mice, 8-12 weeks old, were used for experimentation, 95 in the Biomedical Research Foundation of the Academy of Athens and 60 in the Preclinical Imaging Center of Radboud UMC. Surgical procedures and interventions were performed in compliance with the guidelines,^13^ that is, mice randomization was performed in all experiments, surgical procedures and analysis of the experimental data were performed in a blinded manner which was ensured with the use of Castor EDC (v2022.4.1.3), and sample size was defined a priori (Supplemental Figures 1 and 2). Exclusion criteria were defined a priori as the absence of ST-segment elevation in electrocardiography and the rupture of the suture/vessel during the surgical procedure for AMI induction.

### In vivo experimental protocols

#### First series of experiments

EMPA’s effect on the transcriptome of different cell populations was investigated. Daily oral administration of EMPA (10 mg/kg/d) or vehicle (5% dimethylsulfoxide in sterile normal saline solution) was performed for 6 weeks based on our previous study regarding the cardioprotective effect of EMPA in nondiabetic mice,^14^ which corresponds to 25 mg/d in humans.^14^, ^15^, ^16^ Ischemia was induced by left anterior descending coronary artery ligation. Mice (n = 30, n = 10 per group, were randomized into:

1. Sham: Daily oral administration of vehicle and open-chest operation.
2. Control-AMI: Daily oral administration of vehicle, 30 minutes of ischemia, and 2 hours of reperfusion.
3. EMPA–Pre-AMI: Daily oral administration of EMPA and 30 min of ischemia and 2 h of reperfusion.

To isolate sufficient quantity of high-quality RNA, we pooled together 2 hearts per sample and performed 4 to 5 independent experiments per cell population per group.^17^ Cardiomyocytes were isolated,^18^ and ECs and fibroblasts were sorted for RNA sequencing as described in the Supplemental Methods (Supplemental Figure 3).

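RNA sequencing of the 3 cell populations gave 38 libraries, each made from 2 pooled hearts. Cardiomyocytes had 4 Sham, 5 Control-AMI and 4 EMPA–Pre-AMI libraries, ECs had 4, 4 and 5, and fibroblasts had 4 in each group. Hearts of the AMI groups had 30 min of ischemia and 2 h of reperfusion, and EMPA was given at 10 mg/kg/d for 6 weeks. The libraries were 3′ libraries, in which reads come from the end of each transcript. The authors trimmed the reads, assigned them to transcripts of the GRCm39 genome with Salmon and deposited estimated counts per gene without normalization. The estimates were rounded to whole numbers here. Cardiomyocyte libraries held between 2031726 and 4509305 counts, with medians of 3280200 in Sham, 3000040 in Control-AMI and 2760734 in EMPA–Pre-AMI. Mitochondrially encoded genes took 46.6% to 66% of them. In the EC libraries, totals ranged from 1352528 to 2195319, with medians of 1842924, 1664899 and 1802599 in the same order, and mitochondrial shares were 4.52% to 14.6%. Fibroblast libraries held 1946070 to 2821386 counts, with medians of 2358163, 2616126 and 1968036, and mitochondrial shares of 3.47% to 12.5%. At these depths, 3 counts, the most that a count of 0 allows, correspond to 0.665 to 1.48 CPM (counts scaled by library size) in cardiomyocytes, 1.37 to 2.22 in ECs and 1.06 to 1.54 in fibroblasts. The paper does not state whether reads were marked with molecular identifiers, and these limits cover counting error only. Each population was analysed by itself, with the 3 groups in one model. Genes were kept by edgeR's filterByExpr, which left 9167 genes in cardiomyocytes, 10691 in fibroblasts and 10438 in ECs. TMM normalization and edgeR's quasi-likelihood test with robust estimation followed, as the paper describes, and FDR is the Benjamini-Hochberg adjusted p of that test. Values per gene are CPM with TMM factors, as mean ± SD over the libraries of a group. The labels also place every library on 1 of 4 numbered sample-sheet lists, whose meaning the paper's text does not name. The paper states that library preparation and sequencing were done at one time for all samples, so the lists need not be batches. In cardiomyocytes all Sham and Control-AMI libraries and EMPA–Pre-AMI replicate 4 were on list 4, and the other EMPA–Pre-AMI libraries were on lists 2 and 3. In ECs, Control-AMI replicates 1 and 4 were on list 4, Sham replicate 1 and EMPA–Pre-AMI replicates 4 and 5 on list 3 and the others on list 2. In fibroblasts, Sham replicates 2, 3 and 4, Control-AMI replicate 4 and EMPA–Pre-AMI replicate 4 were on list 1, EMPA–Pre-AMI replicate 1 was on list 3 and the other libraries were on list 4.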

#### Second series of experiments

Mice (n = 18) were randomized as in the first series of experiments. After 2 hours of reperfusion, the ischemic LV was excised to validate the results of the RNA sequencing with real time polymerase chain reaction and protein analysis for selected genes.

#### Third series of experiments

Mice (n = 9) received 10 mg/kg EMPA or vehicle (n = 3) orally, and heparinized plasma was collected for the determination of EMPA circulating levels 1 hour after oral administration. This experiment was repeated twice within 48 hours.

#### Fourth series of experiments

We investigated no-reflow with the use of Thioflavin S staining,^19^^,^^20^ and determined infarct size with the use of 2,3,5-triphenyl tetrazolium chloride staining^16^^,^^21^ and cardiac magnetic resonance imaging.^20^ We also examined cardiac function by means of cardiac magnetic resonance at 48 hours of reperfusion.^20^ Mice (n = 60) were randomized into 4 groups as follows:

1. Sham (n = 8): Daily oral administration of vehicle before and after open-chest operation.
2. Control-AMI (n = 18): Daily oral administration for 6 weeks of vehicle before and after 30 minutes of ischemia and 48 hours of reperfusion.
3. EMPA–Pre-AMI (n = 18): Daily oral administration of EMPA (for 6 weeks) and vehicle (once daily) for 48 hours after 30 minutes of ischemia.
4. EMPA–Post-AMI (n = 16): Daily oral administration of vehicle (for 6 weeks). EMPA (10 mg/kg/d) was given orally 60 minutes (1 hour) after reperfusion and was continued once daily for 48 hours.

#### Fifth series of experiments

We repeated the protocol in the fourth series (n = 6-9 per group). At 48 hours after reperfusion, the heart was collected for flow cytometry^22^^,^^23^ to examine inflammatory cell infiltration, and part of the ischemic myocardium was snap-frozen for protein analysis. The gating strategy is depicted in Supplemental Figure 4.

### Human study

Patients with type 2 diabetes and high cardiovascular risk were recruited from the cardiometabolic outpatient clinic of Attikon Hospital.^24^ The investigation conformed to the principles outlined in the Declaration of Helsinki. The study protocol was approved by the University General Hospital “Attikon” Institutional Review Board before recruitment initiation. In addition, all participants gave their written informed consent.

Patients of this study were included in an ongoing randomized prospective study investigating the effects of glucagon-like peptide 1 receptor agonists (liraglutide), SGLT-1Is (EMPA), and their combination on endothelial glycocalyx, arterial function, and myocardial work index in patients with type 2 diabetes mellitus after 12 months of treatment (The Cardiovascular Effect of GLP-1 Agonist, SGLT2 Inhibitor and Their Combination; NCT03878706). As a second-line treatment after metformin, patients received basal insulin or 25 mg oral EMPA once daily for 12 months. Patient enrollment was performed from November 2017 to September 2022, and subgroup analysis was based on the criterion that the initiation of the EMPA treatment was within 2 months after STEMI. Out of the pool of 120 patients, a total of 24 patients for the EMPA group and 18 for the insulin group were matched for age, sex, and glycosylated hemoglobin (HbA_1c_) and underwent clinical, vascular, and 2-dimensional echocardiography examinations at baseline and 4- and 12-month follow-ups, at which time points blood sampling was also performed. Perfused boundary region, flow-mediated dilation of the brachial artery, the carotid-femoral pulse wave velocity, and circulating endothelial markers were determined. All studies were analyzed by 2 observers blinded to clinical and laboratory data.

### Statistical analysis

Bioinformatic analyses for RNA sequencing data are described in detail in the Supplemental Methods. Bar plots are presented as mean ± SD. Normality assessment was performed with Anderson-Darling, d’Agostino, Pearson, Shapiro-Wilk, Kolmogorov-Smirnov tests. One-way analysis of variance (ANOVA) with Tukey post hoc test for multiple pairwise comparisons was applied for in vivo studies. Kruskal-Wallis with Dunn multiple comparisons test was applied for the histology scores assessment and percentage infarct/LV measurement with 2,3,5-triphenyl tetrazolium chloride staining because the EMPA–Post-AMI data were not normally distributed. Two-way repeated-measures ANOVA and Tukey post hoc comparisons were performed on data from patients receiving EMPA or insulin. No assumption of equal variability of differences was performed, and data were corrected with Greenhouse-Geisser correction. Correlation analysis was performed with the use of parametric (Pearson) or nonparametric (Spearman) correlation coefficients, based on data distribution, including linear regression to estimate the slope with SE. To identify whether the regression line differs from the line of identity for the infarct size determined by cardiac magnetic resonance imaging and staining, we used the concordance correlation coefficient introduced by Lin in 1989^25^ to assess the agreement between the 2 variables (slopes).^26^ A value of *P* ≤ 0.05 was considered to be statistically significant. Statistical analyses and graph preparation were performed using GraphPad Prism 8.5 analysis software (GraphPad Software). The presence of outlying values was identified with the use of GraphPad Prism analysis software using the ROUT method and Q = 1%.

## Results

### EMPA pretreatment reverses AMI-induced alterations in the transcriptome of ECs

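Over the 12085 genes kept across all 38 libraries, the first principal component of log2 CPM explained 43.6% of the variance and the second component 26.4%. Tested against the mean of the other populations, 2264 genes were more than 2-fold higher in cardiomyocytes, 1889 in ECs and 1706 in fibroblasts (FDR: <0.05, edgeR).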

The distinct gene expression profile of ECs, fibroblasts, and cardiomyocytes was indicated by the principal component analysis and mean squared displacement plots (Figure 1A, Supplemental Figure 5). 

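Between the Sham and Control-AMI cardiomyocytes (n = 4 and 5 libraries), 3 genes had an FDR below 0.01, all higher in Control-AMI. They were Ddit4, Mt2 and Cdkn1a, of which Ddit4 and Cdkn1a were named after their values were seen. At an FDR below 0.05 there were 6 genes, all higher, and 249 genes had an unadjusted p below 0.05. The highest count at an FDR below 0.01 was 12 genes, with a term for the sample-sheet list, although every Sham and Control-AMI library was on list 4. Without Sham replicate 1, 3 or 4 the count was 0, and without EMPA–Pre-AMI replicate 4 it was 7. That library is in neither group and enters only through the gene filter, the scaling and the estimate of the spread. Mt2 (ENSMUSG00000031762, chromosome 8 of GRCm39, 94898819 to 94900207), which encodes a metallothionein, rose from 37.4 ± 9.73 to 210.6 ± 69.1 CPM, a log2 fold change of 2.49 (SE 0.32, FDR = 0.00158). Ddit4 (ENSMUSG00000020108, chromosome 10, 59785491 to 59788492) rose from 24.6 ± 4.58 to 68.0 ± 6.02 CPM (log2 fold change 1.46, SE 0.20, FDR = 0.00158). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29309936 to 29319701) rose from 69.5 ± 21.2 to 215.6 ± 54.8 CPM (log2 fold change 1.63, SE 0.25, FDR = 0.00683). Among the genes at an FDR below 0.05, Chac1 (chromosome 2, 119180757 to 119184866) had 6.23 ± 1.67 against 0.784 ± 0.391 CPM (log2 fold change 2.96, SE 0.53, FDR = 0.0301). S100a8 (chromosome 3, 90567118 to 90578128) had 7.04 ± 4.77 CPM in Control-AMI and at most 3 counts in any Sham library, so it was at least 6.8-fold higher (FDR = 0.0301). S100a8 is also in the list of leukocyte genes. The median level of that list per library averaged 2.86 ± 0.581 log2 CPM in Sham and 4.16 ± 0.785 in Control-AMI, so the rise need not come from cardiomyocytes. Of all 9167 genes tested, 226 had values that did not overlap between the groups, the 6 significant genes among them, and chance gives such a gap in 1.59% of genes.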

In cardiomyocytes, 7 significant genes (false discovery rate [FDR]: <0.01) between the Sham and Control-AMI groups were identified (Figure 1B). Those genes did not correspond to significant pathways. 

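Reactome was not used here. In its place, 7 sets of genes, by symbol or from short lists, stood for the pathways that the paper names: collagen chains, integrin subunits, metalloproteinases and their inhibitors, the respiratory chain with ATP synthase, the mitochondrial ribosome, interleukin-6 signaling and gap junction turnover. Among the 6 genes at an FDR below 0.05 in cardiomyocytes, 0 belonged to any of these sets, which fixes the p of the one-sided Fisher's exact test at 1. Tests over all genes of a set gave more. Of 83 respiratory chain genes 4 and of 77 mitochondrial ribosome genes 15 were higher in Control-AMI, and the rest were lower. The adjusted p was 7.56e-08 and 1.48e-06 by limma's camera, but 0.408 and 0.348 by fry, so neither call holds under fry. Metalloproteinases and inhibitors went the other way, with 12 of 16 genes higher in Control-AMI. Their adjusted p was 0.00193 by camera and 0.315 by fry.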

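In fibroblasts (n = 4 libraries per group), 445 genes had an FDR below 0.05 between Sham and Control-AMI, 320 higher and 125 lower in Control-AMI. Of all 10691 genes tested, 1315 had groups that did not overlap, a gap that chance gives in 2.86% of genes, and 432 of these were significant. DESeq2 in place of edgeR gave 772 genes, 536 of them higher, and a term for the sample-sheet list gave 819, the highest count. The lowest was 228, without Sham replicate 2, which moved the count most in proportion. Rab20 (ENSMUSG00000031504, chromosome 8 of GRCm39, 11503392 to 11528710) had 12.8 ± 11.6 CPM in Control-AMI and at most 2 counts in any Sham library, at least 9.07-fold higher (FDR = 0.0098). Ptx3 (chromosome 3, 66127331 to 66133226) rose from 3.88 ± 2.00 to 161 ± 126.5 CPM, a log2 fold change of 5.34 (SE 1.04, FDR = 0.0203). For both genes the SD in Control-AMI was close to the mean. Serpina3f (chromosome 12, 104180772 to 104187388) rose from 0.721 ± 0.872 to 29.4 ± 20.6 CPM (log2 fold change 5.30, SE 0.71, FDR = 0.000732). It belongs to a cluster of similar genes among which Salmon divides ambiguous reads. Of the genes that fell, Sertad4 (chromosome 1, 192524569 to 192538399) went from 45.9 ± 27.3 to 6.50 ± 1.61 CPM (log2 fold change −2.81, SE 0.46, FDR = 0.00233). Kctd21 (chromosome 7, 96981493 to 96999439) and Zfp65 (chromosome 13, 67853104 to 67877299) had log2 fold changes of −2.67 (SE 0.65, FDR = 0.0279) and −2.57 (SE 0.57, FDR = 0.0166).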

The fibroblast transcriptome was affected by AMI with 571 significant genes (FDR: <0.05) between Sham and Control-AMI (Figure 1C). Those genes corresponded to 5 pathways (FDR: <0.10) including “Interleukin-6 signaling” and “Gap junction degradation” (Supplemental Figure 6A). 

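The set for interleukin-6 signaling held 11 genes tested in fibroblasts, of which 5 were among the 445 significant genes, 4 of them higher in Control-AMI (Fisher's exact test, one-sided, p = 4.58e-05, adjusted p = 0.000481 over 63 tests of sets). Over the fits that each left out a library, this p ranged from 4.11e-06 to 0.00216. The set for gap junction turnover held 11 genes, of which 2 were significant (p = 0.0742, adjusted p = 0.292, from the same exact test). By limma's fry, which tests a set over all of its genes, the p values were 0.000576 for interleukin-6 signaling (adjusted p = 0.00796) and 3.51e-06 for gap junction turnover (adjusted p = 0.000163). With TMM factors 9 of the 11 genes of each set were higher in Control-AMI, and with RLE factors 9 and 10.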

The EC transcriptome was significantly deregulated by AMI with 576 significant genes (FDR: <0.05) between Sham and Control-AMI (Figure 1D), corresponding to 15 pathways (FDR: <0.05). 

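In ECs (n = 4 libraries per group), 685 genes had an FDR below 0.05 between Sham and Control-AMI, 427 higher and 258 lower in Control-AMI. Of all 10438 genes tested, 1181 had groups that did not overlap, against 2.86% of genes by chance, and 583 of these were significant. The alternative that moved the count most kept only the libraries of sample-sheet list 2, which has 3 Sham and 2 Control-AMI libraries, and gave 180 genes. A term for the list in the full model gave 234. Without Sham replicate 3 there were 341 genes, without Sham replicate 4, Control-AMI replicate 4 or Control-AMI replicate 1 there were 434, 438 and 455. Il6 (ENSMUSG00000025746, chromosome 5 of GRCm39, 30218112 to 30224979) had 15.1 ± 8.37 CPM in Control-AMI and 0 counts in every Sham library, so it was at least 6.79-fold higher (FDR = 0.000714). Of the metallothioneins, which resemble each other and lie side by side, Mt2 rose from 11.8 ± 9.84 to 513 ± 222 CPM (log2 fold change 5.40, SE 0.71, FDR = 0.0021) and Mt1 (chromosome 8, 94905710 to 94906955) from 23.6 ± 12.7 to 591 ± 155 CPM (log2 fold change 4.63, SE 0.52, FDR = 0.000824). In Sham hearts Mt2 was 17.7 times and Mt1 15.2 times as high in fibroblasts as in ECs, with all libraries normalized together. This ratio alone does not assign the rise to fibroblast RNA. Mt2 was also significantly higher in EMPA–Pre-AMI than in Sham ECs. There the median of a list of fibroblast genes was 3.85 ± 0.271 log2 CPM, against 3.93 ± 0.633 in Sham. Bacc1 (chromosome 11, 70126027 to 70128859) fell from 15.6 ± 5.99 CPM to at most 2 counts in any Control-AMI library, at least 8.37-fold lower (FDR = 0.00461). Tc2n (chromosome 12, 101611702 to 101684789) was at least 4.18-fold lower (FDR = 0.0438). Aplnr, the apelin receptor gene (chromosome 2, 84966569 to 84970267), fell from 108.8 ± 18.9 to 19.6 ± 14.0 CPM (log2 fold change −2.47, SE 0.52, FDR = 0.016).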

The deregulated pathways involved extracellular matrix (ECM) organization, cell interaction via junctions, and the proteolytic degradation of basement membranes (Supplemental Figure 6B).

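Of the 21 collagen chain genes tested in ECs, 11 were significant between Sham and Control-AMI, all higher in Control-AMI (Fisher's exact test, one-sided, p = 1.73e-08, adjusted p = 3.63e-07). Their log2 fold changes ranged from 1.16 to 3.05. Each of the 11 was more than 2-fold higher in Sham fibroblasts than in Sham ECs. A term for the sample-sheet list moved this p most, to 0.0795. Of 21 metalloproteinases and inhibitors, 8 were significant, 7 of them higher (p = 3.12e-05, adjusted p = 0.000393, same exact test). Of 14 integrin subunits, 0 were significant (p = 1, same exact test), and of 10 genes of gap junction turnover, 1 was (exact p = 0.493). By fry gap junction turnover had an adjusted p of 0.0388, with 2 of the 10 genes higher and 8 lower in Control-AMI, but 4 higher and 6 lower with RLE factors, a median log2 fold change of −0.06 and an adjusted p of 0.43 by camera. Integrin subunits had 0.408 by fry. Interleukin-6 signaling had 5 significant genes of 11, 4 of them higher (exact p = 0.000397, adjusted p = 0.00313). Under fry the adjusted p was 0.0249 for collagen chains and 0.000808 for metalloproteinases and inhibitors, and limma's camera, which presets the correlation between genes, gave 8.72e-10 for collagen chains. With RLE factors, 19 collagen chain genes were higher in Control-AMI, against 18 with TMM factors.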

**Figure 1:**
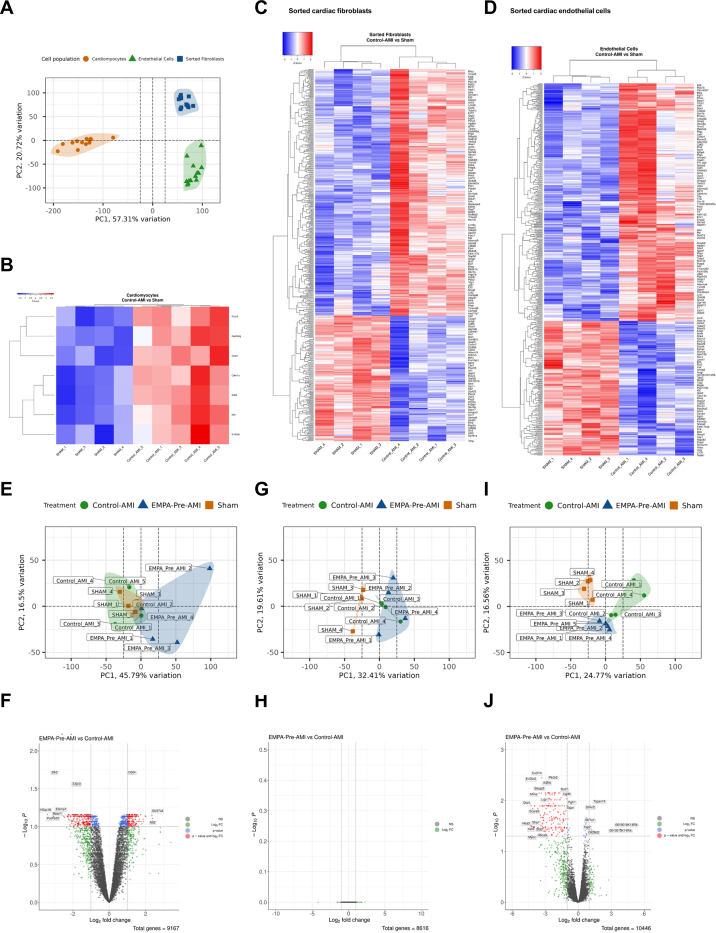
Effect of AMI and EMPA on Cardiomyocytes, Fibroblasts, and EC Transcriptome 2 Hours After Reperfusion (A) Principal component (PC) analysis plot with the relative gene expression for all samples indicating the discrimination of the cell populations. Heatmap gene expression analyses depicting the significant differences between the Sham and the Control-AMI groups in (B) isolated cardiomyocytes, (C) sorted fibroblasts, and (D) sorted ECs. PC analyses showing the discrimination among the Sham, Control-AMI, and EMPA–Pre-AMI groups in (E) cardiomyocytes, (G) sorted fibroblasts, and (I) sorted ECs. Volcano plots indicating the significant genes as blue dots and the significant and deregulated genes as red dots between the Control-AMI and EMPA–Pre-AMI groups in (F) cardiomyocytes (FDR: <0.10), (H) sorted fibroblasts (FDR: <0.10), and (J) sorted ECs (FDR: <0.05). AMI = acute myocardial infarction; EC = endothelial cells; EMPA = empagliflozin; FDR = false discovery rate.

Cardiomyocyte transcriptome indicated 3 significant genes (FDR: <0.05) and 811 genes (FDR: <0.1) between Control-AMI and EMPA–Pre-AMI (Figures 1E and 1F), which were mapped to pathways related to mitochondrial metabolism (FDR: <0.10) (Supplemental Figure 7). 

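Between Control-AMI and EMPA–Pre-AMI cardiomyocytes (n = 5 and 4 libraries), 2 genes had an FDR below 0.05 and 982 an FDR below 0.1, 489 higher and 493 lower with EMPA. An unadjusted p below 0.05 was found for 2295 genes. Of all 9167 genes tested, 547 had groups that did not overlap, against 1.59% of genes by chance, and 395 of these were among the 982. The 2 genes, named after their values were seen, were Ddit4, which rose to 156.8 ± 32.7 CPM (log2 fold change 1.20, SE 0.18, FDR = 0.0217), and Sik2 (ENSMUSG00000037112, chromosome 9 of GRCm39, 50800947 to 50920383), which fell from 6.88 ± 1.09 to 0.857 ± 0.686 CPM (log2 fold change −2.77, SE 0.46, FDR = 0.0278). At an FDR below 0.1, H2ac18 (chromosome 3, 96152813 to 96153398), one of many similar histone genes, fell from 15.4 ± 8.78 to 1.69 ± 2.68 CPM, a log2 fold change of −2.96 (SE 0.63). Pcdhb22 (chromosome 18, 37650924 to 37657532), from a cluster of similar protocadherin genes, fell from 3.22 ± 1.29 to 0.352 ± 0.704 CPM, and Bean1 (chromosome 8, 104897045 to 104945754) was at least 2.58-fold lower. Gfra4 (chromosome 2, 130881552 to 130885008), Rrm2b (chromosome 15, 37924196 to 37961562) and Tomm7 (chromosome 5, 24043831 to 24049245) rose by log2 fold changes of 1.87 (SE 0.50), 1.66 (SE 0.38) and 1.49 (SE 0.37). These 6 genes all had an FDR of 0.0571. With EMPA the SD of Rrm2b was 24.7 on a mean of 30.5 CPM and that of Tomm7 100.3 on 141.5 CPM. The count at an FDR below 0.1 was 0 when only these groups were fitted, and 0 with a term for the sample-sheet list, on which EMPA–Pre-AMI replicate 4 is the only EMPA library to share list 4 with the Control-AMI libraries. A comparison within list 4 therefore has 1 EMPA library. Without EMPA–Pre-AMI replicate 4 there were 2342 genes, without Control-AMI replicate 4 there was 1, without Control-AMI replicate 5 there were 0 and without EMPA–Pre-AMI replicate 3 there were 2. The count at an FDR below 0.05 was unstable too. It was far higher with DESeq2, with no filter, with at least 10 counts in every library and without EMPA–Pre-AMI replicate 4. Of 83 respiratory chain and ATP synthase genes, 44 were among the 982, all higher with EMPA (Fisher's exact test, one-sided, p = 1e-21, adjusted p = 6.3e-20; fry, adjusted p = 0.0285). Their median log2 fold change was 0.69, and 82 of the 83 were higher with TMM factors and all 83 with RLE factors. In the fits without Control-AMI replicate 4 or 5 or EMPA–Pre-AMI replicate 3 the exact p was 1, because 0 of the set's genes were significant. EMPA–Pre-AMI replicates 1, 2 and 3 also had fewer genes with a count, at 12427, 11044 and 12535, against 13018 to 13686 in Control-AMI. Replicate 3 did so with 3801390 counts, and replicate 4 had 13159 genes. Whether this difference between libraries accounts for part of the respiratory chain result was not tested. The paper states that the significant genes were mapped to pathways of mitochondrial metabolism and assumes an effect specific to EMPA.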

We assumed that this is an EMPA-specific effect, which we have previously addressed.^14^ 

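Between Control-AMI and EMPA–Pre-AMI fibroblasts (n = 4 libraries per group), 0 genes had an FDR below 0.1, and the smallest FDR was 1. At an unadjusted p below 0.05 there were 170 genes. The count at an FDR below 0.05 stayed at 0 under every alternative, among them DESeq2, a term for the sample-sheet list and the 12 fits that each left out a library. The group explained 9.86% of the squared distances between these libraries (exact permutation test, p = 0.829, 58 of 70 splits as large). Over other distances and gene sets this p ranged from 0.714 to 0.857. Rab20 and Ptx3, both increased by AMI, had log2 fold changes of −0.36 (FDR = 1) and 0.35 (FDR = 1) with EMPA. When 200 changes were added to simulated fibroblast counts with the same depth and group sizes, 93.3% of 4-fold and 45.3% of 2-fold changes were called, so more 2-fold changes were missed than found. The changes were put in the Control-AMI libraries and tested against Sham. Genes of low counts were left out, so these shares do not speak for them.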

EMPA did not significantly alter the transcriptome of fibroblasts (Figures 1G and 1H).

An effective discrimination between Control-AMI and EMPA–Pre-AMI was observed only in the EC population (Figure 1I) with 211 significant genes (FDR: <0.05) (Figure 1J). 

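In ECs, 274 genes had an FDR below 0.05 between Control-AMI (n = 4 libraries) and EMPA–Pre-AMI (n = 5), 36 higher and 238 lower with EMPA, and 1274 genes had an unadjusted p below 0.05. Of all 10438 genes tested, 439 had groups that did not overlap, against 1.59% of genes by chance, and 207 of these were significant. The alternative that moved the count most was the restriction to sample-sheet list 2, which has 2 Control-AMI and 3 EMPA–Pre-AMI libraries, with 3 genes. A term for the list gave 9. Without Control-AMI replicate 1 there were 136 genes, and without EMPA–Pre-AMI replicate 5 there were 142. Emilin2 (ENSMUSG00000024053, chromosome 17 of GRCm39, 71559167 to 71618973), a gene of the extracellular matrix, had 19.7 ± 15.6 CPM in Control-AMI and at most 3 counts in any EMPA–Pre-AMI library, at least 10.7-fold lower (FDR = 0.000927). Inmt (chromosome 6, 55147606 to 55152028) fell from 29.9 ± 28.2 to 1.49 ± 1.03 CPM (log2 fold change −4.29, SE 0.84, FDR = 0.015) and Dtx4 (chromosome 19, 12443699 to 12479479) from 53.8 ± 45.9 to 2.70 ± 1.17 CPM (log2 fold change −4.28, SE 0.65, FDR = 0.00471). In Sham hearts, with all libraries normalized together, Emilin2 was 51.2 times, Inmt 33.2 times and Dtx4 47.4 times as high in fibroblasts as in ECs. Tspan14 (chromosome 14, 40626016 to 40689527) rose from 17.2 ± 4.61 to 45.0 ± 14.2 CPM (log2 fold change 1.38, SE 0.26, FDR = 0.00513). Glt28d2 (chromosome 3, 85777154 to 85794883) and Tap2 (chromosome 17, 34422501 to 34435829) rose by log2 fold changes of 1.37 (SE 0.33, FDR = 0.0229) and 1.27 (SE 0.28, FDR = 0.0148). The group explained 26% of the squared distances between the EC libraries (exact permutation test, p = 0.0159, 2 of 126 splits as large) and 25.2% of those between the cardiomyocyte libraries (p = 0.0159, 2 of 126, same exact test). Over other distances and gene sets the exact p ranged from 0.00794 to 0.0397 in ECs and from 0.00794 to 0.0159 in cardiomyocytes. With a library left out, the exact p in ECs was 0.0286 or less in all 9 fits. In cardiomyocytes it was above 0.05 in 5 of 9, at 0.0714 without EMPA–Pre-AMI replicate 3 and at 0.0571 without Control-AMI replicate 2, 3, 4 or 5. The permutations did not take the sample-sheet list into account. In cardiomyocytes only 1 EMPA library was on list 4, with all Control-AMI libraries, so the test does not separate EMPA from the list there. In ECs both groups had libraries on list 2 only. In a test of the difference itself, the effect of EMPA differed between ECs and fibroblasts in 247 genes and between ECs and cardiomyocytes in 120 (FDR: <0.05, edgeR, all libraries in one model). The paper isolated the populations from the same digested hearts. That model had no term for hearts shared between populations and treated their libraries as independent.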

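Of the 21 collagen chain genes, 12 were significant between Control-AMI and EMPA–Pre-AMI ECs, all lower with EMPA (Fisher's exact test, one-sided, p = 2.01e-14, adjusted p = 6.33e-13; fry, adjusted p = 0.0159). Their log2 fold changes ranged from −3.5 to −1.24, and each of the 12 was more than 2-fold higher in Sham fibroblasts than in Sham ECs. Between EMPA–Pre-AMI and Sham, 0 collagen chain genes were significant in ECs, where 1475 of all genes had an unadjusted p below 0.05. Of 21 metalloproteinases and inhibitors, 5 were significant and lower with EMPA (p = 0.000173, adjusted p = 0.00156, same exact test), and of 14 integrin subunits 1 was (p = 0.311). Across the genes tested, the log2 fold changes of Control-AMI against Sham and of EMPA–Pre-AMI against Control-AMI had a Spearman correlation of −0.528. Genes are not independent replicates. Both comparisons share the Control-AMI libraries, and groups simulated without any change gave correlations of −0.508 to −0.489 over 20 draws.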

EMPA treatment affected 13 of the 15 AMI-deregulated pathways, indicating that it restored the EC transcriptome in vivo (Figure 2A, Supplemental Figure 6B). Moreover, 150 genes were significantly deregulated by AMI and restored by EMPA treatment (Figure 2B), and out of this pool we selected growth factor genes as regulators of EC survival and genes related to cell adhesion or collagen degradation/ECM to validate in an additional cohort of mice (Figure 2C). 

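In ECs, 190 genes were significant both between Sham and Control-AMI and between Control-AMI and EMPA–Pre-AMI (FDR: <0.05), and 189 of them moved in opposite directions. Of the 189, 171 were higher and 18 were lower in Control-AMI than in both other groups. In groups simulated without change around the same Control-AMI libraries, the highest number of such genes in 20 draws was 0. Without any change few genes are significant in either comparison, so this 0 was largely set in advance. Between EMPA–Pre-AMI and Sham, 0 of the 189 were significant, and 283 of all genes tested were. The count was 3 when only sample-sheet list 2 was used and 8 with a term for the list, and without Control-AMI replicate 1 it was 101. All 171 genes that were higher in Control-AMI were more than 2-fold higher in Sham fibroblasts than in Sham ECs, with a median of 24.2-fold, against 12.3% of all genes tested. For a list of 14 fibroblast genes, fixed in advance, the median level per EC library relative to fibroblast libraries had a mean of 19.2% ± 13 (SD, n = 4) in Control-AMI ECs, 3.03% ± 1.39 (SD, n = 4) in Sham ECs and 2.37% ± 0.468 (SD, n = 5) in EMPA–Pre-AMI ECs. In Control-AMI the replicates had 37%, 7.88%, 11.5% and 20.5%. From the 189 genes, the genes that the paper selected include Mmp2 (ENSMUSG00000031740, chromosome 8 of GRCm39, 93553902 to 93580049), with 155.6 ± 124.8 CPM in Control-AMI, 20.8 ± 12.6 in Sham and 15.3 ± 5.52 in EMPA–Pre-AMI. Its log2 fold change was 2.89 (SE 0.63, FDR = 0.0213) with AMI and −3.34 (SE 0.60, FDR = 0.0148) with EMPA. In Sham hearts Mmp2 was 34.3 times as high in fibroblasts as in ECs. The paper reads a restoration of the EC transcriptome from the AMI pathways that EMPA affected, and adds the restored genes to it.

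**Figure D1:**
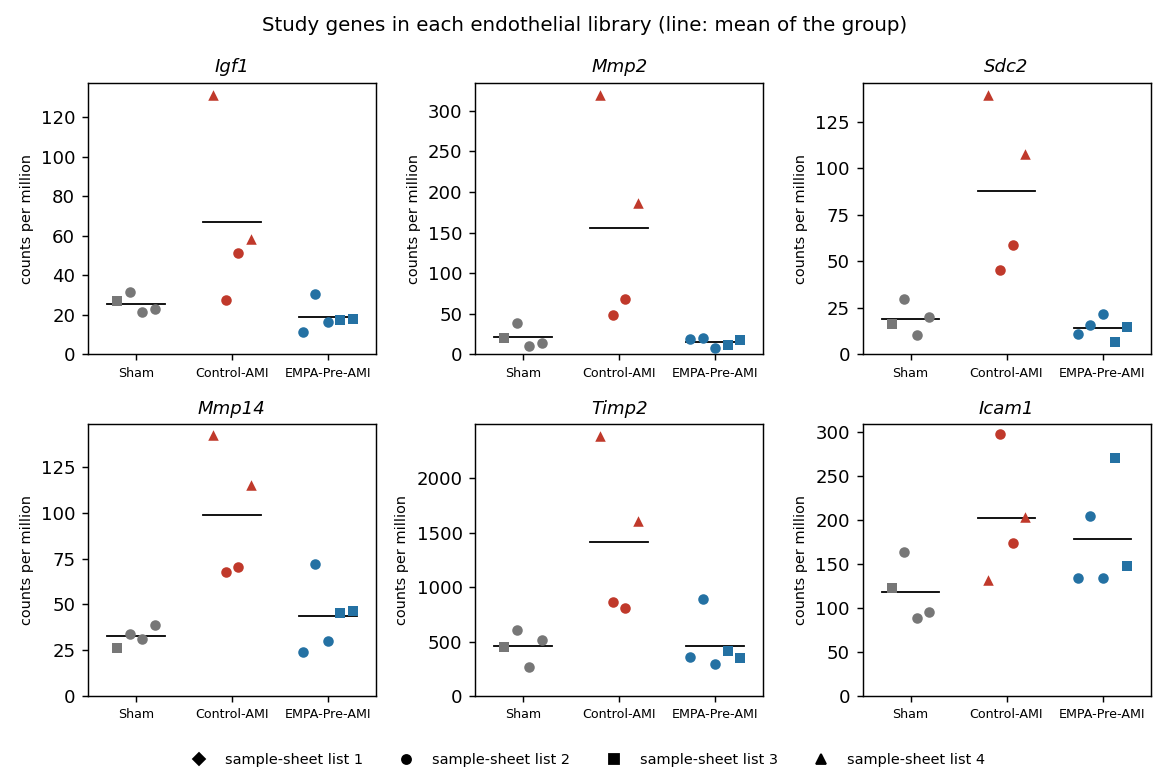
CPM of 6 genes named by the paper in each EC library by group, with the mean of each group as a line. For Mmp2 the group means were 155.6 in Control-AMI, 20.8 in Sham and 15.3 in EMPA–Pre-AMI, while Icam1 had 201.7, 117.8 and 177.8.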

Vascular endothelial growth factor B (*Vegfβ*) and insulin-like growth factor-1 (*Ιgf-1*) expression were increased by EMPA pretreatment (Figure 2D). EMPA attenuated the AMI-induced increase of intercellular adhesion molecule-1 (*Icam-1*) and metalloproteinase-2 (*Mmp-2*) genes after 2 hours of reperfusion (Figure 2E), and it increased the expression of the tissue inhibitor of the metalloproteinases-1 (*Timp-1*) gene (Figure 2F), validating the RNA sequencing data.

**Figure 2:**
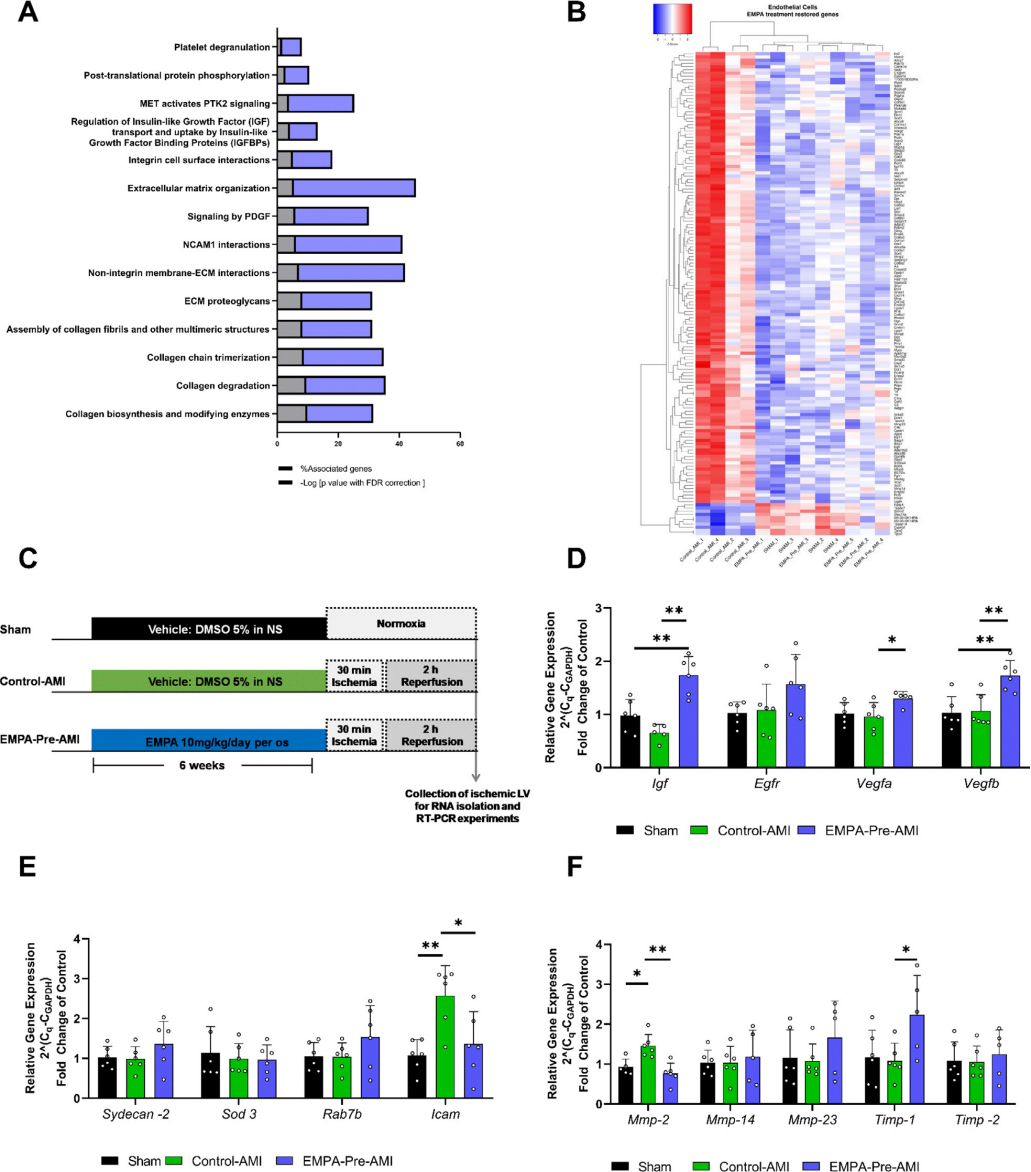
EMPA Pretreatment Reverses the Deregulated Transcriptome by AMI in ECs (A) Bar plots indicating the significant Reactome pathways between the Control-AMI and EMPA–Pre-AMI group 2 hours after reperfusion in sorted ECs with FDR <0.05. (B) Heatmap analysis demonstrating the 150 genes that are significantly deregulated by AMI and restored by EMPA pretreatment. (C) Experimental protocol for RNA sequencing data validation. Relative gene expression 2 hours after reperfusion as 2^−(Cq-C_Gapdh_^^)^ (fold change of Control-AMI) for (D) growth factor genes and regulators, (E) genes related to cell adhesion, and (F) genes related to extracellular matrix and collagen degradation. Data are presented as mean ± SD (n = 5-6 per group; 1-way analysis of variance with Tukey post hoc test: ∗*P* < 0.05; ∗*P* < 0.05; ∗∗*P* < 0.01. DMSO = dimethylsulfoxide; FDR = false discovery rate; other abbreviations as in Figure 1.

### EMPA treatment before and after AMI reduces no-reflow and improves vascular integrity

The transcriptomic data illustrate effects of EMPA on ECs that are consistent with coronary endothelial protection, but further evidence is needed to support these findings. Therefore, we subsequently hypothesized that EMPA treatment either before or after AMI may alleviate microvascular injury. The experimental protocol was designed based on the time point when microvascular injury is detected in rodents (48 hours after reperfusion)^20^ and the circulating levels of EMPA (Figure 3A). EMPA levels reached approximately 400 ng/mL 1 hour after the oral administration (Supplemental Table 5), which is similar to C_max_ levels observed in humans treated with 25 mg/d EMPA.^27^ Therefore, EMPA was given 1 hour after reperfusion to reach this concentration at 2 hours after reperfusion, when the EC transcriptome was affected.

**Figure 3:**
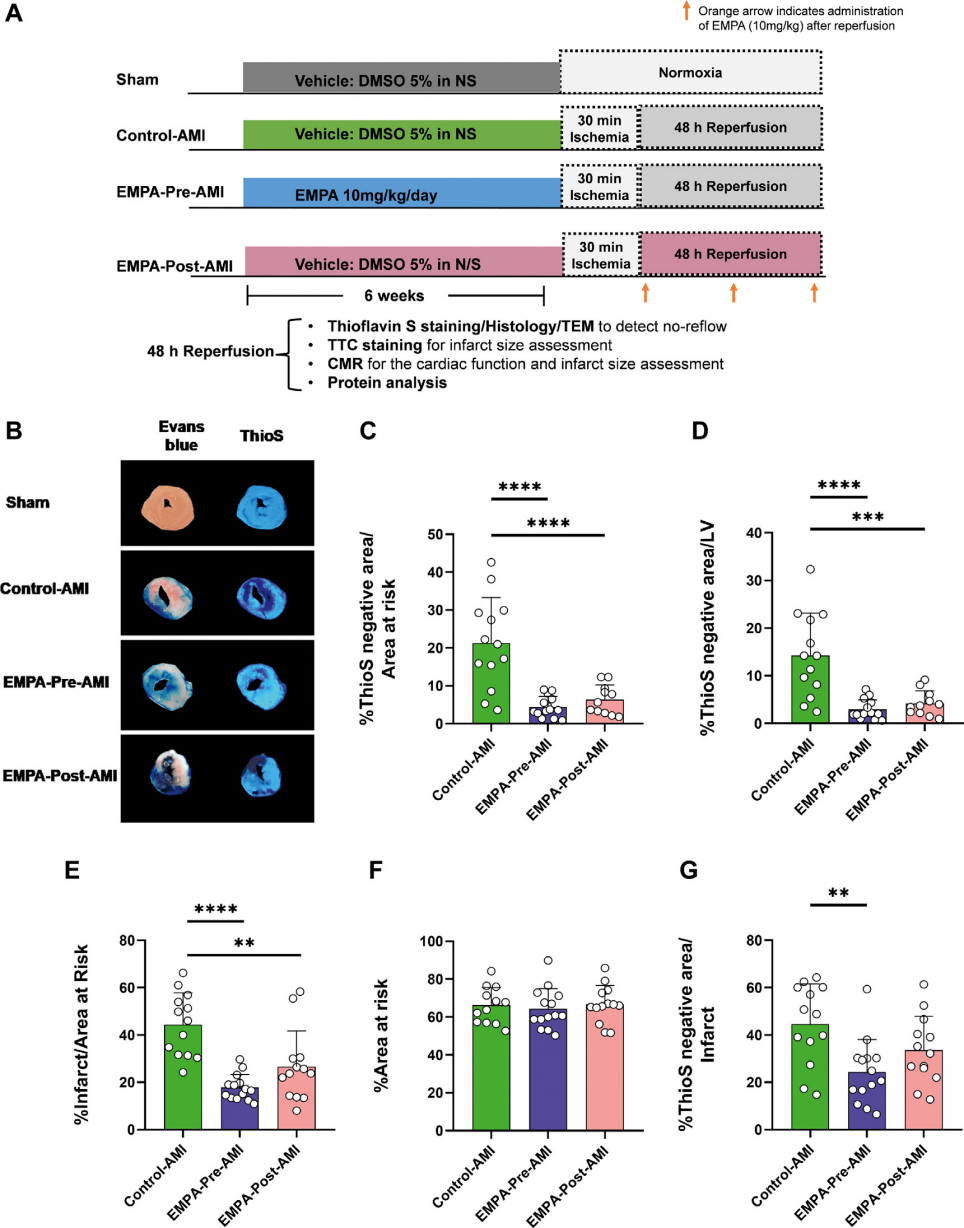
EMPA Treatment Before and After AMI Induction Reduces No-Reflow and Infarct Size (A) Schematic representation of the experimental protocol. (B) Representative images of Evans Blue and Thioflavin S staining 48 hours after reperfusion. Bar plots for (C) percentage Thioflavin S (%ThioS)–negative area to area at risk, (D) %ThioS–negative area to left ventricle (LV), (E) percentage infarct to area at risk, (F) percentage area at risk to LV, and (G) %ThioS–negative area to infarct size. Data are presented as mean ± SD (n = 8-14 per group; 1-way analysis of variance with Tukey post hoc test: ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗∗*P* < 0.0001. DMSO = dimethylsulfoxide; NS = normal saline solution; other abbreviations as in Figure 1.

No-reflow to the area at risk and no-reflow to the LV were significantly improved in both EMPA–Pre-AMI and EMPA–Post-AMI groups (Figures 3B to 3D), indicating reduced microvascular injury 48 hours after AMI (Supplemental Table 6). In line with no-reflow reduction, infarct size to area at risk was significantly reduced in EMPA–Pre-AMI and EMPA–Post-AMI (Figure 3E). Area at risk did not differ among the groups, indicating that a similar ischemic insult was induced (Figure 3F). No-reflow to the infarct size was significantly reduced in EMPA–Pre-AMI but not in EMPA–Post-AMI (Figure 3G).

The effect of EMPA before and after AMI on microvascular injury was further assessed based on histologic ultrastructure preservation of the capillaries and transition electron microscopy micrographs in the no-reflow area (Figures 4A and 4B, Supplemental Figure 8). Extravasation of erythrocytes, indicating intramyocardial hemorrhage, and intact capillaries clogged by erythrocytes were more prominent in the Control-AMI group. In the EMPA–Pre-AMI and EMPA–Post-AMI groups, less microvascular injury was observed, as indicated by the reduced number of erythrocytes and the preserved percentage of intact capillaries, suggesting better endothelial cell junction integrity (Figure 4C).

**Figure 4:**
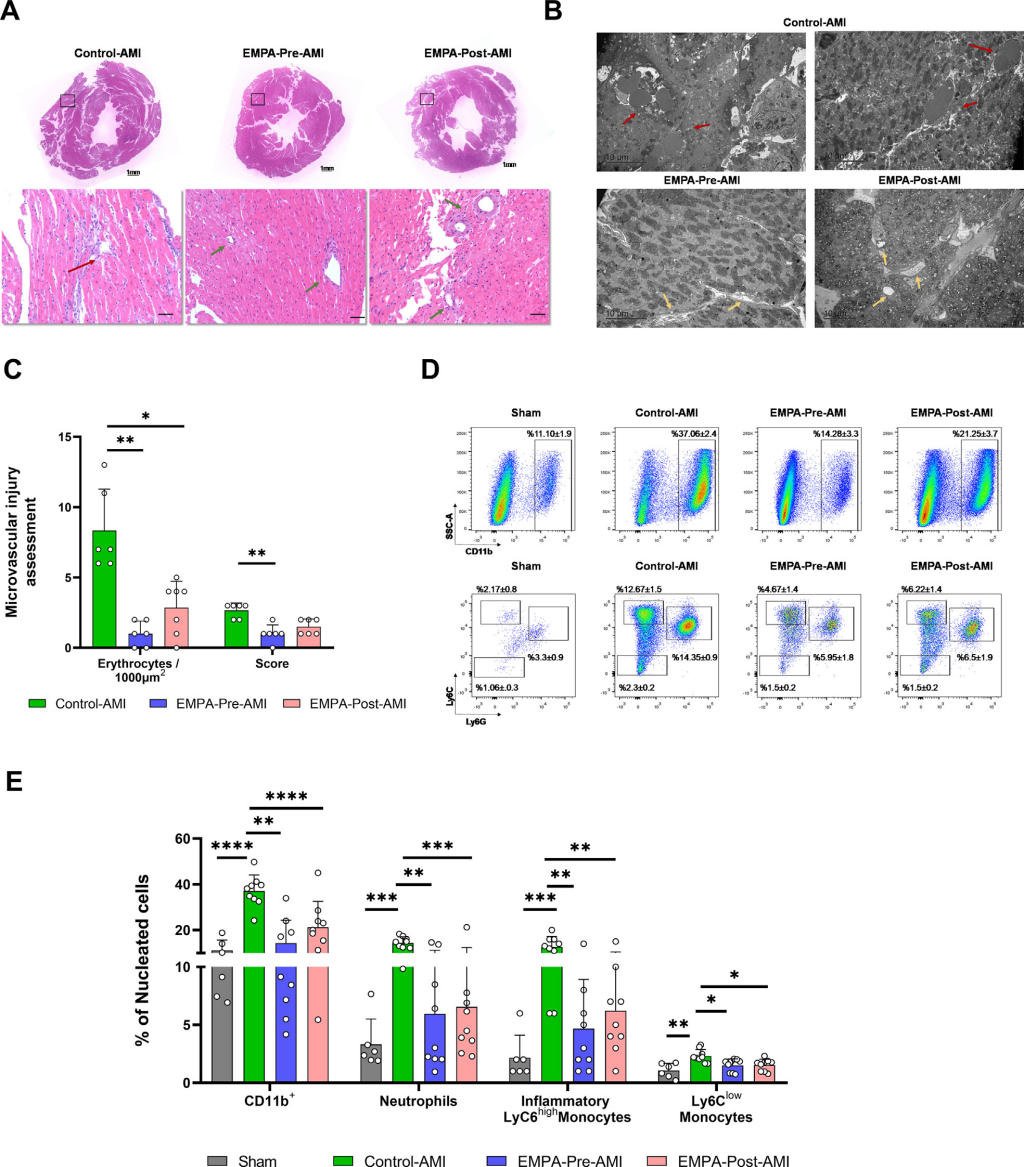
EMPA Treatment Before and After AMI Improves Capillary Integrity and Prevents Infiltration of Inflammatory Cells in the Infarcted Heart (A) Representative images of hematoxylin-eosin staining. Squares indicate the area of focus. Red arrow denotes destroyed/disrupted vessel, and green arrows denote vessels with structural integrity. (B) Representative electron micrographs indicating intramyocardial hemorrhage. Red arrows depict extravasation of erythrocytes, indicating intramyocardial hemorrhage and capillaries clogged by erythrocytes. Yellow arrows denote intact capillaries. (C) Quantification of erythrocytes in transition electron microscopy images and microvascular injury score in hematoxylin-eosin images for the respective groups. (D) Representative images of flow cytometric analysis of the inflammatory cells in the infarcted heart. (E) Bar plots with the percentage of each cell population expressed as a percentage of the nucleated cells. Data are presented as mean ± SD (n = 6-9 per group; 1-way analysis of variance with Tukey post hoc test: ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗∗*P* < 0.0001. Abbreviations as in Figure 1.

### EMPA treatment before and after AMI significantly attenuates inflammatory cell infiltration in the infarcted heart

Leukocyte recruitment and adhesion to the endothelium have been described as contributors to no-reflow by participating in the formation of microthrombi that further exacerbate inflammatory cell infiltration.^28^^,^^29^ Our findings suggest that EMPA before and after AMI suppresses the inflammatory cell infiltration in the infarcted heart. Control-AMI induced the overrepresentation of CD11b^+^ cells, neutrophils, inflammatory LyC6^high^ monocytes, and LyC6^low^ monocytes in the infarcted heart 48 hours after reperfusion. EMPA treatment before and after AMI significantly reduced the infiltration of CD11b^+^ cells, neutrophils, and inflammatory LyC6^high^ monocytes (Figures 4D and 4E). No difference was observed in T and B cells or the CD4/CD8 T-cell ratio in the heart (Supplemental Figures 9A to 9C).

### EMPA reduces infarct size and restores global cardiac function

Cardiac magnetic resonance imaging evaluation confirmed the cardioprotective effect of EMPA treatment before and after AMI in terms of infarct size and cardiac function. Late gadolinium enhancement analysis in cardiac magnetic resonance imaging indicated that EMPA before and after AMI significantly reduced infarct/LV compared with Control-AMI (Figures 5A and 5B). Similar results were obtained in 2,3,5-triphenyl tetrazolium chloride staining (Figure 5C). Infarct size determined by cardiac magnetic resonance imaging and staining indicated a linear association with a slope ± SE of 1.062 ± 0.068 and Pearson *r* of 0.92. The concordance correlation coefficient (0.89) indicated that the regression line (solid red line) and the line of identity (dashed black line) do not differ significantly (Figure 5D). EMPA before AMI completely restored global cardiac function, as shown by the preserved LV ejection fraction**,** end-systolic volume, cardiac output, stroke volume, and mass (Figures 5E and 5F, Supplemental Table 8). Both groups improved global circumferential strain (Figure 5G) and completely restored % global left ventricular longitudinal strain (%GLS) (Figure 5H).

**Figure 5:**
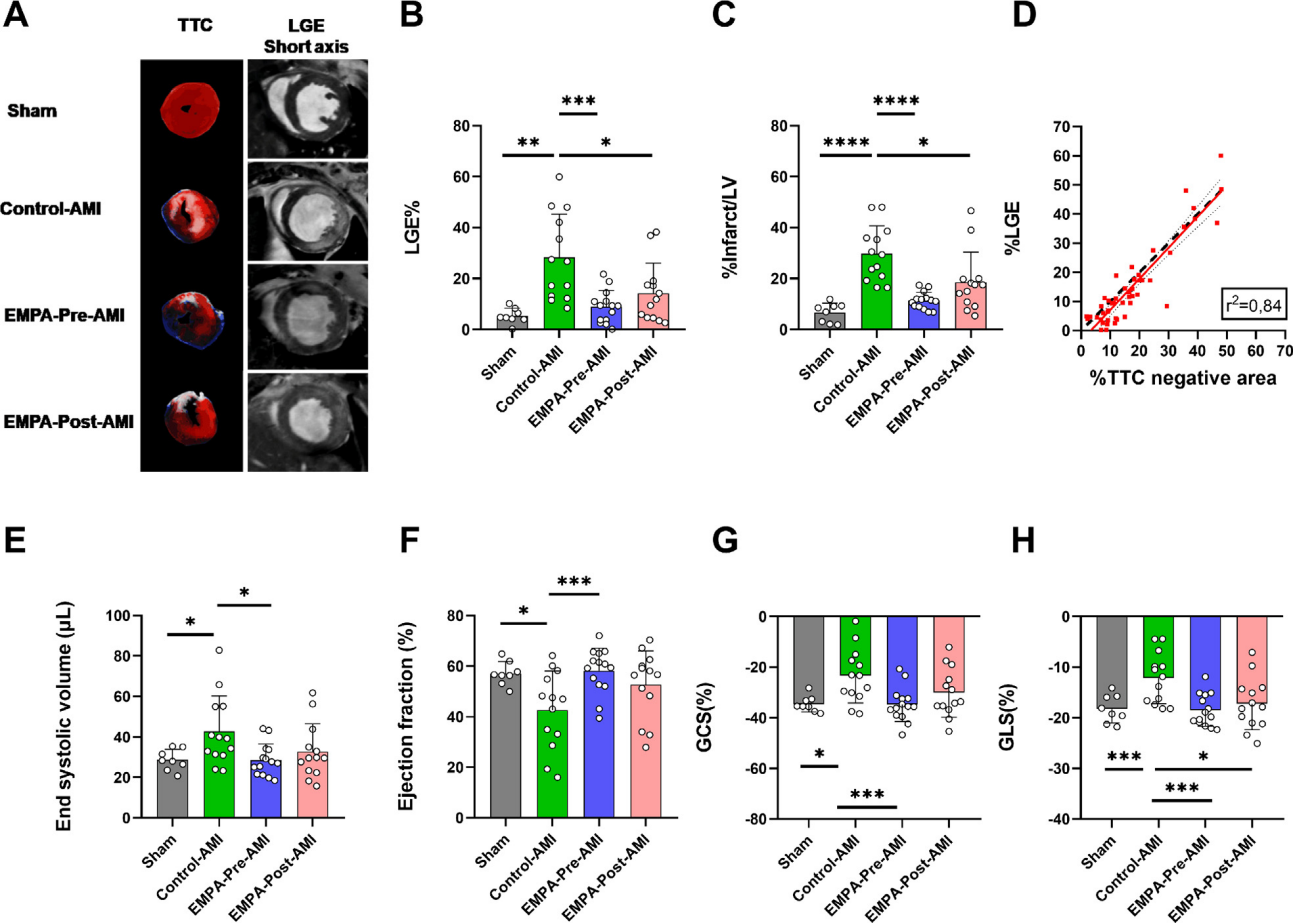
EMPA Treatment Before and After AMI Reduces Infarct Size and Improves Cardiac Function (A) Representative images of 2,3,5-triphenyl tetrazolium chloride (TTC) staining and late gadolinium enhancement (LGE) in short axis for each experimental group 48 hours after reperfusion. (B) Percentage LGE infarction determined by cardiac magnetic resonance imaging and (C) infarct/left ventricle (LV) via staining. (D) Linear regression (solid red line) and the line of identity (dashed line) comparing the infarct size values determined via staining and %LGE. Bar plots indicating (E) end-systolic volume, (F) LV ejection fraction, (G) global circumferential strain (GCS), and (H) global LV longitudinal strain (GLS). Data are presented as mean ± SD (n = 8-14 per group; 1-way analysis of variance with Tukey post hoc test: ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; ∗∗∗∗*P* < 0.0001. Abbreviations as in Figure 1.

### EMPA reduces ICAM-1 and MMP-2 expression and STAT-3 phosphorylation at late reperfusion

To gain further insights into the mechanism of EMPA-mediated cardioprotection in terms of microvascular injury and infarct size reduction, we further performed protein analysis 2 hours and 48 hours after reperfusion. We have previously shown that EMPA pretreatment increases the phosphorylation and activation of signal transducer and activator of transcription 3 (pSTAT-3; Y705) at the 10th minute of reperfusion in diabetic and healthy nondiabetic mice,^14^^,^^15^ although this increase does not reach statistical significance 2 hours after reperfusion using the same experimental protocol applied herein.^2^ In parallel, increased protein levels of growth factor signaling, including fibroblast growth factor 2 (FGF-2) and VEGF have been detected by EMPA pretreatment.^14^^,^^16^ In this study, AMI and EMPA pretreatment did not affect STAT-3 phosphorylation and FGF-2 levels 2 hours after reperfusion (Figures 6E and 6G), confirming our previous data, that this pathway is activated by EMPA at early (10 min) rather than late reperfusion (2 h).^14^ We found that VEGF was increased 2 hours after reperfusion in EMPA–Pre-AMI compared with Sham and Control-AMI (Figure 6E and 6G), indicative of preserved EC survival, as we have previously shown.^14^ Molecular signaling 48 hours after reperfusion showed that both EMPA–Pre-AMI and EMPA–Post-AMI significantly reduced STAT-3 phosphorylation compared with Control-AMI without altering growth factor levels and STAT-3 expression (Figure 6F and 6H). This finding suggests that EMPA may confer different signaling during the time course evolution of AMI.

**Figure 6:**
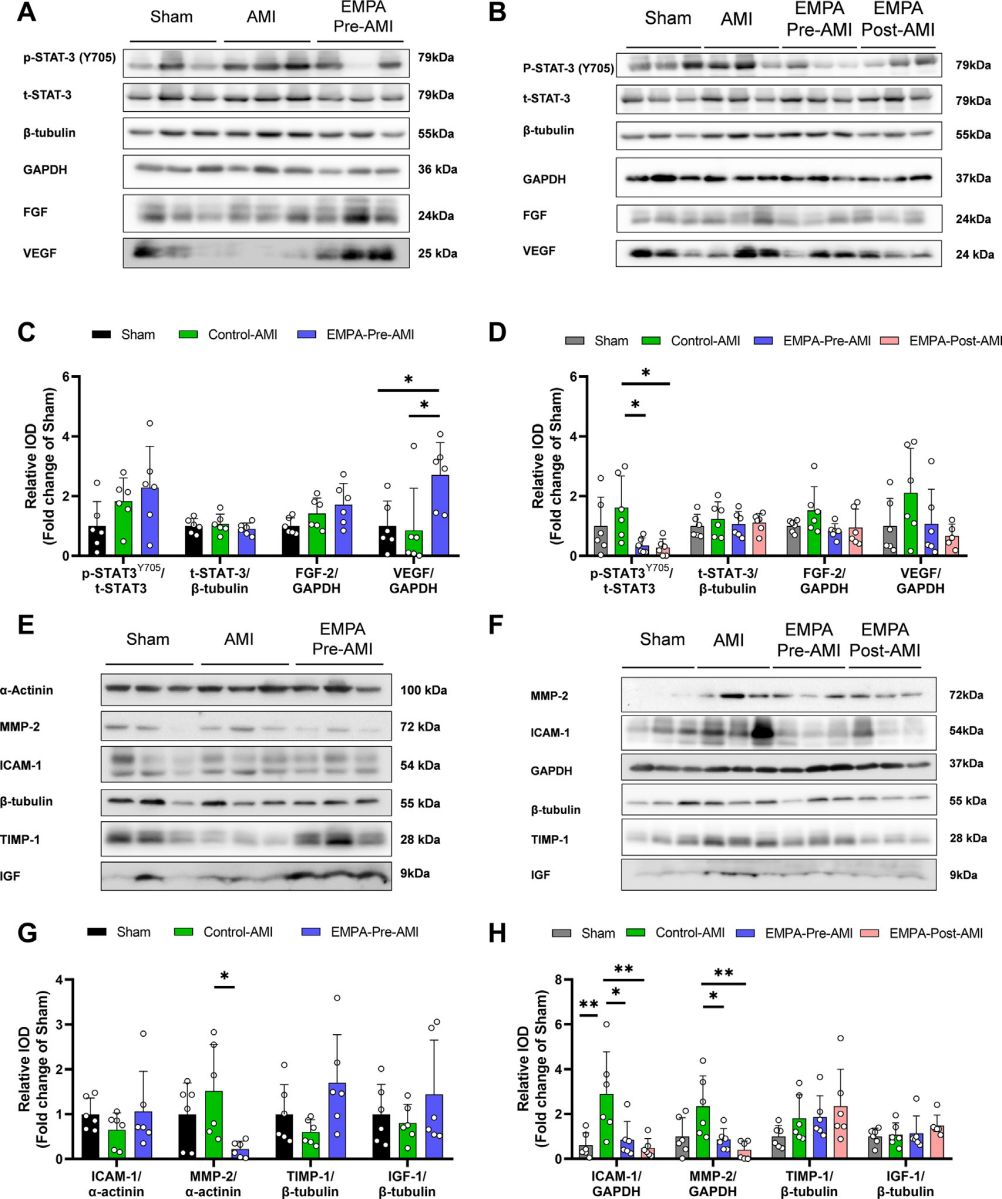
EMPA Reduces ICAM-1 and MMP-2 Expression and STAT-3 Phosphorylation at Late Reperfusion Representative Western blots (A) 2 hours and (B) 48 hours after reperfusion. Relative densitometric graphs after normalization to Sham of (C) p-(Y703)STAT-3/t-STAT-3, t-STAT-3/β-tubulin, FGF-2/GAPDH, and VEGF/GAPDH 2 hours after reperfusion and (D) p-(Y703)STAT-3/t-STAT-3, t-STAT-3/β-tubulin, FGF-2/GAPDH, and VEGF/GAPDH 48 hours after reperfusion. Representative Western blots (E) 2 hours and (F) 48 hours after reperfusion. Relative densitometric graphs after normalization to Sham of (G) ICAM-1/α-actinin, MMP-2/α-actinin, TIMP-1/β-tubulin, and IGF-1/β-tubulin at 2 hours of reperfusion and (H) ICAM-1/GAPDH, MMP-2/GAPDH, TIMP-1/β-tubulin, and IGF-1/β-tubulin at 48 hours of reperfusion. Dots represent biological replicates. Results are presented as mean ± SD (n = 6 per group; 1-way analysis of variance with Tukey post hoc test: ∗*P* < 0.05; ∗∗*P* < 0.01. AMI = acute myocardial infarction; EMPA = empagliflozin; FGF = fibroblast growth factor 2; ICAM = intercellular adhesion molecule; IGF = insulin-like growth factor; MMP = matrix metalloproteinase; STAT = signal transducer and activator of transcription; TIMP = tissue inhibitor of the metalloproteinase; VEGF = vascular endothelial growth factor.

Subsequently, we focused on pathways related to the ECs and microvascular injury, and we evaluated the expression levels of proteins related to our transcriptomic findings. At 2 hours after reperfusion, EMPA pretreatment led to a significant reduction of MMP-2 and a marginally significant increase (*P* = 0.05) in TIMP-1 protein levels, whereas no alterations were detected in ICAM-1 (Figures 6E and 6G). At 48 h, AMI led to a significant increase in ICAM-1 and to a marginally significant increase in MMP-2 (*P* = 0.05), which were significantly attenuated in EMPA–Pre-AMI and EMPA–Post-AMI (Figures 6F and 6H). Insulin-like growth factor I levels were not altered by AMI or EMPA treatment at either time point. These findings confirmed the transcriptomic alterations in ECs in the murine myocardium, indicating that EMPA’s cardioprotection both before and after AMI could be linked to improved ECM remodeling and reduced immune cell adhesion.

### EMPA treatment after STEMI in patients with diabetes improves endothelial and cardiac dysfunction altering the circulating markers thrombomodulin and ICAM-1

Baseline characteristics for patients are depicted in Supplemental Table 10, and no significant differences were observed between groups. All patients achieved an HbA_1c_ <7% after treatment. EMPA treatment after STEMI (Figure 7A) significantly reduced perfused boundary region at 12-month follow-up and prevented the aggravation of pulse wave velocity at both 4- and 12-month follow-ups (Figures 7B and 7C). EMPA treatment significantly improved flow-mediated dilation of the brachial artery and %GLS at 4- and 12-month follow-ups (Figures 7D and 7E). EMPA-treated patients presented with significantly reduced white blood cell count (WBC) at both time points (Figure 7F), as well as reduced thrombomodulin and ICAM-1 levels in plasma (Figures 7G and 6H).

**Figure 7:**
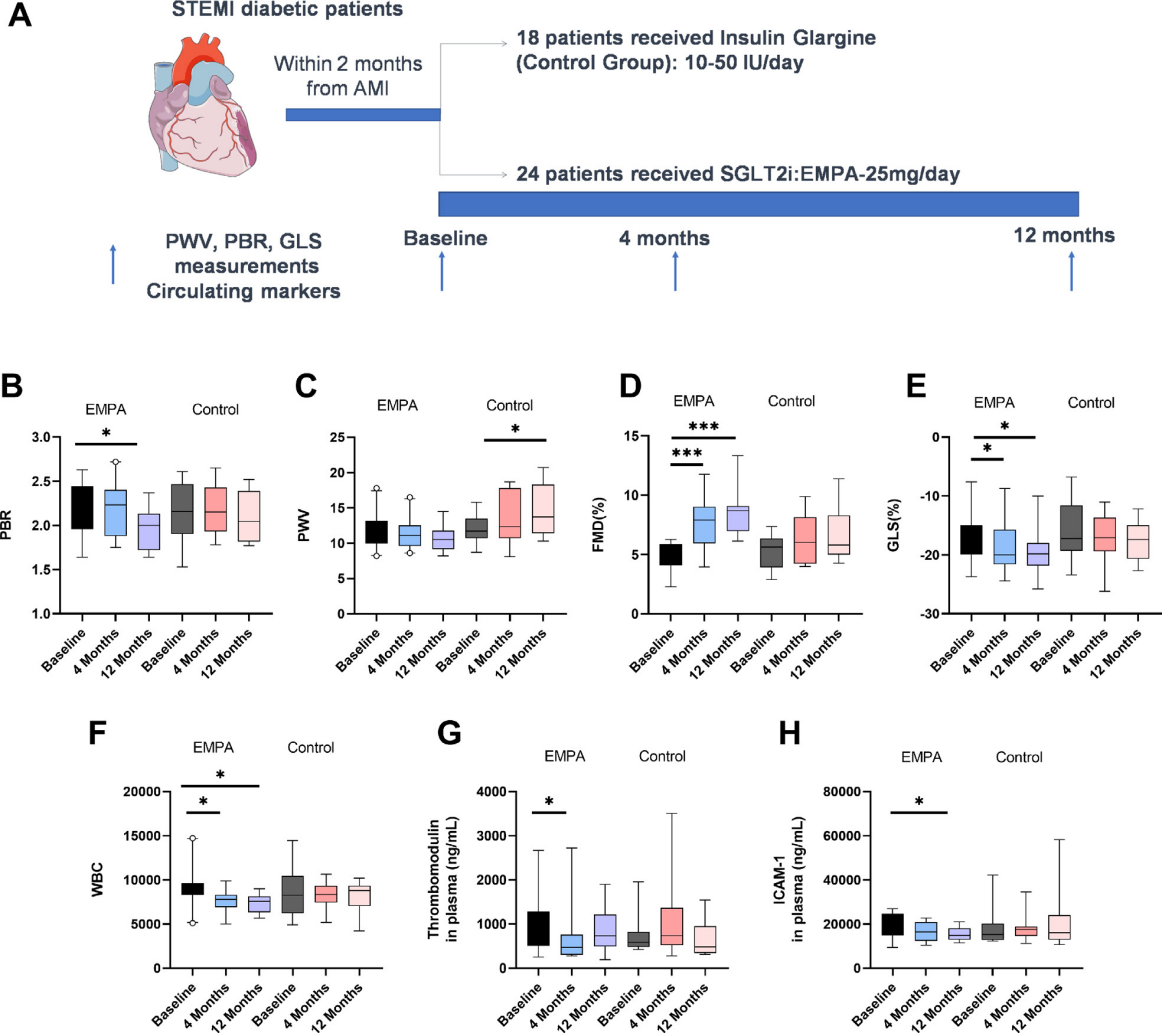
EMPA Treatment Within 2 Months of STEMI Improves Endothelial and Cardiac Dysfunction Altering the Circulating Markers Thrombomodulin and ICAM-1 (A) Schematic representation of the clinical protocol. EMPA was given within 2 months after STEMI, and clinical parameters were evaluated at 4 months and 12 months after inclusion. Box whisker plots with 5th to 95th percentiles indicating (B) perfused boundary region (PBR), (C) pulse-wave velocity (PWV), (D) percentage flow-mediated dilation (FMD), (E) percentage global longitudinal strain (GLS), (F) white blood cell count (WBC), (G) thrombomodulin levels in plasma (ng/mL), and (H) ICAM-1 levels in plasma (mg/mL) at 4- and 12-month follow-ups. Data are presented as mean ± SD (n = 24 for EMPA and n = 18 for Control; 2-way repeated-measures analysis of variance with Tukey post hoc test: ∗*P* < 0.05; ∗∗∗*P* < 0.001. % GLS = % global longitudinal strain; EMPA = empagliflozin; FMD% = flow-mediated dilation of the brachial artery; ICAM = intercellular adhesion molecule.

In the EMPA group, the percentage change of perfused boundary region at 4 and 12 months was significantly correlated with the percentage change of %GLS (*r* = −0.550; *P* = 0.030; and *r* = −0.650; *P* = 0.020; respectively). The percentage change of thrombomodulin at 4 months correlated with the corresponding changes of pulse-wave velocity (*r* = 0.571; *P* = 0.035), GLS (*r* = −0.429; *P* = 0.030) and WBC (*r* = 0.321; *P* = 0.046). In addition, the percentage reduction of ICAM-1 at 12 months was associated with the corresponding changes of perfused boundary region (*r* = −0.643; *P* = 0.045) and %GLS (*r* = −0.500; *P* = 0.029). The percentage change of WBC at 12 months correlated with the percentage change of %GLS (*r* = −0.750; *P* = 0.020).

## Discussion

### Key findings

Our key findings indicate that EMPA treatment either before or after AMI in mice decreased no-reflow, inflammatory cell infiltration, and infarct size, and improved cardiac function. This study reveals that AMI induces profound transcriptomic alterations in ECs and fibroblasts 2 hours after reperfusion, while the effect of AMI on cardiomyocytes is minimal. EMPA pretreatment reverses the AMI-induced EC transcriptome alterations, indicating that these changes could account for the observed protection against microvascular injury or endothelial damage. For the first time, we present that the EMPA intervention retains its cardioprotective signal, even if it is administered at 60 minutes after reperfusion, with a mechanism that is related to the preservation of endothelial integrity and reduction of the infiltration of inflammatory cells in the infarcted zone of myocardium. In this study, we provide proof-of-concept clinical evidence for endothelial and cardiovascular parameters in patients with type 2 diabetes who received EMPA within a short period after AMI to facilitate future larger-scale studies. We observed endothelial glycocalyx protection, improved flow-mediated dilation of the brachial artery, and %GLS alleviation in STEMI patients treated with EMPA as well as improved circulating endothelial-related markers.

### EMPA treatment before or after AMI alleviates microvascular injury

Microvascular injury is characterized by dysfunction and damage of the myocardial microvasculature with a no-reflow phenomenon within the infarct zone.^30^ Microvascular injury has been shown to be an independent predictor of LV dysfunction and poor prognostic outcome after AMI, but we have yet to discover protective therapies to alleviate this deleterious phenomenon. The pathophysiologic mechanisms responsible for microvascular injury remain ill-defined and include enhanced vascular permeability, leucocyte adherence and transmigration, and capillary obstruction by erythrocytes and platelet-leucocyte aggregates.^30^ Proof-of-concept for the direct role of the endothelium in microvascular injury has been suggested through the use of imatinib^20^ and recombinant human angiopoietin-like 4.^31^ The effect of SGLT-2Is on the endothelium and microvascular injury has not been established.

As microvascular injury arises as a target for cardioprotection with future translational potential, the present study highlights the use of EMPA before and after AMI as a treatment to confer microvascular salvage. Our results regarding the pretreatment with EMPA agree with a recent study in pigs that demonstrated the efficacy of EMPA pretreatment in reducing infarct size and microvascular injury as well as preserving LV systolic function.^32^ Moreover, pretreatment with EMPA has been previously described to confer protection against microvascular injury via pathways related to mitophagy.^33^ Importantly, we now show that EMPA given after AMI is still protective. In parallel, our finding indicates the potential use of the drug in a translational setting of AMI with profound microvascular injury. The effect of SGLT-2Is on the endothelium and microvascular injury has not been established. The direct effects of EMPA on cardiomyocytes,^34^ ECs,^14^^,^^15^^,^^35^ and fibroblasts^36^^,^^37^ have shed light on the complexity of EMPA-mediated protection against cell death, but cell-specific alterations in vivo have not been previously addressed.

### Transcriptomic alterations after AMI in cardiac subpopulations and EMPA’s effects

This study provides a high-throughput and unbiased gene expression analysis of 3 cell populations of the ischemic cardiac tissue at 2 hours after reperfusion, which allowed us to identify which cell populations are affected by AMI and which are restored by EMPA pretreatment. Our results demonstrate that by using FDR <0.05, only 7 genes were differentially expressed between Sham and AMI groups in cardiomyocytes and nearly 600 genes were differentially expressed in ECs and fibroblasts. To the best of our knowledge, there are no RNA sequencing data at 2 hours after reperfusion in cardiomyocytes to compare with our data set. One interpretation of our finding would be that cardiomyocyte damage occurs within ischemia and the first minutes of reperfusion, which typically intensifies the morphologic features of cardiomyocyte necrosis.^38^ Therefore, cardiomyocyte transcriptomic alterations during late reperfusion are not profound because the damage has already occurred. Another interpretation of our finding lies with cardiomyocyte gene expression heterogeneity. Recently, single-cell transcriptomics revealed the transcriptional diversity within the cardiomyocyte population after AMI, which affects the variability. In that study, for example, only 1 distinct subpopulation of cardiomyocytes was characterized by the overrepresentation of stress-related hypertrophy genes.^39^ Further single-cell studies in the future could decipher the time course of transcriptomic and proteomic alterations in cardiomyocyte subsets after AMI.

Regarding the effect of EMPA pretreatment on the cardiomyocyte transcriptome, we revealed several transcriptomic changes related to mitochondrial metabolism pathways at 2 hours after reperfusion (but with FDR <0.10) that could partially explain the mechanism of EMPA-mediated cardioprotection. Because cardiac SGLT-2 expression is negligible, numerous potential mechanisms have been proposed for the direct cardiomyocyte and mitochondrial effects of EMPA, including the inhibition of cardiac Na^+^/H^+^ exchanger 1.^40^ The results of the transcriptomic analysis in cardiomyocytes are in agreement with our previous report that EMPA pretreatment increased complex I and II respiration at oxidative phosphorylation state in as early as the 10th minute of reperfusion in cardiac fibers.^16^ In the same study, dapagliflozin pretreatment led to infarct size reduction without altering mitochondrial respiration,^16^ and therefore whether the effect of SGLT-2Is on mitochondria function is causal for their infarct size–limiting properties remains to be determined in future studies.

In the present study, the EC transcriptome after AMI was examined as early as 2 hours after reperfusion, and profound gene expression alterations were identified related to cell adhesion and ECM composition. Very recently, the transcriptome of ECs in response to AMI was evaluated at several time points of reperfusion and the authors highlighted not only that ECs are highly compartmentalized in a temporal fashion, but also that AMI-related injury induces long-term transcriptomic alterations. Notably, genes for proteins involved in ECM degradation and remodeling, such as MMPs and TIMP-1 were identified as differentially expressed,^17^ in agreement with our findings.

Our data support the EC transcriptome as a potential target of cardioprotection by EMPA. A recent study demonstrated that dapagliflozin, when given 4 weeks before and 3 days after permanent coronary ligation, reduces cardiac damage via inhibition of macrophage activation in the area at risk even in the absence of SGLT-2.^41^ Although that single-cell analysis was performed in a nonhuman animal model without reperfusion, it revealed the role of macrophages and matrix remodeling in SGLT-2I’s cardioprotection^41^ in addition to the direct effect of EC protection reported in the present study. The effect of EMPA on the EC transcriptome in vivo is further supported by in vitro data by our group and others regarding the direct protective effect of EMPA on EC survival,^14^^,^^15^ which were recently summarized.^42^

### Mechanistic insights of EMPA’s cardioprotective effects at 2 hours and 48 hours after reperfusion

Ιncreased phosphorylation (Y705) of STAT-3 early in reperfusion has been proposed as one of the most robust cardioprotective signals causally associated with infarct size reduction.^43^ Numerous reports have demonstrated that cardioprotective interventions such as ischemic preconditioning, postconditioning, and remote ischemic conditioning activate the noncanonic function of STAT-3 as part of the survival activating factor enhancement pathway leading to infarct size reduction in a STAT-3–dependent manner.^43^, ^44^, ^45^, ^46^, ^47^ Our previous studies suggest that EMPA pretreatment increases the phosphorylation and activation p-(Y705)STAT-3^14^, ^15^, ^16^ and FGF-2 expression^16^ at the 10th minute of reperfusion and that the infarct size–limiting effect of EMPA pretreatment is STAT-3 dependent (identified by means of pharmacologic inhibition with STATTIC).^16^ We have also demonstrated that chronic administration of EMPA for 6 weeks, in exactly the same experimental protocol as the one applied in the present study, did not alter p-(Y705)STAT-3 2 hours after reperfusion.^14^ In the present study, pre-AMI EMPA tended to increase p-(Y705)STAT-3 without being significantly altered 2 hours after reperfusion, in agreement with our previous report.^14^ The temporal variation of STAT-3 regulation within the first hours of reperfusion with and without cardioprotective interventions has not been fully elucidated. We found that EMPA treatment before and after AMI significantly reduced STAT-3 phosphorylation at 48 hours after reperfusion compared with the control group. Sustained activation of STAT-3 after AMI has been reported to contribute to inflammatory processes and cardiac remodeling, and this activation is probably downstream of interleukin-6 via the gp-130 receptor^48^ whereas inhibition of JAK2/STAT-3 pathway attenuated cardiac hypertrophy.^49^ STAT-3 regulation may affect inflammation during AMI and very recently, the protective role of STAT-3 inhibition was described in a murine model of 30 minutes of ischemia and 24 hours of reperfusion.^50^ The pharmacologic STAT-3 inhibition by STATTIC reduced infarct size at 24 hours after reperfusion, which was associated with the reduction of anti-inflammatory macrophages in the area at risk via the interleukin-6/MCP-1/STAT-3 signaling, but the authors did not examine p-(Y705)STAT-3 phosphorylation.^50^ The STAT-3 activation at later phases of reperfusion has been mainly attributed to the invading macrophages in the heart tissue,^43^ and therefore the observed reduction in p-(Y705)STAT-3 by EMPA may be linked to the marked reduced inflammatory monocytes in the ischemic heart that we observed in this study rather than the signaling from cardiomyocytes.

Regarding the protein alterations 48 hours after reperfusion, our findings confirmed the transcriptomic changes and indicated that both pre-AMI and post-AMI EMPA significantly reduce ICAM-1 and MMP-2 protein levels which are consistent with reduced leukocyte adherence and improved ECM remodeling.^51^ These protein findings are consistent with the reduced inflammatory cell infiltration in the myocardium and the histologically conferred coronary endothelium integrity and allows us to connect 2 previously stated hypotheses regarding the effect of EMPA on ECs^14^^,^^32^ and on inflammation.^52^ Another point of connection among our findings is that increased p-(Y705)STAT-3 phosphorylation promotes the expression of MMP-2 by the direct binding of STAT-3 to the MMP-2 promoter, leading to a feedback loop that contributes to an uncontrolled inflammatory response.^53^, ^54^, ^55^ EMPA treatment before and after AMI reduced p-(Y705)STAT-3 phosphorylation and concomitantly the expression of MMP-2 and inflammatory cell infiltration at 48 hours of reperfusion, suggesting the possible anti-inflammatory effect of EMPA at later phases of reperfusion.

We are the first to report a therapeutic regimen that confers cardioprotection by EMPA treatment after AMI in an experimental model of 30 minutes of ischemia and 48 hours of reperfusion. This finding challenges the time frame for the application of therapeutic interventions against AMI-related cardiac injury. Cardiomyocyte cell death occurs in the first minutes of reperfusion, as hypercontracture appears to be the main cause of cardiomyocyte necrosis.^56^^,^^57^ For that reason, the notion that cardioprotective interventions must be applied as early as possible within the first few minutes of reperfusion to be effective has been supported. That notion is challenged by the fact that following the early reperfusion phase, vascular failure and microvascular injury contribute or exacerbate cardiac damage.^4^ In addition, cardioprotective interventions may fail to reach severely ischemic myocardium with little or no collateral flow, suggesting that the understanding of the sequence of pathologic events has significant implications for translating cardioprotection.^58^ The findings of the present study show that EMPA given 1 hour after reperfusion and once daily for 48 hours results in cardioprotection marked by infarct size, microvascular injury, and inflammation reduction, suggesting that the window for application of cardioprotective interventions lies within the first hours or even days of reperfusion.

### EMPA treatment after STEMI improves endothelial dysfunction, the perfused boundary region of microvessels, and %GLS in diabetic patients on top of metformin

We provide proof-of-concept clinical data regarding the impact of EMPA on the vasculature after STEMI in diabetic patients on top of metformin compared with insulin. EMPA treatment after STEMI reduces the perfused boundary region, suggesting endothelial glycocalyx protection. Although it was measured in the periphery, it could be linked to microvascular homeostasis and coronary microcirculation.^59^ Patients receiving EMPA after AMI did not experience exacerbation of pulse-wave velocity as early as the 4th month of treatment, providing evidence for reduced arterial stiffness and vascular resistance, in agreement with previous reports for SGLT-2I treatment with unspecified AMI incidence.^60^

Flow-mediated dilation is a measure of endothelial dysfunction in the periphery and correlates with coronary artery endothelial function as an independent predictor of cardiovascular outcomes.^61^ EMPA treatment improved flow-mediated dilation in STEMI patients with diabetes.

Finally, patients treated with EMPA had an improved %GLS at 4- and 12-month follow-up, in agreement with the in vivo data that post-AMI EMPA improves the %GLS. The protective effects of EMPA on cardiovascular function were observed on top of metformin, whereas these effects were not observed in patients treated with the combination of insulin with metformin. Therefore, the mechanism of vascular protection (in the periphery) by EMPA could be distinct from metformin^62^ and insulin signaling.^63^

In terms of endothelial integrity, we selected representative EC-related circulating markers, such as thrombomodulin and soluble ICAM-1. Inflammatory factors and neutrophil infiltration, directly or indirectly, lead to vascular EC damage and the release of a large amount of thrombomodulin,^64^ and ICAM-1 serves as a marker of endothelial damage and inflammation.^65^^,^^66^ EMPA-treated STEMI patients exhibit lower thrombomodulin and ICAM-1 levels, which indicate endothelial protection after STEMI but also reduced microvascular complications due to diabetes.^66^ In support of our findings, EMPA-treated patients with diabetes had decreased ICAM-1 circulating levels 24 weeks (6 months) after treatment initiation.^67^ The extent of microvascular injury determines the levels of circulating neutrophils, monocytes, and white blood cells.^68^^,^^69^ Patients receiving EMPA exhibited significantly lower WBC, possibly indicating less microvascular injury system damage after AMI.

Recently, Udell et al^9^ demonstrated that EMPA administration after AMI did not reduce the composite endpoint of hospitalization for heart failure or death from any cause. Similarly, treatment with dapagliflozin after AMI in patients without diabetes or heart failure, though it had beneficial effect on cardiometabolic outcomes, had no impact on the composite of cardiovascular death or hospitalization for heart failure.^10^^,^^11^ According to the authors, in the early phase of an AMI, several mechanisms may not be amenable to modification with SGLT-2 inhibition, including cardiac causes, such as stent thrombosis and recurrent myocardial infarction, and noncardiac causes during the first 30 days after AMI, contributing to mortality.^9^ Specific populations may benefit from EMPA treatment after AMI. In a subgroup analysis of EMPACT-MI (Effect of Empagliflozin on Hospitalization for Heart Failure and Mortality in Patients With Acute Myocardial Infarction; NCT04509674), EMPA given after AMI reduced the time to first hospitalization and total number of heart failure hospitalizations in patients with LV dysfunction or congestion, suggesting that patients at high risk of LV dysfunction could benefit from EMPA treatment.^10^ Pre-existing coronary microvascular dysfunction is regarded as an independent predictor of adverse cardiac events,^70^ and the detrimental role of endothelial dysfunction in AMI and the development of heart failure^65^^,^^71^ is gradually gaining interest as a therapeutic target, especially in patients with well known risk factors (eg, diabetes, hyperlipidemia, hypertension, etc).^70^^,^^72^ The present study suggests that EMPA administration in diabetic patients after AMI improves cardiovascular function, indicating that specific populations such as diabetic patients may benefit from SGLT-2Is in AMI. Our preclinical evidence suggests that patients with microvascular injury and no-reflow could benefit from EMPA treatment after AMI and could be considered as a target population to further investigate EMPA-mediated cardioprotection.

### Study limitations

Only male mice were used in this study, and sex may stand as a limitation to the interpretation of the murine study results. However, infarct size and no-reflow do not differ between male and female Göttingen minipigs,^73^ suggesting that our findings may be generalizable to both sexes. Our study includes a small cohort of patients, so we cannot determine causal associations with clinical outcomes or identify whether microvascular injury predicts which patients are most likely to benefit from EMPA after AMI. For the clinical study, patients who were referred to the cardiometabolic outpatient clinic, were randomly assigned to EMPA according to the applicable guidelines of that period. Therefore, EMPA administration was not performed immediately after reperfusion as in the animal study, limiting the interpretation of the findings from bench to bedside and back. In addition, the subgroup analysis was based on the criterion that the initiation of the EMPA treatment was within 2 months after STEMI, which is a variable time frame. Future studies with cardiac magnetic resonance imaging definition of microvascular injury and coronary endothelial dysfunction would provide evidence for the benefit of EMPA after AMI. Male sex is overrepresented in our patient study, and therefore sex may stand as a limitation to generalizability.

## Conclusions

This study highlights that oral EMPA treatment targets the EC transcriptome and prevents microvascular injury, leading to reduced infiltration of inflammatory cells. Our data support the administration of EMPA after reperfusion as a potential translational strategy against microvascular injury. EMPA attenuates damage to the coronary microvasculature, reduces infarct size, and improves global cardiac function in a murine model of AMI. At 48 hours after reperfusion, EMPA treatment both before and after AMI reduces ICAM-1, MMP-2, and STAT-3 phosphorylation in parallel with the reduction of inflammatory cell infiltration in the heart. In addition, post-AMI oral treatment with EMPA improves endothelial glycocalyx and flow-mediated vasodilation in STEMI patients with diabetes. These data warrant future work to examine the effect of EMPA against coronary microvascular injury on a larger scale, providing perspectives for the implementation of SGLT-2 inhibitors in the setting of AMI.

## Data Availability

The data underlying this article will be shared on reasonable request to the corresponding author. The raw RNA-sequencing data are publicly available in GEO under the accession no. GSE255933.

Perspectives **COMPETENCY IN MEDICAL KNOWLEDGE:** Microvascular injury has emerged as a major determinant of heart failure and prognosis in patients with acute myocardial infarction. However, therapies proven to reduce microvascular injury are lacking. Empagliflozin preserves microvascular integrity and cardiac function in the setting of acute myocardial infarction, providing evidence for the administration of empagliflozin to alleviate microvascular injury.

**TRANSLATIONAL OUTLOOK 1:** Empagliflozin restores the cardiac endothelial cell transcriptome and gene expression related to adhesion molecules and matrix degradation and prevents microvascular injury, leading to reduced infiltration of inflammatory monocytes and neutrophils.

**TRANSLATIONAL OUTLOOK 2:** The administration of empagliflozin after acute myocardial infarction may confer protection to the vasculature and benefit populations with profound coronary microvascular injury manifestations, potentially indicated by circulating markers such as ICAM-1.

## Funding Support and Author Disclosures

The authors acknowledge support of this work by the project “The Greek Research Infrastructure for Personalised Medicine (pMedGR)” (MIS 5002802) under the Action “Reinforcement of the Research and Innovation Infrastructure,” funded by the Operational Programme “Competitiveness, Entrepreneurship and Innovation” (NSRF 2014-2020) and co-financed by Greece and the European Union (European Regional Development Fund). This study was partially supported by an investigator-initiated study from Boehringer Ingelheim to Dr Andreadou. Dr Pieper is an employee of Boehringer Ingelheim Pharma & Co; and provided the research grant to the research institute of Dr Andreadou related to this work. Dr Zuurbier has received a research grant from Boehringer Ingelheim. Dr Nijveldt has received research grants from Philips Volcano and Biotronik; and speaker fees from BMS, Pfizer, and Sanofi Genzyme. Dr van Royen has received research grants from Abbott, Philips, Medtronic, and Biotronik; and speaker fees from Abbott, Bayer, RainMed, and Microport. All other authors have reported that they have no relationships relevant to the contents of this paper to disclose.

# Supplementary material for: Empagliflozin in Acute Myocardial Infarction Reduces No-Reflow and Preserves Cardiac Function by Preventing Endothelial Damage
**Source:** JACC Basic Transl Sci. 2024 Aug 30;10(1):43–61. doi: 10.1016/j.jacbts.2024.08.003
**Supplement:** Supplemental Material

## **SUPPLEMENTAL APPENDIX**

### **Supplemental Methods**

Methods are presented in logical order following the presentation of the results in the manuscript.

#### **1. Reagents and pharmacological agents**

Empagliflozin (EMPA) pure powder was kindly provided by Boehringer Ingelheim (BI 10773XX, Batch Number:1082812). For the implementation of the *in vivo* protocol, a fresh drug suspension was prepared, based on our previous experience on EMPA<sup>1-3</sup>. Briefly, EMPA powder was weighted and diluted in the corresponding volume of 5% DMSO in sterile nonpyrogenic normal saline and the suspension formed was administered to the animals by oral gavage (per os administration), as previously described<sup>1-3</sup>.

All reagents used for the experiments were purchased from Sigma Aldrich (via Life Science Chemilab SA and Tech-Line Chemicals SA, Athens, Greece), while Collagenase II was purchased from ThermoFisher Scientific (Catalog #17101015) (via ANTISEL Medical Equipment & Supplies, Athens, Greece). The primers used for Real-Time Polymerase Chain Reaction (RT-PCR) and Polymerase Chain Reaction (PCR) were synthesized by Eurofins Genomics AT, GmbH.

#### **2. Animal protocol details**

Mice (n=6/cage) were housed in a specific pathogen-free facility in a temperature-controlled environment (20-25 °C), under 12-h light/dark cycle and received regular laboratory animal diet and water ad libitum. Surgical procedures and interventions were performed in compliance with the guidelines<sup>4</sup>, i.e., mice randomization was performed in all experiments, surgical procedures and analysis of the experimental

data were performed in a blinded manner which was ensured by Castor EDC (v2022.4.1.3). Exclusion criteria were defined *a priori* as the absence of ST-elevation in electrocardiography and the rupture of the suture/vessel during the surgical procedure for AMI induction.

## 2.1 Sample size

In the first series of experiments, the aim was to detect the cell populations transcriptionally affected by acute myocardial infarction and EMPA treatment. Based on our previous experience with EMPA treatment in mice and proteomic studies<sup>1,2</sup> as well as recent reports for RNA-sequencing (RNA-seq) sample size estimation<sup>5</sup>, we aimed for a total of n=4-6 biological replicates per cell population/ per group taking into account that different cell populations were analyzed. Every effort to minimize batch effect for the identification of differentially expressed genes (DEGs) was made. As such RNA library preparation and sequencing run were performed on the same time for all samples and randomization with cage mate controls was applied. N=2 preparations led to inadequate RNA quality/quantity for the experiment and were excluded *a priori* from analysis.

In the second series of experiments, the sample size was determined with power calculations *a priori* based on previously published values regarding the mRNA gene expression of *Vegb* in EMPA treated groups<sup>1</sup>. To detect the gene expression difference with  $\alpha = 0.05$ , power = 0.80, standard deviation (SD) = 1, at least n = 6 successful experiments per treatment group are necessary for the conduction of the *in vivo* experiments<sup>1</sup>. The power calculation for the second series of experiments is depicted in **Supplemental Figure 1**. No exclusions or deaths are reported for the second series of experiments and therefore n=6 biological replicates are presented.

In the third series of experiments, the least number of animals n=3 per timepoint were included for the determination of EMPA's concentration in the murine plasma (total n=9) since previous extensive reports of pharmacokinetics have been published<sup>6</sup>. For

the standard curve, a total of n=3 animals were used as control (without administration of EMPA). No exclusions or deaths are reported for the third series of experiments and the results of n=3 animals per timepoint are presented.

The primary outcome of the present study is the determination of microvascular injury (MVI) and therefore for the sample size calculation of the fourth series of experiments we performed power calculations *a priori* based on previously published values<sup>7</sup>. To detect a relevant reduction in microvascular obstruction (MVO) with  $\alpha = 0.05$ , power = 0.80, SD = 6, at least n = 12 successful experiments per treatment group are necessary for the conduction of the *in vivo* experiments. The samples size calculation was based on previous report regarding the effect of EMPA on MVO in pigs (mean values 15.2, 7.2 and 10.3 with an SD=6). A dropout of 25% is taken into account according to previous reports<sup>2,8</sup> and therefore for groups Group 2- Control-AMI, Group 3- EMPA-Pre-AMI, Group 4- EMPA-Post-AMI, n=16-18 animals were allocated while for Group 1-Sham in which we expected no mortality rate and the absence of no-reflow phenomenon we allocated n=8 animals. The power calculation for the fourth series of experiments is depicted in **Supplemental Figure 2**. In this experimental series, 8 deaths (mortality 13%) were reported due to intubation or surgical mishandling, while n=4 mice were excluded *a priori* from analysis (3 without ST-elevation and 1 with ruptured LAD) and the final group numbers were n=8 (Group 1), n=13 (Group 2), n=14 (Group 3) and n=13 (Group 4). The presence of two outlying values in the group of EMPA-Post-AMI were identified by GraphPad Prism analysis software, using the ROUT method and Q=1% for the measures of no-reflow to left ventricle and no-reflow to area at risk (**Figures 3C and 3D**).

In the fifth series of experiments, the sample size to detect a reduction in inflammatory cell infiltration by the treatment was determined based on previous reports both from our group<sup>9</sup> and others<sup>10</sup> where n=6-8 biological replicates were employed.

## **2.2 Animal care and monitoring**

All the procedures were performed by experienced technicians/researchers. In this way the oral gavage procedure imposed the least stress possible on the animals. During the surgery of the ischemia/reperfusion the animals were completely anesthetized, and anesthesia was monitored regularly with toe pinch so that the animals do not experience any distress. Analgesia was also provided when the surgical induction of ischemia /reperfusion included recovery of the mice, in the fourth and fifth experimental series. For all experimental series the humane endpoints were predefined and written to the respective animal experimentation protocols for approval. These included the loss of body weight of 20%, body condition score (BCS)  $\leq 2$ , respiratory distress after surgery and inability to reach food and water. The animals were monitored daily and none of the animals included in the protocol reached the humane endpoints.

## **3. Surgical procedures (acute myocardial infarction–2 h reperfusion)**

The induction of acute myocardial infarction (AMI) was performed surgically. Mice (n=48) were anesthetized with an intraperitoneal injection (i.p.) of a combination of ketamine (100mg/kg), xylazine (20 mg/kg), and atropine (0.6 mg/kg). Anesthesia depth was monitored by the loss of pedal reflex. Body temperature was maintained at 37°C throughout the surgical procedure with the use of a heating pad. Tracheotomy was performed for artificial respiration via a rodent ventilator at a rate of 200 strokes/min and with tidal volume of 0.18 mL. After left-sided thoracotomy, the left anterior descending coronary artery (LAD) was ligated approximately 3-4 mm distal to its origin under the left atrium using a 6-0 silk suture and the heart was allowed to stabilize for 5 min. After the ischemic period, the ligature was released and allowed reperfusion of the myocardium for 2 h, as previously described<sup>1-3</sup>. Mice hearts were either used for RNA-seq analysis or RNA isolation as described below.

## **4. Cell sorting and RNA-sequencing**

### **4.1. Heart digestion and cardiomyocyte isolation**

To isolate the cell populations from the murine heart, we applied a protocol that provides an efficient method to digest the heart and recover a high number of viable cells<sup>11,12</sup>. To isolate sufficient quantity of high-quality RNA, we pooled together 2 hearts per sample and performed 4-5 independent experiments per cell population per group. Therefore, the cardiomyocyte, the fibroblast and the endothelial cell expression profiles at 2 hours or reperfusion represent average from 8 to 10 mice. This strategy has been recently described to strengthen the statistical power of experimental results and has resulted in the identification of various gene expression alterations in endothelial cells in the context of AMI<sup>13</sup>.

In these experiments, labware and buffers used were sterilized and produced with PCR-grade water. At the end of the reperfusion, an intraperitoneal dose of 0.5 mL of heparin diluted in normal saline to 100IU/mL was administered to the animal, to prevent the formation of blood clots during heart perfusion and digestion. After 10 min, the heart was excised. Then, a stainless-steel cannula was cannulated into the aorta, under the magnification of a stereoscope. The aorta was then tied to the cannula using a 6-0 silk thread and was placed onto the Langendorff perfusion system.

The heart was initially perfused with the perfusion buffer (***Supplemental Table 1***) for 4 min at 4 mL/min, to flush blood from its vasculature and then perfusion was switched to the digestion buffer (***Supplemental Table 2***) for 3 min at 4 mL/min to perform heart digestion (collagenase type II). Then, 15  $\mu$ L of 100 mM  $\text{CaCl}_2$  was added to the myocyte digestion buffer reservoir and digestion was continued for another 8 min. After heart digestion, the ischemic part below the suture was cut from the heart, put into a petri dish with 2.5 mL of myocyte digestion buffer and was transferred into a cell culture laminar flow. Right after, it was gently torn apart using a pair of sharp tweezers and pipetted up and down, until a cell suspension was created. Then, 5 mL of myocyte

stopping buffer (**Supplemental Table 3**) was added to stop collagenase II activity and prevent over-digestion. The cell suspension was transferred into a 15 mL sterile polypropylene conical tube and centrifuged for 3 min at 20g to precipitate rod-shaped cardiomyocytes (CMs). The supernatant, which mainly contained the non-cardiomyocyte populations [leukocytes, fibroblasts; (FBs), endothelial cells; (ECs), etc.] and cell debris was collected into a 15 mL sterile conical falcon tube and remained on ice until FACS analysis while the pellet, mainly comprising of CMs, was resuspended in 10 mL of myocyte stopping buffer.

Then, 100uL of CMs from two different mice were mixed as one biological replicate and were collected in an RNAase-free Eppendorf tube. Cells were lysed with the RL-cell lysis buffer obtained in the single cell RNA purification kit (Norgen Biotek, Product #51800) and the mixture was vortexed vigorously to perform cell lysis, which is the first step towards RNA isolation.

#### **4.2. Cell-sorting of FBs and ECs using fluorescence-activated cell sorting (FACS)**

The supernatant which contained the non-CM cells was centrifuged (5 min, 300g, 4°C) and the supernatant was discarded. At this time point, 4 mL of the Red Blood Cell lysis buffer made with RNA-ase free water was added to the cell pellet and mixed. The cell suspension was then incubated for 10 min at room temperature, in the dark, to lyse the red blood cells and abolish their interference during the flow cytometric analysis. After red blood cell lysis, 8 mL of PBS containing 2% fetal bovine serum (PBS/2% FBS) were added, and the subsequent mixture was passed through a sterile 40 um cell strainer to obtain a uniform single-cell suspension and prepare our sample for the cytometric analysis. The cell suspension was centrifuged immediately (5 min, 300g, 4°C) and the supernatant was decanted. Right after, 200 µL of PBS/2% FBS were added to the pellet and the suspension formed was transferred into a 1.5 mL Eppendorf. To prevent non-specific binding of the fluorescent antibodies, cells were

firstly incubated (15 min, 4°C, light-protected) with 1 µL of anti-CD16/32 Fc block, with mild handshake every 5 minutes (1:200). Blocking was followed by cell incubation (30 min, 4°C, light-protected with mild hand shake every 10 min) with the three fluorescent antibodies. Optimal antibody concentrations were determined by titration and were 1:250 for anti-CD45-FITC, 1:100 for anti-CD31-PE and 1:100 for anti-CD90-APC-Cy7. The antibodies used for cell sorting were purchased from BD Pharmingen, San Diego, CA, USA (1. Purified Rat Anti-mouse CD16/CD32 Fc Block Catalog #553142 2. FITC Mouse Anti-Mouse CD45.1 Catalog #561871, 3. APC-Cy7 Rat Anti-Mouse CD90.2 Catalog #561641, 4. PE Rat Anti-Mouse CD31 Catalog #561073). Afterwards, the cell suspension was centrifuged (300g, 5 min, 4°C), to wash off the unbound antibody, and the supernatant was discarded. Finally, the cell pellet was resuspended in 2 mL PBS/2% FBS and the suspension formed was transferred into a 5-mL sterile RNAase-free polypropylene tube (Falcon Round-Bottom Polypropylene Tubes, STEMCELL Technologies, Catalog # 100-0089).

The FACS Melody Cell Sorter (BD Biosciences, San Diego, CA, USA) and the BD FACS Chorus Software (BD, San Diego, CA, USA) were employed to detect and sort FBs and ECs from the cell suspension. The construction of our gating strategy was performed as follows: Firstly, a forward scatter height (FSC-H) versus forward scatter area (FSC-A) plot was designed to exclude doublets, as these can significantly affect our analysis. Further doublet exclusion was performed using the side scatter height (SSC-H) versus side scatter area (SSC-A) plot, since this type of gating increases sensitivity of doublet exclusion. Then, an SSC-A versus FSC-A plot was created. Given the fact that FSC indicates cell size, whereas SSC relates to the complexity/granularity of the cell, we chose events with high FSC (to exclude cell debris and erythrocytes, that are much smaller than most other murine cells) and low SSC (to further exclude doublets) (P3 population). We further analyzed the P3 population, using the anti-CD45-FITC, to exclude CD45<sup>+</sup> cells. The CD45<sup>-</sup> population (P4 events) was further analyzed using anti-CD31-PE and endothelial cells (CD31<sup>+</sup>, P5 events) were identified. CD31<sup>-</sup>

cells were further divided to CD90<sup>+</sup> cells that comprise of FBs (P7 events) and CD90<sup>-</sup> cells that can be identified as other cell populations (**Supplemental Figure 3**).

Samples were sorted into sterilized RNAase-free polypropylene tubes, each one containing 2 mL of the RL-Lysis buffer (provided within the Norgen single-cell RNA isolation kit), inserted into the cell collection chamber. The cells were sorted immediately into the RL-Buffer to eliminate sticking on the tube's walls, increase the collected RNA quantity and prevent RNA degradation, as the RL-Buffer contains different RNA-ase inhibitors that will eventually preserve RNA integrity, increasing RNA quality. After sorting the whole sample, the two tubes containing our cells were vortex vigorously to promote cell lysis and RNA extraction. The formed cell lysate was subsequently used for RNA purification and isolation.

#### **4.3. RNA isolation for RNA-sequencing**

To obtain high quality RNA for RNA-seq, we used the single-cell RNA purification kit that was purchased from Norgen Biotek Corporation (Catalog #51800). Following the manufacturers' instructions, the cell lysate that was formed upon the mixture of each cell population with the corresponding volume of RL-Buffer was collected as described above. Then, a corresponding volume of ethanol was added into the cell lysate (200  $\mu$ L ethanol 96-100% for every 350  $\mu$ L of RL-Buffer) and the mixture was vortexed vigorously for 10 sec. Right after, a Single Cell RNA Spin Column was assembled with one of the provided collection tubes and the mixture of the lysate with ethanol was applied onto the column and centrifuged (1 min, 3.500g, 25°C) for binding RNA to the column. Then, the flow-through was discarded, the spin column was reassembled with its collection tube and the previous steps were repeated until the total volume of the cell lysate/ethanol mixture was passed through the column. Subsequently, 400uL of Wash Solution A was added to the column and was centrifuged (1 min, 14.000g, 25°C) to wash the column. The washing step was repeated twice, and the spin column was centrifuged again (2 min, 14.000g, 25°C) to thoroughly dry the resin. The RNA bound

on it, was placed into a 1.7 mL RNA-ase free Elution tube, provided with the kit. Finally, 12  $\mu$ L of Elution Solution A was added to the column and then centrifuged (1 min, 200g, 25°C) to allow the Elution Solution A to enter the column and dilute the RNA. A second centrifugation (1 min, 14.000g, 25°C) was then performed to elute the RNA from the column. The eluent was reintroduced into the column and the previous two centrifugations were repeated to totally elute the bound RNA from the column. Finally, the purified RNA samples were stored at -80°C until use for downstream application.

#### **4.4. RNA sequencing**

The RNA samples were transferred to the RNA-sequencing facility, “pMedGR” Research Unit for the implementation of Next Generation Sequencing (NGS). 38 total RNA samples were used for library construction. RNA concentration was determined using a Qubit-4 Fluorometer (Invitrogen) and the Qubit RNA HS Assay Kit (Invitrogen). RNA quality was determined on an Agilent 2100 Bioanalyzer (Agilent) using the Agilent RNA 6000 Nano Kit (Agilent) and protocol. For library preparation, the QuantSeq 3'mRNA-Seq Library Prep Kit for Illumina (FWD) (Lexogen) was used according to manufacturer's instructions. Briefly, up to 500 ng of RNA from each sample were used for first strand synthesis, followed by RNA template removal. Second strand synthesis was initiated by random primers containing compatible linker sequences at its 5' end. In-line barcodes were introduced during second strand synthesis followed by magnetic bead-based purification; the resulting libraries were amplified for up to 15 cycles and re-purified. Quality and quantity of libraries were assessed on an Agilent 2100 Bioanalyzer using the High Sensitivity DNA Kit reagents and protocol (Agilent). The quantified libraries were pooled at a final concentration of 2 nM and sequenced on a NextSeq 550 System (Illumina), according to manufacturer's instructions.

#### **4.5. Bioinformatic analysis**

Adapter content of RNA-seq samples was estimated by employing Minion v.15-065 from the EBI Kraken tools (<https://www.ebi.ac.uk/research/enright/software/kraken>). Quality control of raw and pre-processed sequencing files was conducted using FastQC Suite ([www.bioinformatics.babraham.ac.uk/projects/fastqc/](http://www.bioinformatics.babraham.ac.uk/projects/fastqc/)), followed by removal of low-quality reads (i.e. -q 20) using cutadapt<sup>14</sup> (v2.8) and curation of the resulting length distribution of reads. RNA alignment and quantification was performed by utilizing Salmon<sup>15</sup> against GRCm39 genome assembly and Ensembl<sup>16</sup> v106 genomic annotation.

Analyses detailed below were performed using the programming language R (v4.0.3). Assessment of the clearance of the different cell populations was achieved by performing marker-based decomposition of bulk RNA-seq expression using the R package BisqueRNA<sup>17</sup> and marker genes for each cell type from PanglaoDB<sup>18</sup>. Heart gene markers for Cardiomyocytes, Vasculature for Endothelial Cells and Connective Tissue for Sorted Fibroblasts. Then, the discrimination of the cell populations was visually inspected through Uniform Manifold Approximation and Projection (UMAP) analysis. Differential expression analysis was performed using the R package edgeR<sup>19</sup>, separately for each cell population (CMs, ECs, FBs). Briefly, lowly-expressed genes were filtered out by using the edgeR function filterByExpr with default parameters. Then, normalization factors of sample libraries were calculated using the Trimmed Mean of M-values (TMM)<sup>20</sup> method, followed by estimation of the negative binomial dispersion and application of generalized linear models with quasi-likelihood tests (edgeR::glmQLFit function) for the statistical analyses, robustifying the model in both cases against hypervariable genes. False Discovery Rate (FDR) was controlled by applying the Benjamini-Hochberg method<sup>21</sup>. Pathway enrichment analysis was conducted using the kegg function from the R package limma, utilizing only statistically significant differentially expressed genes for each contrast and pathway resource annotations from Reactome<sup>22</sup>. Graphs were created using the R packages

EnhancedVolcano (volcano plots), PCA tools<sup>23</sup> (Principal Component Analysis plots) and ggplot2<sup>24</sup> (UMAP, heatmaps) (<https://ggplot2.tidyverse.org>.)

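Levels of the markers Myl2, Myl4, Myh6, Myh7, Kdr, Fabp4, Vwf, Col1a1, Dcn and Lum were read with all 38 libraries normalized together, as mean ± SD CPM over the 13 cardiomyocyte, 13 EC and 12 fibroblast libraries. In cardiomyocytes Myl2 was at 11590 ± 2323, Myl4 at 67.7 ± 54.9, Myh6 at 13330 ± 3900 and Myh7 at 379.1 ± 140.6 CPM. In fibroblasts these genes were at 33.3, 1.68, 76.3 and 3.77 CPM. Kdr was at 1801 ± 642.1 CPM in ECs, 372.3 in cardiomyocytes and 73.96 in fibroblasts. Fabp4 was at 2882 ± 817.7 and Vwf at 301.1 ± 144 CPM in ECs. Col1a1 was at 923.6 ± 128 CPM in fibroblasts and at 70.5 ± 101.9 CPM in ECs, where the SD exceeded the mean. Dcn was at 9471 ± 1254 CPM in fibroblasts, 1664 in cardiomyocytes and 865.4 in ECs, and Lum at 303.2 ± 48.2, 56.3 and 38.9 CPM. Each of these markers was higher in its own population than in the mean of the others (FDR: <0.05, edgeR), with log2 fold changes from 2.82 for Lum to 8.28 for Myl2.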

To ensure effective discrimination of the cell population transcriptome, we employed a decomposition package used for single cell RNA sequencing taking into account the characteristic gene markers per cell type and sample namely Myl2, Myl4, Myh6 and Myh7 for CMs, Kdr, Fabp4 and Vwf for ECs, Col1a1, Dcn, and Lum for FBs. The decomposition UMAP indicates that the samples are discriminated into the correct cell populations (**Supplemental Figure 5**). We manually searched for characteristic gene expression markers in the different cell populations to ensure their purity. Interestingly, in the FBs population we indicated a remarkable overexpression of the markers CD29 Integrin 1beta, Vimentin, CD90 which also advocate for FBs purity and in ECs we detected the overexpression of the markers CD31+/PECAM 1, eNOS, CD144/VE-Cadherin which ensure ECs purity. 

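Of these surface and intracellular markers, Vim was at 1249 ± 209.2 CPM in fibroblasts, 698 in ECs and 372.6 in cardiomyocytes (log2 fold change 1.32 against the mean of the others), and Thy1, which encodes CD90, was at 37.2 ± 6.71, 7.73 and 9.3 CPM (log2 fold change 2.24). Itgb1, which encodes CD29, was at 363.8 ± 63.3 CPM in fibroblasts, 433.1 ± 57.3 in ECs and 331.5 ± 32.9 in cardiomyocytes, a log2 fold change of −0.07 (FDR = 0.455, edgeR). In ECs, Pecam1 was at 1154 ± 237.4, Nos3, which encodes eNOS, at 121.4 ± 23.3 and Cdh5 at 371.5 ± 89.9 CPM, with log2 fold changes of 3.47, 3.87 and 3.68. Of the 19 markers named by the paper, 18 were higher in their own population (FDR: <0.05) and 17 were higher there in every library than in any library of the other populations. Within the ECs, Col1a1 was at 283 ± 206 CPM in Control-AMI, 37.5 ± 18.0 in Sham and 30.1 ± 14.6 in EMPA–Pre-AMI, with the EC libraries normalized alone (log2 fold change 2.91, FDR = 0.0189, with AMI and −3.23, FDR = 0.0148, with EMPA). The median level of 14 fibroblast genes was 6.37 ± 0.794 log2 CPM in Control-AMI ECs (SD, n = 4), 3.93 ± 0.633 in Sham ECs (SD, n = 4) and 3.85 ± 0.271 in EMPA–Pre-AMI ECs (SD, n = 5). Fibroblast genes expressed at 10 CPM or more in Sham ECs made up 11 of the 14. The median of 10 endothelial genes was 8.5 log2 CPM in Control-AMI ECs, 8.87 in Sham and 8.99 in EMPA–Pre-AMI.

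**Figure D2:**
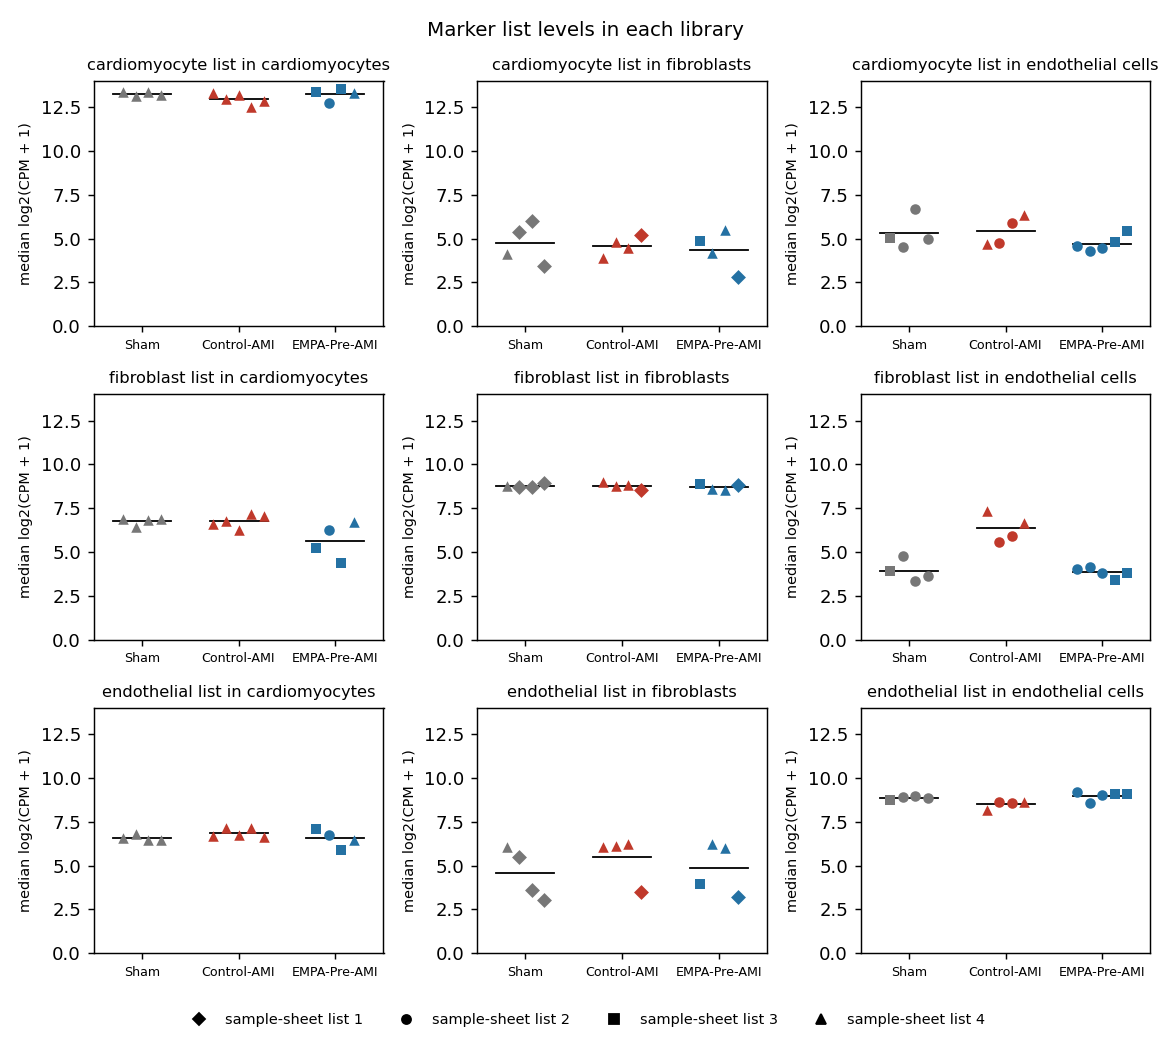
Median log2(CPM + 1) of the cardiomyocyte, fibroblast and endothelial gene lists in each library, by population and group, with the group mean as a line and the marker shape giving the sample-sheet list. In ECs the fibroblast list lies between 5.55 and 7.34 in the Control-AMI libraries and between 3.35 and 4.81 in the Sham libraries.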

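The cardiomyocyte marker Nkx2-5 was at 41.1 ± 8.13 CPM in cardiomyocytes, at 0.156 CPM in fibroblasts and at 0.0605 CPM in ECs, in both cases below the level of 3 counts. Tnnt2 was at 19100 ± 5296 CPM in cardiomyocytes, 66.7 in fibroblasts and 93.5 in ECs. Tnni3 was at 6795 ± 1141, 21.7 and 33.4 CPM (SD, n = 13 cardiomyocyte libraries). The log2 fold changes against the mean of the other populations were 7.93 for Tnnt2, 8.01 for Tnni3 and 7.27 for Myh6. The fitted value for Nkx2-5, 8.46, rests on levels below 3 counts in the other populations and is not a measured ratio. All 7 cardiomyocyte markers named by the paper were higher in every cardiomyocyte library than in any other library.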

Finally, in CMs we observed the overrepresentation of the markers: NKX2-5, Cardiac Muscle Troponin T2, Cardiac Muscle Troponin I, Myh6 Myocin which advocate for CMs purity.

## **5. Validation of RNA-sequencing results**

### **5.1. RT PCR**

For the isolation of RNA from the ischemic part, the snap-frozen murine hearts were pulverized and extracted by the standardized Trizol protocol<sup>1</sup>. RT-PCR was performed with the CFX96 Real-Time PCR Detection System (Bio-Rad, Munich, Germany). Isolated RNA was reverse transcribed to cDNA using FastGene Scriptase II cDNA Kit (NIPPOIN Genetics EUROPE, #LS63). Primer pairs were designed (Primer-Blast, NCBI, NIH) and were synthesized by Eurofins Genomics AT, GmbH. The primers were used to detect the mRNA expression of genes are depicted in the **Supplemental Table 4** and Gapdh gene was used as endogenous control. The standardized EvaGreen® Dye method (Biotinium) was employed according to the manufacturer's

instructions for RT-PCR experiments. To investigate changes in gene expression, we performed RT-PCR and the comparative delta CT method was used for relative mRNA quantification. Gene expression was normalized to the endogenous control (*Gapdh*), and the expression of the target gene mRNA of each sample was expressed relative to that of the control.

## **5.2. Selection of genes**

We manually evaluated the 150 genes and via literature search we selected some genes that are affected the most and could be related to the AMI damage. Among these, we chose to evaluate the gene expression of: 1) growth factor genes and regulators related to ECs survival namely insulin-like growth factor 1 (*Igf*) and epidermal growth factor receptor (*Egfr*). 

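Igf1 (ENSMUSG00000020053, chromosome 10 of GRCm39, 87693642 to 87772904) was at 67.2 ± 44.9 CPM in Control-AMI ECs (SD, n = 4), 25.7 ± 4.49 in Sham (n = 4) and 18.8 ± 7.24 in EMPA–Pre-AMI (n = 5). Its log2 fold change was 1.39 (SE 0.39, FDR = 0.043) with AMI and −1.85 (SE 0.37, FDR = 0.0133) with EMPA. Without Control-AMI replicate 1 the change with AMI was 0.84 and was no longer significant (FDR = 0.131). Egfr (ENSMUSG00000020122, chromosome 11, 16702198 to 16868158) was at 30.3 ± 18.4 CPM in Control-AMI, 1.54 ± 2.23 in Sham and 3.31 ± 3.04 in EMPA–Pre-AMI, with log2 fold changes of 4.27 (SE 0.81, FDR = 0.0058) with AMI and −3.15 (SE 0.67, FDR = 0.0189) with EMPA. With a term for the sample-sheet list the changes with EMPA were −1.04 for Igf1 (FDR = 0.628) and −2.28 for Egfr (FDR = 0.612). In Sham hearts, with all libraries normalized together, Igf1 was at 171 CPM in fibroblasts and 16.2 in ECs, and Egfr at 76.6 and 0.959 CPM. Of 17 genes named in this selection and elsewhere in the text, 16 were tested in ECs. With AMI 10 were significant over all genes tested and 13 adjusted over the list alone, and with EMPA 8 and 11. The list-alone counts are not independent evidence, since the study chose most of these genes on the same samples.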

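Among the other genes that the study selected, Sdc2 (ENSMUSG00000022261, chromosome 15 of GRCm39, 32920699 to 33035213) was at 87.8 ± 43.5 CPM in Control-AMI ECs, 19.1 ± 8.05 in Sham and 13.9 ± 5.53 in EMPA–Pre-AMI (SD, n = 4, 4 and 5). Its log2 fold change was 2.20 (SE 0.39, FDR = 0.00346) with AMI and −2.65 (SE 0.37, FDR = 0.00246) with EMPA. Sod3 (chromosome 5, 52521070 to 52528883), Rab7b (chromosome 1, 131616433 to 131643180), Mmp14 (chromosome 14, 54668878 to 54682821) and Mmp23 (chromosome 4, 155735111 to 155738378) were higher with AMI by log2 fold changes of 1.55, 2.15, 1.61 and 1.94 (FDR = 0.0101, 0.0185, 0.0036 and 0.0158, edgeR) and changed with EMPA by −1.96, −2.68, −1.19 and −2.62 (FDR = 0.00329, 0.00673, 0.0232 and 0.00392, edgeR). In Sham hearts, Sdc2 was 24.2 times, Sod3 14.6 times, Rab7b 21.9 times, Mmp14 10.9 times and Mmp23 21.8 times as high in fibroblasts as in ECs. With a term for the sample-sheet list none of these 5 genes was significant with EMPA, with an FDR from 0.0504 for Sdc2 to 0.892 for Mmp14. Vegfa (chromosome 17, 46327919 to 46343309) changed by 0.49 (SE 0.35, FDR = 0.476) with AMI and −0.34 (SE 0.33, FDR = 0.787) with EMPA. Vegfb (chromosome 19, 6958447 to 6965127) changed by 0.16 (SE 0.31, FDR = 0.834) and −0.87 (SE 0.30, FDR = 0.174), and its change with AMI was −0.21 with the list term. Icam1 (chromosome 9, 20926672 to 20940113) was at 201.7 ± 70.6 CPM in Control-AMI, with changes of 0.77 (SE 0.28, FDR = 0.129) and −0.18 (SE 0.26, FDR = 0.88). Timp1 (chromosome X, 20736316 to 20740976) was at 10.5 ± 4.00 CPM in Control-AMI, 1.00 ± 0.909 in Sham and 5.53 ± 3.71 in EMPA–Pre-AMI, with changes of 3.35 (SE 0.70, FDR = 0.00504) and −0.92 (SE 0.53, FDR = 0.527). In Sham hearts Timp1 was 19.3 times as high in fibroblasts as in ECs. Timp2 (chromosome 11, 118191887 to 118246566) was at 1418 ± 745.7 CPM in Control-AMI, 459.1 ± 145 in Sham and 458.8 ± 243.7 in EMPA–Pre-AMI. Its changes were 1.63 (SE 0.45, FDR = 0.0602) and −1.63 (SE 0.42, FDR = 0.0851), and both were significant without EMPA–Pre-AMI replicate 2 (FDR = 0.0213 and 0.0134) and with DESeq2 (FDR = 0.00606 and 0.00577).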

We also examined the effect of the deregulated but not significant genes of vascular endothelial growth factor a and b (*Vegf-a Vegf-b*), 2) genes related to cell adhesion and ECs migration namely *Syndecan-2*, Superoxide dismutase-3 (*Sod-3*) and *Rab7b* and we also examined the effect of the deregulated but not significant gene of Intercellular adhesion molecule-1 (*Icam*) and 3) genes related to collagen degradation and extracellular matrix namely Matrix metalloproteinases 2, 14 and 23 (*Mmp-2 Mmp-14, Mmp-23*), and the deregulated but not significant genes of Tissue inhibitors of metalloproteinases -1 and -2 (*Timp-1, Timp-2*).

## **6. Liquid chromatography-mass spectrometry for quantification of empagliflozin in murine plasma**

The quantification of EMPA in plasma samples was performed via a novel Liquid chromatography-tandem mass spectrometry (LC-MS/MS) method, following protein precipitation for sample pretreatment. In brief, 80 µL of plasma samples were mixed with 250 µL of acetonitrile, containing 50 ng/mL of internal standard (dapagliflozin). The 1.5 mL eppendorf tubes with the mixture were vortexed for 5 min and then centrifuged

for 10 min at 10,000 rpm. Aliquots of 210  $\mu$ L of the supernatant were transferred to the respective wells of a 96-well plate for direct LC-MS/MS analysis.

EMPA analysis was conducted on a Sciex API 4000Qtrap mass spectrometer (Antisel, Greece) in negative electrospray mode. EMPA and internal standard were detected as acetate adducts ( $[M + CH_3COO]^-$ ) by utilizing the precursor  $\rightarrow$  product ion transition (multiple reaction monitoring transitions), performed at  $m/z$  509.2  $\rightarrow$  371.1 for EMPA and 467.2  $\rightarrow$  329.1 for dapagliflozin, respectively. The chromatographic separation was performed under isocratic elution on a YMC octyl column, 3  $\mu$ m, 120 Å, (50  $\times$  4.0 mm i.d.) (Schermbek, Germany) by a Shimadzu LC system (Asteriadis, Greece). The mobile phase consisted of acetonitrile: ammonium acetate 30 mM with pH adjusted to 5.5 with acetic acid, 70:30 (v/v) and was provided at a flow rate of 0.7 mL/min. The injection volume was 40  $\mu$ L, the autosampler temperature was set at 10 °C and the total run time was set for 2.5 min and under these conditions EMPA and dapagliflozin were eluted at 0.93 and 0.98 min, respectively.

Unknown samples were quantified by a calibration curve containing 8 standards, ranging from 5.0 to 2,000 ng/mL, using peak area ratios of EMPA to internal standard for regression analysis. A linear regression model ( $y=0.0105x+1.41$ ,  $r=0.9986$ ) was obtained via Analyst v1.6 software, using  $1/x^2$  as weighting factor. The current method was validated according to FDA bioanalytical method validation guidelines and all criteria were within the acceptance limits. Quantification results are presented in ***Supplemental Table 5***.

## **7. Surgical procedures (acute myocardial infarction–48 h reperfusion)**

Mice were anesthetized with a mixture of midazolam (7.5 mg/kg), medetomidine (0.75 mg/kg) and fentanyl (0.075 mg/kg) i.p. and were hydrated with 1mL of normal saline. Mice were subjected to endotracheal intubation, left-side thoracotomy and LAD ligation for 30 min followed by reperfusion. The animal's chest was closed and the effect of anesthesia was reversed using a mixture of atipamezole (2.5mg/kg) and flumazenil

(0.5mg/kg). Buprenorphine 0.5 mg/kg was administered right after surgery and thereafter every 12 h for pain relief. Attention was given on the presence of eye moisturizing ointment each mouse during the surgery<sup>25</sup>.

## **8. CMR protocols**

After 48 h of reperfusion, a tail vein cannula was placed for injection of the contrast agent. General anesthesia was induced by inhalation of 4% isoflurane, followed by inhalation of 1-2% isoflurane in a mixture of O<sub>2</sub>/air = 1:2 via a nose cone.

Mice ( $n = 52$ ) were transported to a 11.7 T BioSpec Avance III small animal MR system (Bruker BioSpin, Ettlingen, Germany), equipped with a transmit volume coil and a receive surface coil (10 mm diameter). Mice were placed in supine position and were connected to a 3-lead ECG with respiration sensor. Respiration rate was maintained at 60–80 beats per minute. Core body temperature was monitored using a fiber-optic temperature probe and maintained at 37°C using a warm waterbed.

The cine images were acquired using a 2D fast low angle shot sequence (typical voxel size 0.15x0.15x0.80 mm<sup>3</sup> and 30 phases per cardiac cycle) with retrospective electrocardiographic gating. The heart was imaged in four orientations: short axis (SAX), 2 chamber long axis (2CH), 3 chamber long axis (3CH), and 4 chamber long axis (4CH). Consecutive cine SAX images were acquired from base to apex. To study infarct size, an extracellular gadolinium-based contrast agent (Dotarem, Guerbet, Roissy, France) was injected via the tail vein cannula (0.25 mmol/kg) or, in case the tail vein cannula could not be positioned, intraperitoneally (1.00 mmol/kg). Late gadolinium enhancement (LGE) imaging was performed 10 min after contrast injection via tail vein cannula or 20 min after i.p. contrast injection, using a T1-weighted sequence (typical voxel size 0.10x0.10x0.80 mm<sup>3</sup>). Consecutive LGE SAX images were acquired from base to apex to measure infarct size in identical slice positions as the cine SAX slices. CMR scanning parameters are depicted in ***Supplemental Table 7***.

### **8.1. CMR analysis**

All CMR analyses were performed blinded to treatment allocation using a commercially available software (Medis, QMass 8.1 software, Medis Medical Imaging Systems, version 4.0.62.4, Leiden, The Netherlands). Epicardial and endocardial contours were manually drawn in left ventricular (LV) end-systolic and LV end-diastolic phase on the SAX cine images to measure LV mass and volumes and calculate left ventricular ejection fraction (LVEF). Infarcted myocardium was defined as the mean signal intensity exceeding at least five standard deviations from the mean signal intensity of remote myocardium and was manually adjusted afterwards when necessary. Total infarct size was calculated as infarct area multiplied by slice thickness and expressed as a percentage of LV mass (%LV).

### **8.2. CMR feature tracking analysis**

Cardiac strain was measured on the cine images by means of feature tracking strain analysis (Medis, Qstrain software, Medis Medical Imaging Systems, version 4.3.6.2). Endocardial contours were manually drawn at the end-systolic and end-diastolic phase and contours were automatically tracked throughout the cardiac cycle. Left ventricular global longitudinal strain (GLS) was calculated as the average of strain measured on the 2-, 3-, and 4-CH long-axis cine images. Global circumferential strain (GCS) was measured as the average strain on the basal-, mid- and apical SAX cines.

## **9. Infarct size and no-reflow assessment**

After the CMR scan, mice were removed from the CMR scanner under isoflurane anesthesia 1-2%. Anesthesia was increased to 2-3%, the chest of the mouse was surgically opened and the heart was exposed. A solution of 4% Thioflavin S (ThioS) in normal saline was injected directly in the apex of the heart at a rate of 20 $\mu$ L per 5 sec

for 40 sec. The heart was allowed to pump the ThioS for 2 min. At this timepoint, the murine hearts were gently excised, and the aorta was cannulated. The heart was perfused with Krebs Buffer and in this way the intravascular erythrocytes are washed and therefore the erythrocytes that are still present are either extravasated or obstructed. Afterwards, the suture was re-tightened and Evans Blue solution (1% in PBS) was slowly infused to delineate the ischemic from the normally perfused part of the myocardium. The hearts were immediately sliced in 1-2mm sections. The Evans blue and ThioS stainings were immediately imaged using a Nikon D3200 camera with Sigma 105mm F2.8 EX DG Macro OS lens. The Evans blue was captured in bright light while for ThioS the room lights were closed (complete dark) and the hearts were photographed under a 366nm UV lamp. Slices were photographed from both sides on a Kaiser RS 2 XA stand so that the distance from the camera and the heart slice remained the same. Then, the slices were incubated with Triphenyl-Tetrazolium Chloride Solution (TTC, 1% in PBS, pH=7.4) at 37°C for 10 min. Subsequently, the sections were photographed and the overall size of each slice, the area-at-risk, the no-reflow area and the infarcted area were determined using ImageJ software. Prior to measurements, the images of each slide were cropped using GIMP software and pasted as images with standard pixel numbers<sup>1,2</sup>.

## **10. Histology**

After the TTC and ThioS stainings, myocardial tissue slices were fixed in 4% buffered formalin solution for 24 h and embedded in paraffin wax for histopathological evaluation. 5 µm sections were obtained from each sample and routinely counterstained with hematoxylin and eosin (HE) for histological examination. The latter was performed under a light microscope (Nikon Eclipse 80i, Nikon Corp, Tokyo). Overview images were obtained with the Olympus EP50 digital camera on Olympus SZ61 stereoscope. The score for microvascular injury was assessed by blinded researcher as the percentage of the damaged vessels (disrupted or obstructed)

observed in the left ventricle. Score 0 was considered as equal or less than one damaged vessel, score 1 was considered as equal to or less than 25% of damaged vessels, score 2 as above 25% and equal to or less than 50% of damaged vessels and score 3 as more than 50% of the vessels observed being damaged.

### **11. Electron microscopy**

From the mid-ventricular slices, small biopsies (1 mm<sup>3</sup>) were taken from the center of the infarct area, based on negative ThioS staining. Biopsies were fixed in 2% (v/v) glutaraldehyde (Electron Microscopy Sciences (EMS)) in 0.1 M cacodylate buffer (EMS) at 4 °C for 24–48 h and post-fixed for 30 min in 1% osmium tetroxide (JEOL) and 1% potassium ferrocyanide (VWR) in 0.1 M Cacodylate buffer. After being washed in buffer, cells were dehydrated in an ascending series of aqueous ethanol and were subsequently transferred via a mixture of ethanol and Epon to pure Epon as embedding medium. Sections of 80 nm were cut and attached to a copper grid. Prior TEM imaging, the sections were contrasted for 45 minutes 1% uranyl acetate and for 7 minutes 3% Lead citrate (Ultrastain II, Leica) using an automatic contrasting instrument (AC20, Leica). Transmission electron microscopy images were recorded using a JEOL JEM 1400, at 60 kV. The number of erythrocytes per 1000µm<sup>2</sup> of area were counted.

### **12. Flow cytometry**

A total of n=36 mice were used for this study and were annotated n=6 for the Sham group and n=10 per group for Control-AMI, EMPA-Pre-AMI and EMPA-Post-AMI. Three animals died during surgery and nine animals are presented. Spleen and blood analysis was performed in six animals per group. After 48 h of reperfusion the ischemic myocardium was collected and digested with collagenase type II (1 mg/mL; in Minimal Essential Medium for 30 min at 37°C. The cell suspension was passed through a 70µm strainer, lysed with red blood cell lysing solution for 3 min and centrifuged at 400g for

10min. After discarding the supernatant, the pellet was resuspended with cold PBS/2%FBS. The single cell suspension obtained from myocardial tissue was then evaluated for cell density and cell viability with Trypan-blue staining using a hemocytometer. The minimum cut-off point set for cell viability was 90% for further processing. Cells were then incubated with anti-CD16/32 Fc-block mAb (#553142, BD Pharmingen, San Diego, CA, USA) for 15min at 4°C to prevent unspecific binding and then stained with anti-Ly6G-PE (#551461, clone 1A8, 1:400,), anti-Ly6C-FITC (#553104, clone AL-21, 1:200,), anti-CD11b-APC (#553312, clone M1/70, 1:200), anti-CD19-PE-Cy7 (#552854, clone 1D3, 1:400), anti-CD3e-PerCP-Cy5.5 (#551163, clone 145-2C11, 1:200), anti-CD4-BV510 (#563106, clone RM4-5, 1:1000), anti-CD8a-APC-Cy7 (#557654, clone 53-6.7, 1:400) for 30min at 4°C. Stained cells were centrifuged at 300g for 5 min at 4°C, washed twice with PBS/2%FBS. The acquisition of all samples was performed on a BD FACSCanto II cytometer with a FSC threshold set at 10.000 and data analysis was conducted with BD FACSDiva software. A minimum of 40.000 of nucleated cells were acquired per sample. The following cell populations were detected: T lymphocytes (CD11b<sup>-</sup>CD3<sup>+</sup>), helper T cells (CD11b<sup>-</sup>CD3<sup>+</sup>CD8<sup>-</sup>CD4<sup>+</sup>), cytotoxic T cells (CD11b<sup>-</sup>CD3<sup>+</sup>CD4<sup>-</sup>CD8<sup>+</sup>), B lymphocytes (CD11b<sup>-</sup>CD3<sup>-</sup>CD19<sup>+</sup>), neutrophils (CD11b<sup>+</sup>Ly6C<sup>-</sup>Ly6G<sup>+</sup>), inflammatory monocytes (CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>high</sup>) and non-inflammatory monocytes (CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>low</sup>)<sup>26</sup>. The gating strategy is illustrated in **Supplemental Figure 4**.

### **13. Western blot analysis in myocardial tissue**

Western Blot analysis in myocardial tissue samples was performed as previously described<sup>1,2,27</sup>. At 2h or 24h of reperfusion (2<sup>nd</sup> and 5<sup>th</sup> series of experiments respectively), tissue samples from the ischemic myocardium were snap frozen in liquid nitrogen and subsequently pulverized in dry ice. The powders were homogenized using lysis solution (1% Triton X100, 20 mM Tris pH 7.4–7.6, 150mM NaCl, 50mM NaF,

1mM EDTA, 1mM ethylene glycol tetraacetic acid, 1mM glycerolphosphatase, 1% sodium dodecyl sulfate (SDS), 100mM phenylmethanesulfonyl fluoride, and 0.1% protease phosphatase inhibitor cocktail). Protein content was determined using Lowry method. An equal amount of protein was loaded in each well and then separated by SDS-polyacrylamide gel electrophoresis 8–17% and transferred onto a polyvinylidene difluoride membrane (PVDF). After blocking with 5% nonfat dry milk, membranes were incubated overnight at 4 °C with the following primary antibodies: ICAM-1 (dilution 1:1000, mouse mAb # MA5407, Invitrogen), MMP-2 (dilution 1:1000, Rabbit mAb #87809), TIMP-1 (dilution 1:1000, mouse mAb, sc-21734, Santa Cruz Biotechnology), VEGF (dilution 1:1000, Mouse mAb, sc-7269, Santa Cruz Biotechnology), IGF -I (dilution 1:500, Rabbit mAb #73034), phospho-signal transducer and activator of transcription 3 (p-STAT3, Y705) (dilution 1:1000, Rabbit mAb #9145), t-STAT3 (dilution 1:1000, Mouse mAb #9139), fibroblast growth factor (FGF-2) (dilution 1:1000, mouse mAb, sc-74412, Santa Cruz Biotechnology), glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (dilution 1:4000, Rabbit mAb #5174), beta-tubulin (dilution 1:2000, Rabbit mAb #2146) and  $\alpha$ -actinin (dilution 1:3000, Rabbit mAb #6487). All antibodies were purchased from Cell Signaling Technology unless otherwise stated. Membranes were then incubated with secondary antibodies for 2 h at room temperature (Biorad (goat anti-mouse (#7076, dilution 1:2000) and goat anti-rabbit HRP (#7074, dilution 1:2000). Probed membrane signals were detected using chemiluminescent HRP substrate (Luminata Forte Western HRP substrate, Millipore, USA) and imaged using an automated cooled charge-coupled device imager (ImageQuant LAS 500, GE Healthcare Bio-Sciences, Sweden). Relative densitometry was determined using ImageJ 1.49v software (National Institutes of Health, USA) and the values for phospho-proteins and were normalized to the values for total respective proteins. A-actinin,  $\beta$ -tubulin and GAPDH were used as loading control.

#### **14. Clinical study parameters**

The baseline characteristics of patients are depicted in ***Supplemental Table 9***.

#### **14.1. Sample size**

The sample size was determined with power calculation a priori based on previously published values regarding the percent changes of perfused boundary region ( $\Delta$ PBR%) after treatment with empagliflozin and insulin (-3.4% and -2.4%, respectively, with a SD = 1.2)<sup>26</sup>. To detect the  $\Delta$ PBR% with  $\alpha = 0.05$  and power = 0.80, at least 18 patients per treatment group are necessary for the conduction of clinical study.

#### **14.2. Endothelial glycocalyx**

The perfused boundary region (PBR) of the sublingual arterial microvessels with a diameter that ranged from 5 to 25 $\mu$ m was measured using Sidestream Dark Field imaging (Microscan, Glycocheck, Microvascular Health Solutions Inc, Salt Lake City, UT). This technique provides a fast and noninvasive assessment of the endothelial glycocalyx thickness<sup>28</sup>. The PBR is the cell-poor layer that results from the separation between the flowing red blood cell column and plasma on the surface of the vascular lumen. An increased PBR value indicates a deeper penetration of blood cells into the luminal part of the glycocalyx and is a precise marker of reduced glycocalyx thickness<sup>28</sup>. This technique was proposed as a valid technique to assess endothelial integrity by the European Society of Cardiology Working Group on Peripheral Circulation<sup>29</sup>.

#### **14.3. Flow-mediated dilation**

Endothelium-dependent flow-mediated dilation (FMD) of the brachial artery was estimated in all subjects according to a previously published method<sup>30</sup>. All participants were studied in the morning, after abstinence from caffeine, alcohol, and food for 8 hours before the examination. All vasoactive medications were discontinued for 24 hours prior to the study. Optimal imaging of the right brachial artery was obtained and

a resting scan was recorded using ultrasonography (GE Logiq 7) and a 7.0-MHz transducer. Reactive hyperemia was induced by inflation of a cuff on the upper forearm to suprasystolic pressure for 5 minutes. The cuff was then rapidly deflated. The brachial artery was scanned continuously 30 seconds before and 90 seconds post-cuff deflation. All images were stored in a computerized station (EchoPac GE 202, Horten, Norway) and analyzed using off line software. Measurements of arterial diameters were obtained utilizing electronic calipers from the anterior to the posterior m-line. FMD was calculated as the percent increase in arterial diameter during hyperemia compared with the arterial diameter at rest. Inter- and intra-observer variability for repeated measurements of brachial artery diameter were  $0.08 \pm 0.19$  mm and  $0.1 \pm 0.12$  mm, respectively, in our laboratory.

#### **14.4. Central hemodynamics and echocardiography**

The carotid-femoral pulse wave velocity (PWV) was measured using tonometry by Complior (Alam Medical, Vincennes, France). Normal values of PWV were <10 m/s. Echocardiography studies were performed using a Vivid E95 (GE Medical Systems, Horten, Norway) ultrasound system and were digitally stored in a computerized station (EchoPac GE 202, Horten, Norway). All studies were analyzed by 2 observers (G.P. and D.B.), blinded to clinical and laboratory data.

#### **14.5. Two-dimensional strain analysis**

We measured LV global longitudinal strain (GLS;% ) from 2-dimensional echocardiography images obtained with a frame rate of 70/s to 80/s, from the apical 4, 2-, and 3-chamber views using the 17 LV segment model and a dedicated software (EchoPac PC 203; GE Healthcare, Horten, Norway)<sup>28</sup>. The intraobserver and interobserver reproducibility values for LV strain and strain rate parameters were 8% and 9%, respectively.

#### **14.6. ELISA assays**

Patient's plasma was collected in heparin. The Human Thrombomodulin Elisa Kit (#Cat number EA100438, Origene) (<https://www.origene.com/catalog/assay-kits/ELISA-kits/ea100576/human-thrombomodulin-ELISA-kit>) was used and the samples were assessed undiluted or in a dilution 1:1 with sample diluent provided by the kit so that the measured values are in the range of the standard curve. The sensitivity of the kit is <10pg/ml. Also, the Human ICAM-1Elisa kit (#Cat number EA100244, Origene); (<https://www.origene.com/catalog/assay-kits/elisa-kits/ea100244/human-icam-1-elisa-kit>) was used and the samples were diluted 1:10 or 1:15 with sample diluent provided by the kit so that the measured values are in the range of the standard curve. The sensitivity of the kit is <10pg/ml. The procedure was performed according to the manufacturer's instructions. The ELISA plate output was measured on the microplate reader Tecan Infinite 200 PRO series at 450nm. The content of the samples in the respective markers was calculated based on the standard curves with a four-parameter logistic (4PL) curve fit upon correction for the background (on GraphPad Prism software). Dilution factors were multiplied by the output of each sample after 4PL analysis. The ELISA assays were performed by a blinded investigator (P.E.N.).

## Supplemental Results

EMPA-Pre-AMI and EMPA-Post-AMI treatment significantly reduced the infiltration of all inflammatory cells in the heart (**Figures 4D and 4E**). No differences were observed in T and B cells or the CD4/CD8 T cell ratio in the heart (**Supplemental Figure 9A**). In the peripheral blood, a decrease in LyC6<sup>low</sup> monocytes was observed in Control-AMI and EMPA-Post-AMI in comparison to the Sham group (**Supplemental Figure 9B**) and an increased recruitment of neutrophils was obvious in the EMPA-Post-AMI group in the spleen (**Supplemental Figure 9C**).

**Supplemental Table 1: Perfusion Buffer ingredients.**

pH was adjusted to 7.0 with HCl as needed and the buffer was filter sterilized through a 0.2µm mesh.

**Supplemental Table 2: Myocyte Digestion Buffer ingredients.**

Prepared fresh right before use, to prevent inactivation of the enzyme.

**Supplemental Table 3: Myocyte Stopping Buffer ingredients.**

**Supplemental Table 4: List of Primers used for real-time PCR and PCR protocols.**

**Supplemental Table 5: Concentration of EMPA in murine plasma**

Data are presented as mean  $\pm$  SD.

**Supplemental Table 6: No-reflow and infarct size results.**

Data are presented as mean  $\pm$  SD.

**Supplemental Table 7: Cardiac magnetic resonance scanning parameters.**

*\*Small variations due to ECG triggering.*

2CH, 2 chamber long axis; 3CH, 3 chamber long axis; 4CH, 4 chamber long axis; LGE, late gadolinium enhancement; n, number; SAX, short axis.

**Supplemental Table 8: Cardiac magnetic resonance analysis results.**

Data are presented as mean  $\pm$  SD. %GLS: % global longitudinal strain; %GCS: %global circumferential strain.

**Supplemental Table 9: Baseline patients' characteristics.**

Data are presented as mean  $\pm$  SD, number (percentage), or median (first quartile – third quartile). Continuous variables were compared with the Student t test. Binary variables were compared with the chi-squared test. BMI, body mass index; LVEF, left ventricular ejection fraction; HbA1c, glycosylated hemoglobin; eGFR, estimated glomerular filtration rate; CAD, coronary artery disease; ACEi, angiotensin-converting enzyme inhibitors; ARB, angiotensin receptor blockers; CCB, calcium channel blockers; MRA, mineralocorticoid receptor antagonists.

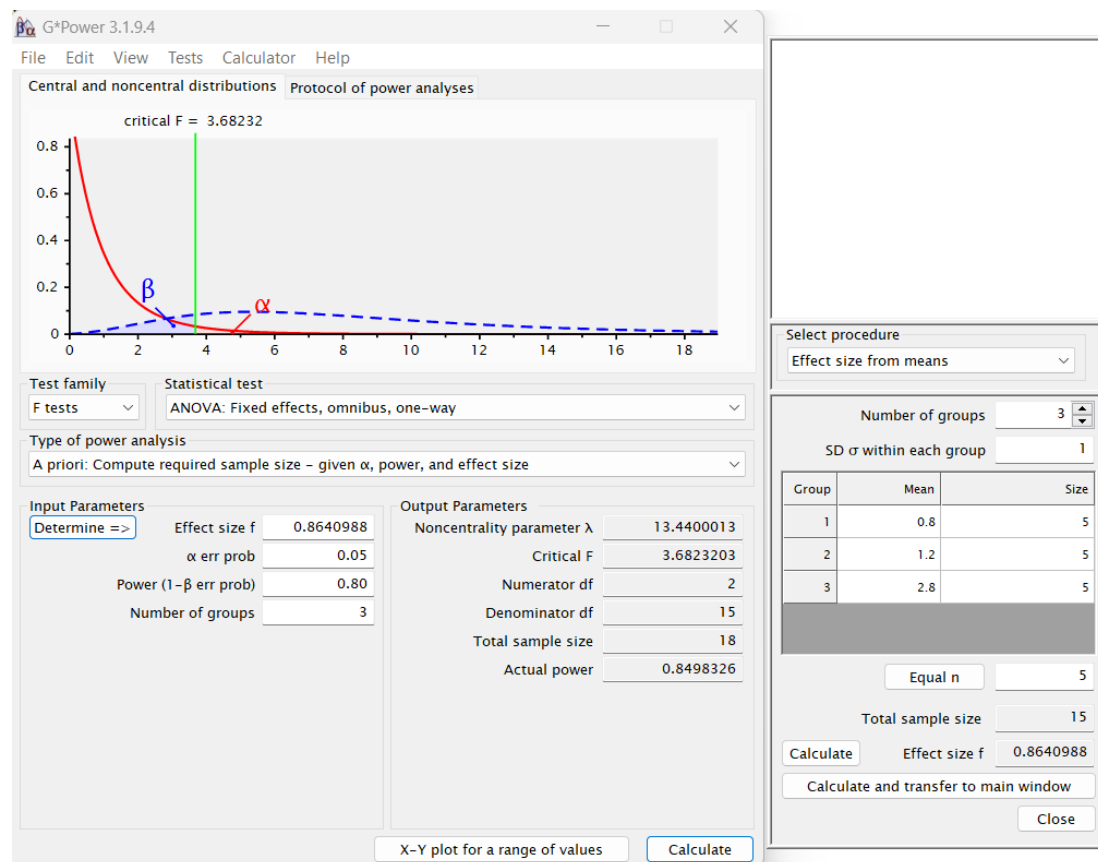

**Supplemental Figure 1: A priori G power analysis for sample size estimation of the second series of experiments.** Snapshot of G Power analysis software depicting the results of the analysis. The sample size of our study regarding the mRNA expression calculation is  $n=18$  animals,  $n=6$  per group.

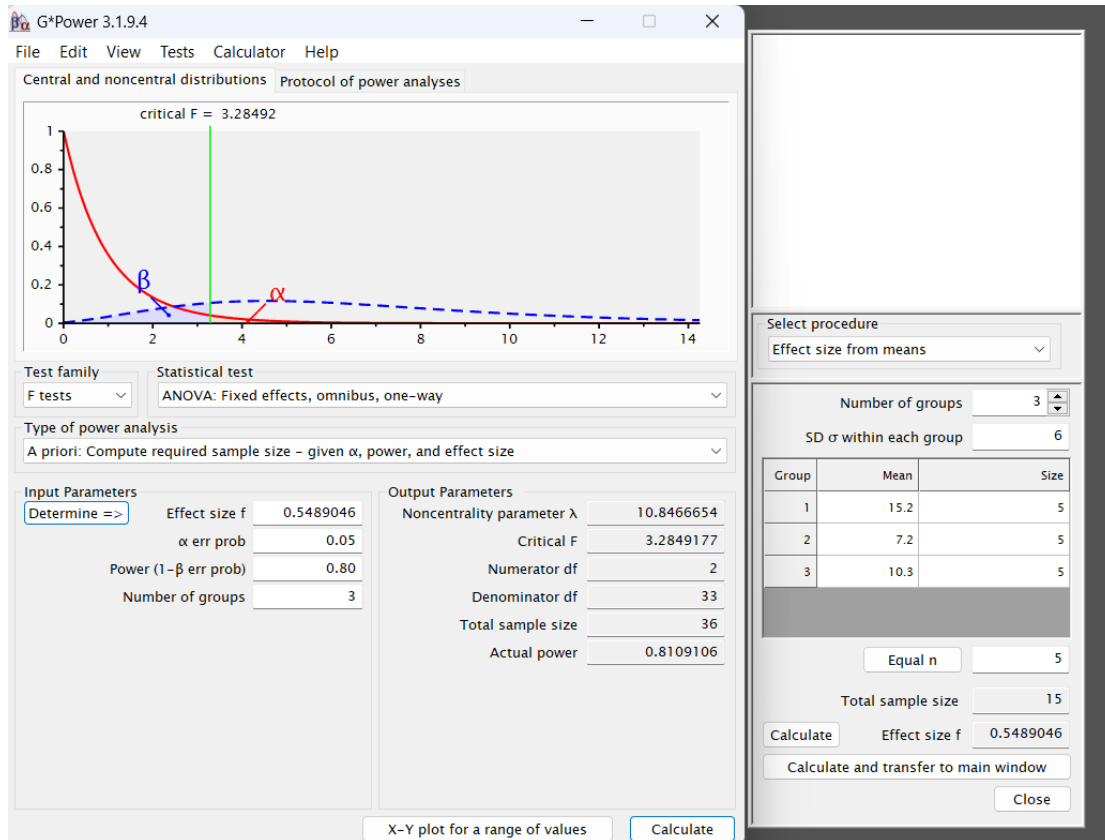

**Supplemental Figure 2: A priori G power analysis for sample size estimation of the fourth series of experiments.** Snapshot of G Power analysis software depicting the results of the analysis. The sample size of our study regarding the primary outcome “no reflow” calculation is  $n=36$  animals,  $n=12$  per group.

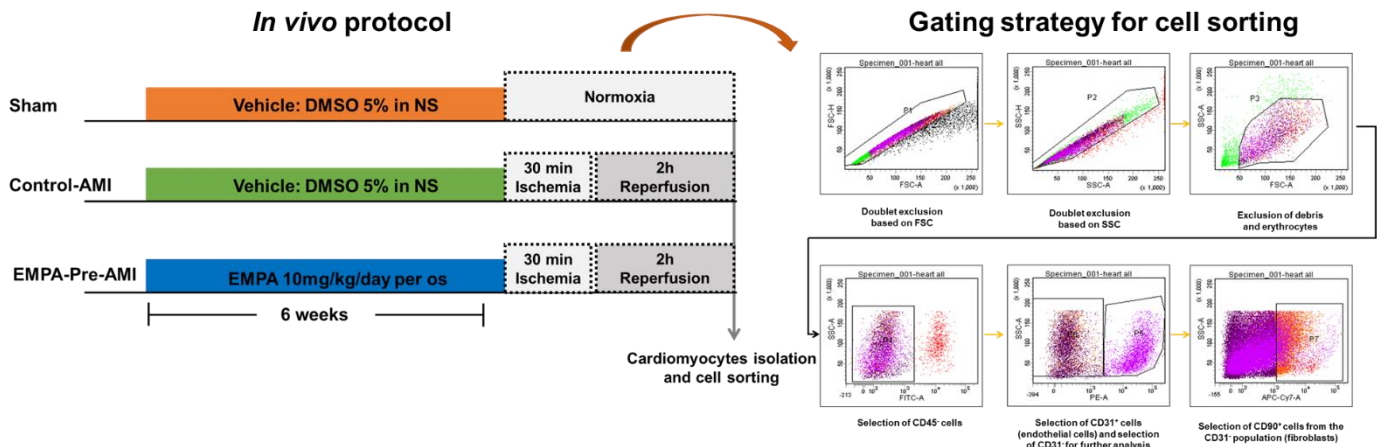

**Supplemental Figure 3: Schematic representation of the experimental protocol to examine the effect of AMI and empagliflozin on the transcriptome of cardiomyocytes, fibroblasts and ECs at 2 h after reperfusion.** On the left panel, a schematic representation of the *in vivo* protocol including the interventions to the animals which included 6 weeks administration of vehicle or empagliflozin prior to 30 min of ischemia and 2 h after reperfusion is depicted. On the right panel, the gating strategy for the cell sorting is presented. The FSC-H versus FSC-A and SSC-H versus SSC-A plots were used for the exclusion of doublets while the P3 gate was used to exclude debris. P4 gate demonstrates the CD45<sup>+</sup> population, gate P5 are CD45<sup>+</sup> and CD31<sup>+</sup> events (ECs) and the P7 gate includes the CD45<sup>+</sup>, CD31<sup>+</sup> and CD90<sup>+</sup> events (FBs). ECs: endothelial cells; FSC: Forward scatter; SSC: side scatter.

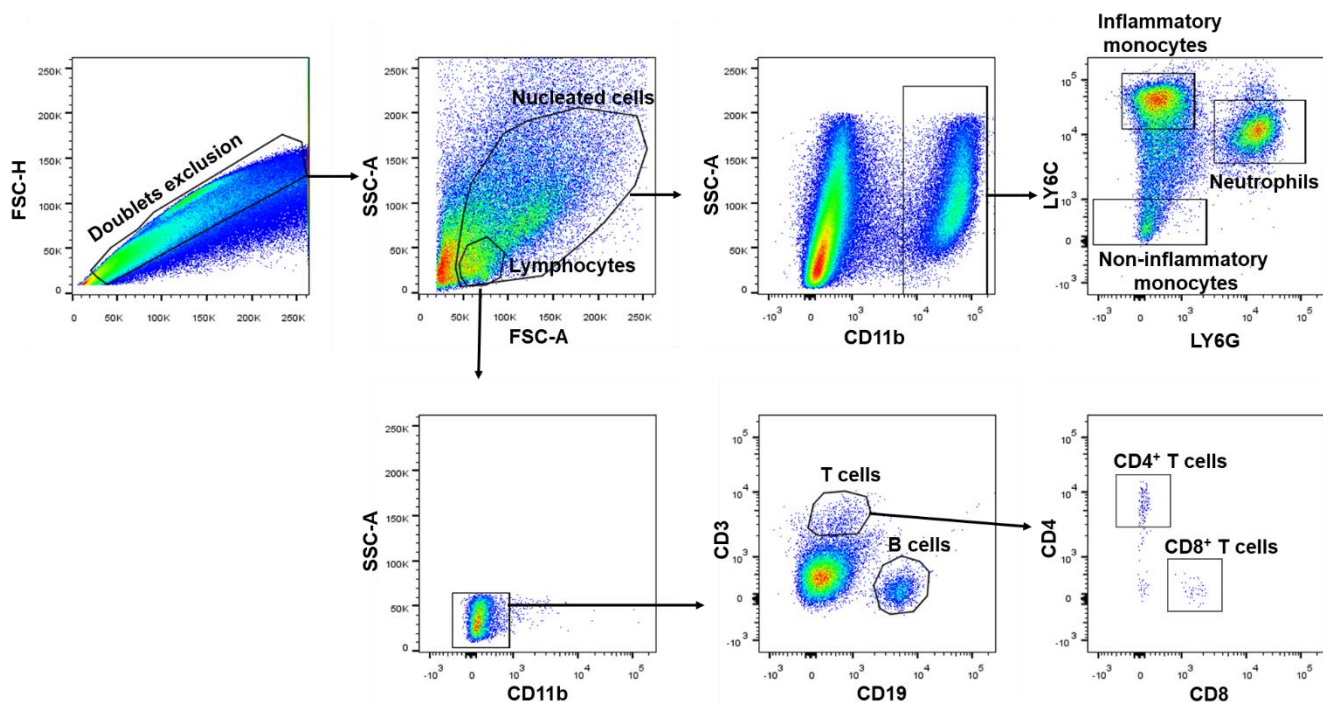

**Supplemental Figure 4: General gating strategy for the evaluation of immune subsets in the myocardium.** Total events analyzed were first gated for debris and doublets exclusion and were then plotted on a SSC/CD11b dot plot. CD11b<sup>+</sup> cells were further analyzed on a Ly6G/Ly6C dot plot for the discrimination of monocytes and neutrophils, whereas the CD11b<sup>-</sup> lymphocytes on a CD19/CD3 dot plot for the discrimination of B cells and T cells respectively. T cells were further analyzed on a CD4/CD8 dot plot for the discrimination of CD4<sup>+</sup> and CD8<sup>+</sup> T cells.

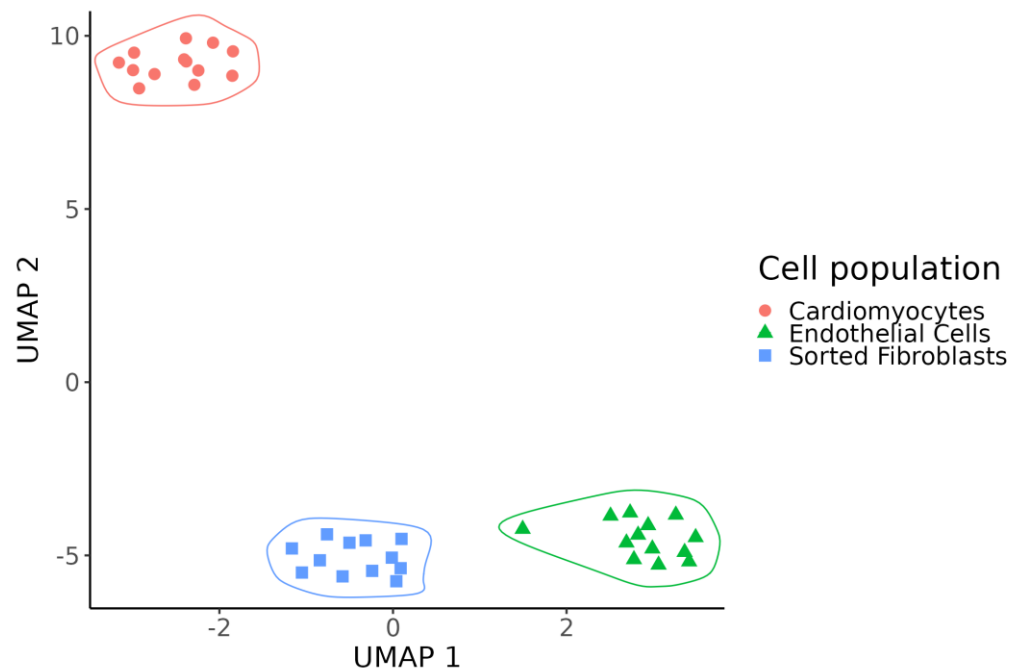

**Supplemental Figure 5: Discrimination of the cardiac cell populations based on their transcriptome.** UMAP plot using the PanglaoDB database and a decomposition package to demonstrate the effective discrimination of the cell populations' transcriptome.

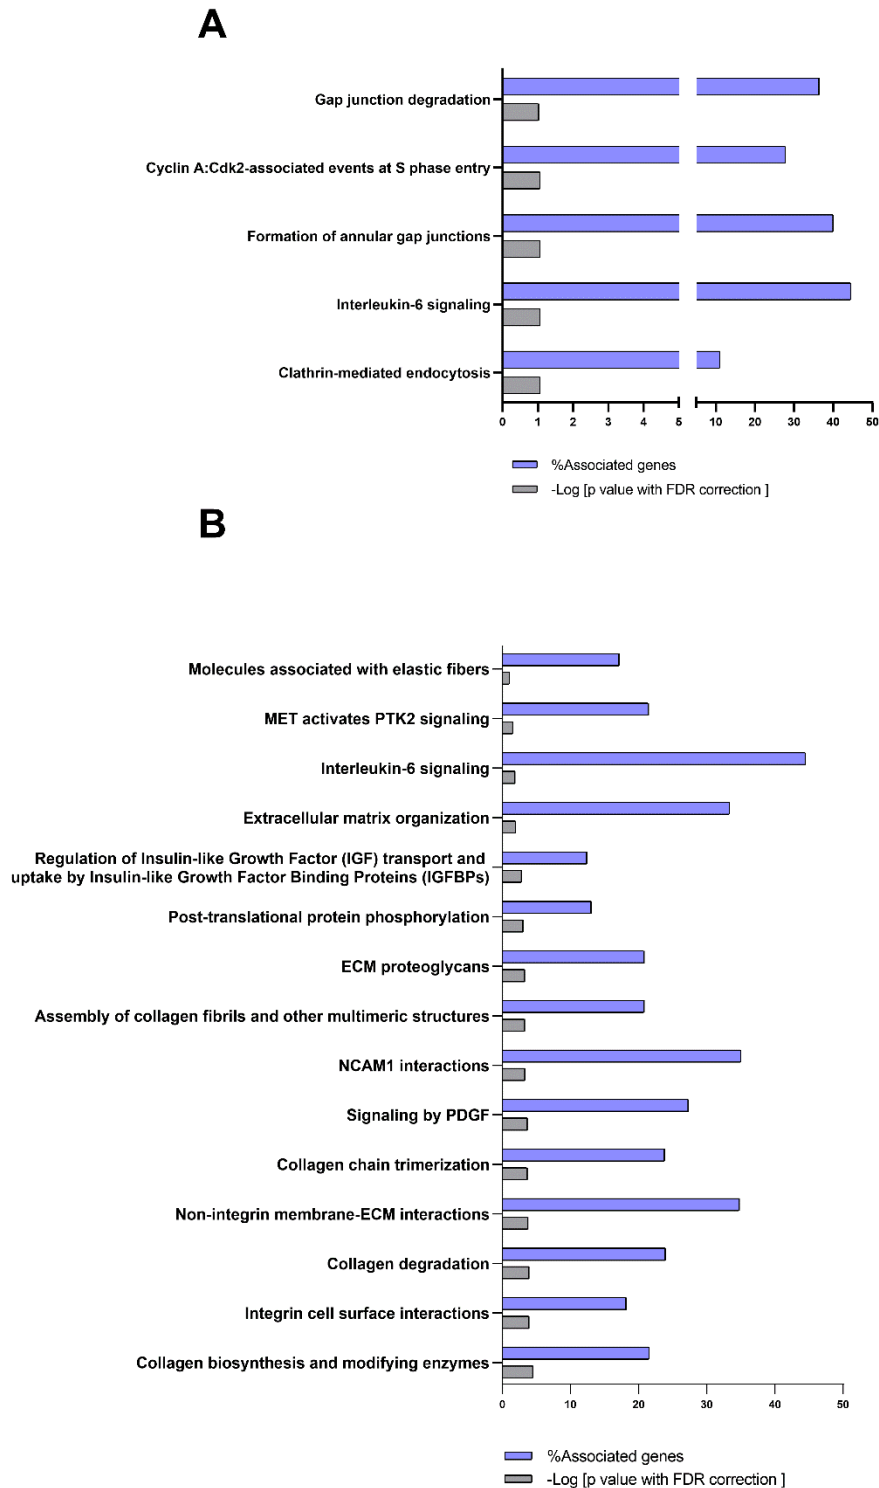

**Supplemental Figure 6: Pathway enrichment analysis in fibroblasts and endothelial cells for the comparison between Sham and Control-AMI groups.** Bar plots indicating the significant Reactome pathways between Sham and Control-AMI groups at 2 h after reperfusion in A) sorted fibroblasts with FDR<0.1 and B) sorted ECs with FDR<0.05. ECs: endothelial cells

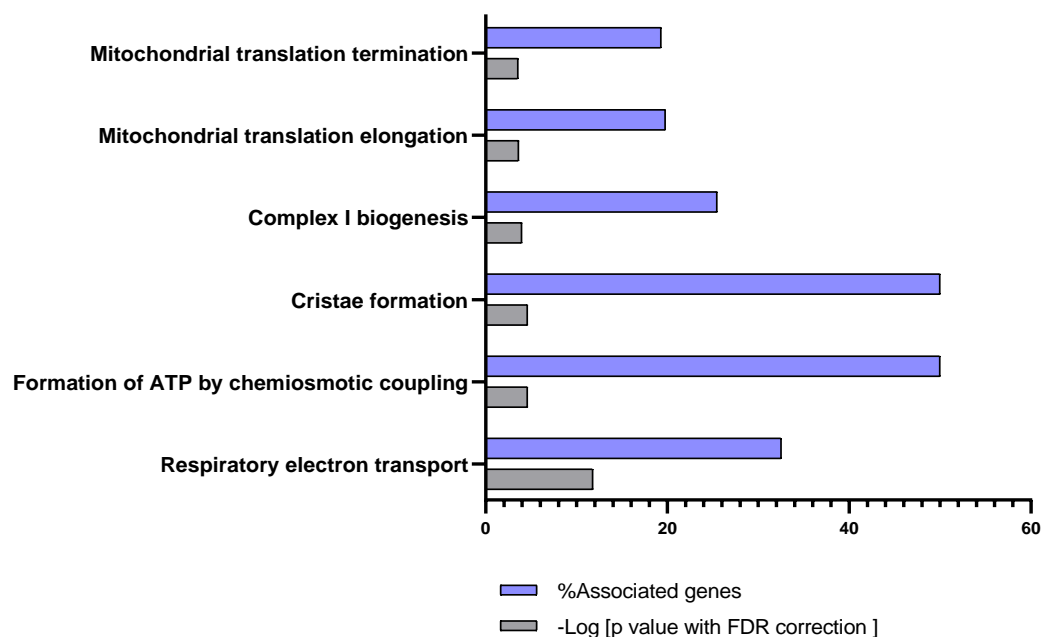

**Supplemental Figure 7: Pathway enrichment analysis in cardiomyocytes for the comparison between Control-AMI and EMPA-Pre-AMI groups.** Bar plots indicating the significant Reactome pathways between Control-AMI and EMPA-Pre-AMI groups at 2 h after reperfusion in cardiomyocytes with  $FDR < 0.05$ . Significant genes with  $FDR < 0.1$  were used for pathway analysis.

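Reactome pathways were not tested here. In their place, 77 genes of the mitochondrial ribosome stood for mitochondrial translation, and 25 of them were among the cardiomyocyte genes at an FDR below 0.1, all higher with EMPA (Fisher's exact test, one-sided, p = 2e-07, adjusted p = 3.15e-06; fry, adjusted p = 0.0249). With TMM and with RLE factors, 74 of the 77 were higher. Of 21 collagen chain genes, 6 were among them, all lower with EMPA (p = 0.0197, adjusted p = 0.0886, same exact test). Over all 21, of which 0 were higher with EMPA, the adjusted p was 0.0347 by fry and 1.4e-08 by camera. Most EMPA–Pre-AMI libraries also had fewer genes with a count than any Control-AMI library, and what this does to these sets was not tested. The overlaps of both sets depend on the fit. With a term for the sample-sheet list, with only the groups compared or without Control-AMI replicate 5, 0 cardiomyocyte genes were significant at that threshold. The exact test then had no overlap to find.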

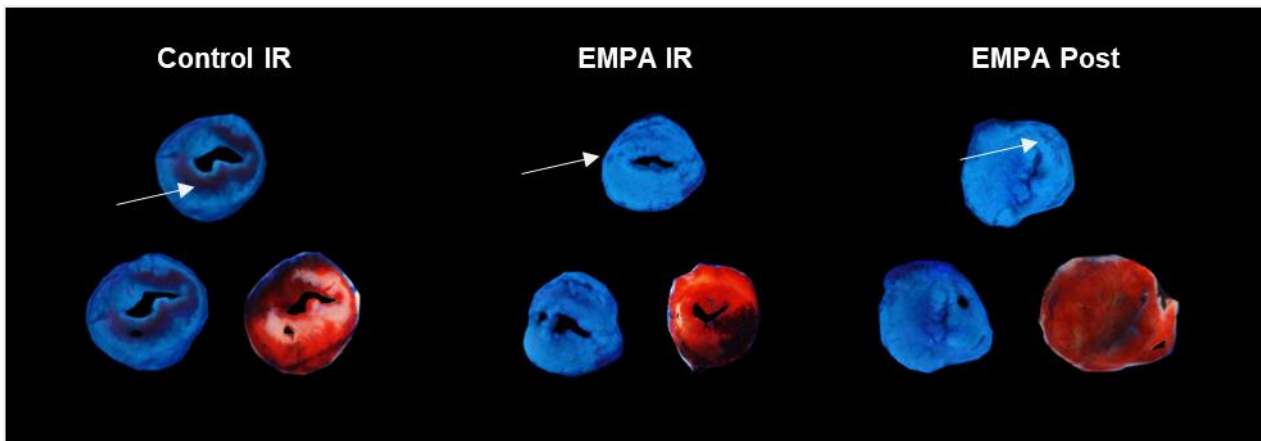

**Supplemental Figure 8: Representative images of stained heart slices with Thioflavin S and TTC staining at 48 h after reperfusion.** Biopsies were obtained from the center of the infarcted no-reflow area per group for transition electron microscopy. The spot was chosen after TTC staining to ensure the location of the biopsy area in the infarcted core and under UV light to ensure the biopsy was derived from a thioflavin S negative area as depicted in the upper panel (arrows). A verification picture was obtained after the biopsy was removed.

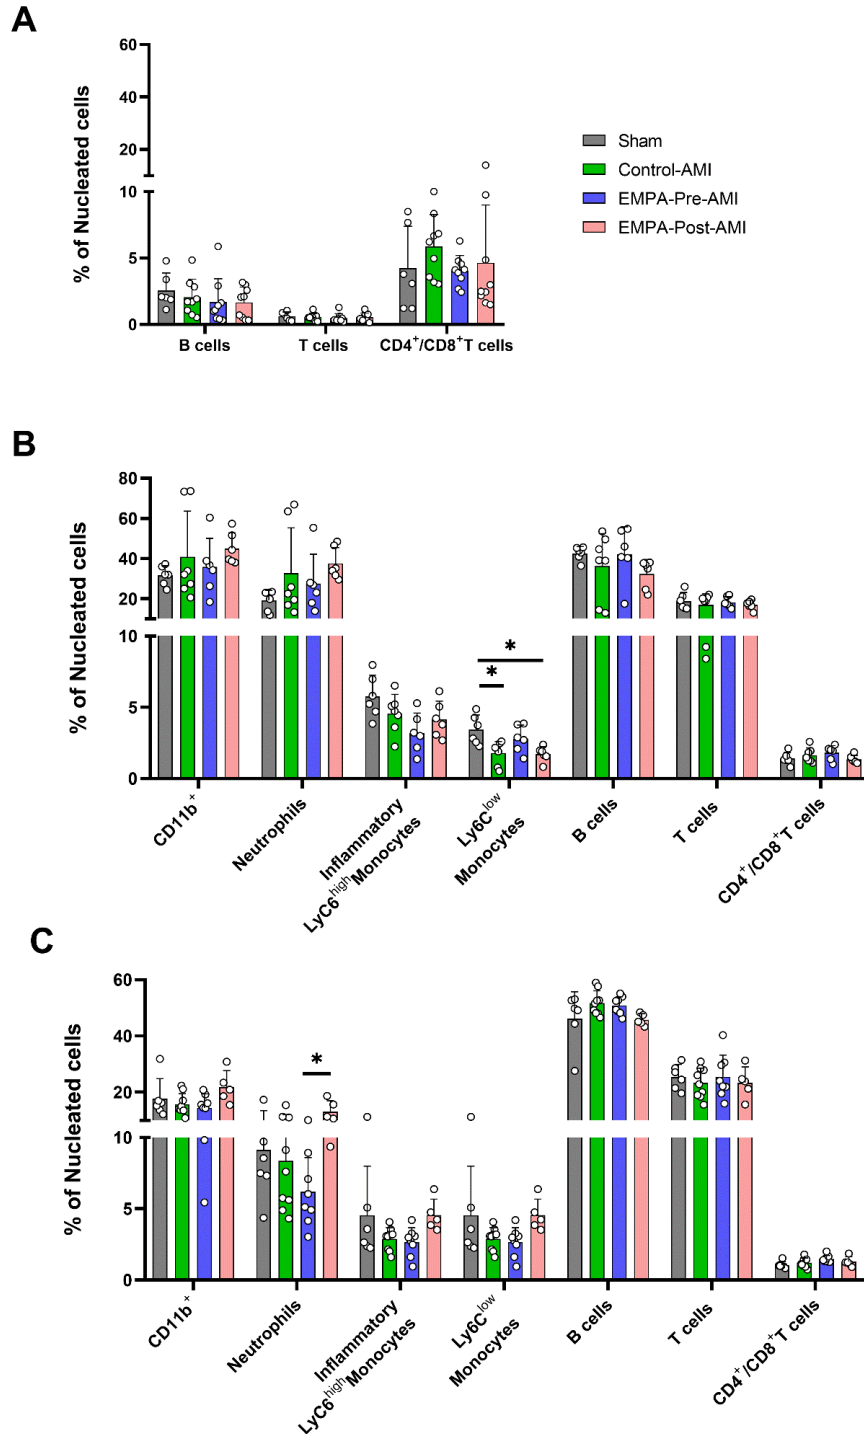

**Supplemental Figure 9: Dot plots with % of various cell populations to nucleated cells in the A) ischemic part of the myocardium, B) peripheral blood and C) the spleen. In the peripheral blood, a decrease in LyC6<sup>low</sup> monocytes was observed in Control-AMI and EMPA-Post-AMI in comparison to the Sham group and an increased recruitment of neutrophils was obvious in the EMPA-Post-AMI group in the spleen (n=6 for the Sham group and n=9 per group for Contro-AMI, EMPA-Pre-AMI and EMPA-Post-AMI in the heart and n=6 per group for the peripheral blood and the spleen). Bars indicate means  $\pm$  SD. One-way ANOVA with Tukey's as post-Hoc analysis was employed for the comparisons among the groups (\*p<0.05.).**

## References

1. Nikolaou PE, Efentakis P, Abu Qourah F, et al. Chronic Empagliflozin Treatment Reduces Myocardial Infarct Size in Nondiabetic Mice Through STAT-3-Mediated Protection on Microvascular Endothelial Cells and Reduction of Oxidative Stress. *Antioxid Redox Signal*. 2021;34:551–571.
2. Nikolaou PE, Mylonas N, Makridakis M, et al. Cardioprotection by selective SGLT-2 inhibitors in a non-diabetic mouse model of myocardial ischemia/reperfusion injury: a class or a drug effect? *Basic Res Cardiol*. 2022;117:27.
3. Andreadou I, Efentakis P, Balafas E, et al. Empagliflozin Limits Myocardial Infarction in Vivo and Cell Death in Vitro: Role of STAT3, Mitochondria, and Redox Aspects. *Frontiers in Physiology*. 2017;8.
4. Bøtker HE, Hausenloy D, Andreadou I, et al. Practical guidelines for rigor and reproducibility in preclinical and clinical studies on cardioprotection. *Basic Res Cardiol*. 2018;113:39.
5. Schurch NJ, Schofield P, Gierliński M, et al. How many biological replicates are needed in an RNA-seq experiment and which differential expression tool should you use? *RNA*. 2016;22:839–851.
6. Tahara A, Takasu T, Yokono M, Imamura M, Kurosaki E. Characterization and comparison of sodium-glucose cotransporter 2 inhibitors in pharmacokinetics, pharmacodynamics, and pharmacologic effects. *Journal of Pharmacological Sciences*. 2016;130:159–169.
7. Santos-Gallego CG, Requena-Ibáñez JA, Picatoste B, et al. Cardioprotective Effect of Empagliflozin and Circulating Ketone Bodies During Acute Myocardial Infarction. *Circ Cardiovasc Imaging*. 2023;16:e015298.

How the deposited data were processed for this re-analysis (not part of the article)

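The data were RNA sequencing counts of cardiomyocytes, ECs and fibroblasts from Sham, Control-AMI and EMPA–Pre-AMI mice, in 38 libraries, each from 2 pooled hearts. The authors prepared 3′ libraries, trimmed the reads for quality and adapters, and assigned them with Salmon to GRCm39 and its Ensembl annotation. The authors deposited estimated counts per gene, without normalization or filtering, in a table of 35682 genes. These estimated counts were the only values used, rounded to whole numbers. Symbols and positions came from a GRCm39 annotation of another release of the same build, in which 35407 of the genes had a symbol and 275 did not.

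Counts per library were 2031726 to 4509305 in cardiomyocytes, 1352528 to 2195319 in ECs and 1946070 to 2821386 in fibroblasts. Across 62 pairs of libraries of one group, the mean squared difference over genes was 5.31 to 134 times that of counting error, a mean that abundant genes can dominate. For genes with 3 counts or fewer in every library of a group, folds were computed against 3 counts in the smallest library of that group and given as lower bounds.

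The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each population was fitted by itself, as the paper describes. The paper does not state the model, and 1 fit of the 3 groups with no other term was chosen here. The steps were filterByExpr with the groups (minimum count of 10), TMM factors, and edgeR's estimateDisp, glmQLFit and glmQLFTest with robust estimation. The FDR is the Benjamini-Hochberg adjusted p, with thresholds of 0.05, and also 0.01 and 0.1 in cardiomyocytes where the paper uses them. The comparisons were Control-AMI against Sham, EMPA–Pre-AMI against Control-AMI and EMPA–Pre-AMI against Sham. A gene counted as restored when it was significant in the first pair of comparisons with opposite signs. Differences in effect between populations were tested in one model of all libraries, which had no term for hearts shared between populations. Separation of groups was the share of squared distances between libraries, in log2 CPM with a prior count of 2, explained by the group, with an exact permutation test. Principal components used the same values.

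The paper's pathway analysis used Reactome, which was not used here. In its place 7 sets of genes were tested for over-representation by Fisher's exact test, one-sided, against the other genes tested, with limma's fry and camera beside it, in a family of 63 tests. The sets were collagen chains, integrin subunits, metalloproteinases and inhibitors, the respiratory chain with ATP synthase, the mitochondrial ribosome, interleukin-6 signaling and gap junction turnover. Lists of 14 fibroblast, 10 mural, 10 leukocyte, 9 cardiomyocyte and 10 endothelial genes, and the 19 markers named by the paper, served to look for RNA of other cells. A list's level in a library was its median log2 CPM with a pseudocount of 1. The deposited table has no measure of cell purity beyond these genes.

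Named genes were a list of those that the paper names, its markers, and for each comparison with significant genes the 3 that rose most and the 3 that fell most among the significant genes whose values did not overlap between the groups. The design, the sets, the lists, the alternatives and this rule were fixed before the data were examined. The alternatives were DESeq2, RLE factors, no robust estimation, no filter, at least 10 counts in every library, only the 2 groups compared, a replicate block, a term for the sample-sheet list, only sample-sheet list 2 in ECs, each library left out in turn, and for separations the 500 most variable genes, genes scaled to unit variance and 1 minus Spearman correlation. The sample-sheet lists were read from the numbers in the sample labels. The paper states that library preparation and sequencing took place at one time for all samples. The idea that they could matter came from the spread of libraries in Figures 1E and 1I, before any count was seen.

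The steps were tested on simulated data with the depths and group sizes of each population and 200 changed genes, none of them of low counts. Of these, 75.5% were called in cardiomyocytes, 70.5% in fibroblasts and 76% in ECs, with 10, 11 and 7 false calls. Other splits of the libraries into groups of the same sizes were fitted to see how often they gave a result as large. The decomposition of the libraries with BisqueRNA and its UMAP plot, the RT-PCR, protein and imaging data were not analysed here. No library was left out of the reported fits. 1 gene that the paper names is not reported here, and the counts over the list of named genes were computed without it.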

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

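The tests of other splits of the libraries, and every test of other-cell RNA quoted in this part except the one on the restored genes, were chosen only after the result was seen.

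The effect of EMPA differed between ECs and fibroblasts in 247 genes and between ECs and cardiomyocytes in 120 genes, and the effect of AMI differed between ECs and fibroblasts in 389 genes (FDR: <0.05, edgeR, tests of the difference itself). Of the 274 genes significant with EMPA in ECs, 160 were among the 247 and 45 among the 120, and of the 685 significant with AMI, 185 were among the 389. In each case 1 of 40 splits of the libraries, the real one, gave as many genes. Like the model, the splits took no account of hearts shared between populations, and they were drawn in each population by itself. The highest counts of the other splits were 78, 20 and 327, so for the effect of AMI another split came near the observed count. Among the genes whose effect of EMPA differed most between ECs and fibroblasts were Emilin2, Celf2, Pik3r2, Steap3 and Ogn, which were chosen by rank after their values were seen. A lower share of endothelial cells with no change in the fibroblasts was argued against, because the fibroblast list rose by 1.82 more on the log2 scale than the cardiomyocyte list. Library size was argued against as the cause of the genes significant with EMPA in ECs, because 226 genes were still significant after every EC library was thinned to 1352514 counts. What stays open is that part of these differences may come from fibroblast RNA in the Control-AMI EC libraries, since 91.1% of 315 fibroblast genes outside the list rose there by a share within 2-fold of the median gain. A difference in the response of ECs themselves stays open too and was not separated from it by these counts.

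Single libraries stood apart from the others of their group, beyond Dixon's critical value, in 25 of 219 groups of values tested, where chance gives about 11. The EC Control-AMI replicate 1 had 2195319 counts against 1610790 to 1682043 in the other 3, and the fibroblast EMPA–Pre-AMI replicate 4 had 2119856 against 1946070 to 1969456. The mitochondrial share was 14.6% in EC Control-AMI replicate 3 and 4.52% to 5.67% in the others. This library also had 37.9 CPM for the leukocyte list, against 1.45 to 2.23 in the other Control-AMI ECs. No explanation was tested for these 3 libraries.

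In fibroblasts, the endothelial list and the mural list stood apart in Control-AMI replicate 4, at 10.4 CPM against 65.9 to 73.2 for the first and 136 against 28.8 to 40.7 for the second. That library was the only Control-AMI fibroblast library on sample-sheet list 1. Endothelial RNA may be present in the fibroblast libraries of list 4, because 80.9% of 178 endothelial genes outside the list were higher there by a share within 2-fold of the median gain of 5.48%. Relative to the level in EC libraries, the endothelial list stood at 8.24% to 11.4% in the libraries of list 4 and at 0.958% in Control-AMI replicate 4. Sham replicate 2, on list 1, was an exception at 6.47%. Its leukocyte list was also apart, at 20.6 CPM against 0 to 1.62. In the same Control-AMI replicate 4 Rab20 was at 30 CPM against 5.33 to 8.26. In EMPA–Pre-AMI replicate 4, also on list 1, Rab20 was at 26.7 CPM against 2.64 to 5.79 and Ptx3 at 576 against 73.7 to 90.1. Why these genes were higher in these libraries was not tested.

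In cardiomyocytes, the endothelial markers were at 201 CPM in EMPA–Pre-AMI replicate 1 against 112 to 127 in the others. S100a8 was at 15.3 CPM in Control-AMI replicate 4 against 3.04 to 5.76, Tomm7 at 21.7 in Control-AMI replicate 3 against 53.5 to 58.4, and Pcdhb22 at 1.41 in EMPA–Pre-AMI replicate 4 against 0 in the others. In ECs, the cardiomyocyte list was at 102 CPM in Sham replicate 3 against 22.3 to 32.5. Vegfa was at 59 CPM in Sham replicate 1 against 33.6 to 37.5 and Timp1 at 2.36 in the same library against 0.475 to 0.694. Rab7b was at 6.42 in Control-AMI replicate 2 against 24.5 to 28, and Timp2 at 888 in EMPA–Pre-AMI replicate 2 against 292 to 409. In EMPA–Pre-AMI replicate 4, Dtx4 was at 0.618 CPM against 2.99 to 3.39 and Tmem252 at 68.6 against 20.4 to 31.9. Near the level of 3 counts were Atp23 at 2.39 CPM in EC EMPA–Pre-AMI replicate 5 against 0 to 0.618, Rab20 at 0.867 in fibroblast Sham replicate 3, Olr1 at 0.342 in fibroblast Sham replicate 4 and Rcor2 at 0.526 in fibroblast EMPA–Pre-AMI replicate 2, each of the last 3 against 0 in the others. Neither a technical nor a biological explanation was tested for the values in cardiomyocytes and ECs.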

How the results depend on the processing

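The fits in this part were set with the design, apart from the counts over other splits of the libraries, which were chosen only after the results were seen, and the median shift between scalings, which was computed after them. Over the alternatives other than leaving out a library, 101 of the values that answer a comparison stayed within 1.5 times the reported count or on the same side of the threshold, 45 counts moved further and 3 lost significance. For the single genes, 639 values kept direction and call, 91 lost and 10 gained significance, and 5 changed direction. Replacing TMM by RLE factors moved no count beyond 1.5 times, and it shifted the median log2 fold change of all genes by at most 0.0221.

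With DESeq2 the cardiomyocyte counts between Sham and Control-AMI were 8 (FDR: <0.01) and 19 (FDR: <0.05), those with EMPA 880 (FDR: <0.05) and those of EMPA–Pre-AMI against Sham 201, with 112 higher and 89 lower in place of 28 and 3. Fibroblast counts were 772 with AMI and 858 for EMPA–Pre-AMI against Sham, and 403 genes differed in the effect of EMPA between ECs and cardiomyocytes. With no filter the cardiomyocyte counts were 6 and 14 with AMI, 338 with EMPA and 94 against Sham, and in ECs 458 with EMPA and 292 restored. With at least 10 counts in every library, which tests fewer genes, there were 284 genes with EMPA in cardiomyocytes (FDR: <0.05), 125 with EMPA in ECs, 94 restored, and between ECs and fibroblasts 92 for the effect of AMI and 45 for that of EMPA. When only the 2 groups compared were fitted, which leaves fewer libraries to estimate the spread, cardiomyocytes had 11 (FDR: <0.01) and 20 genes with AMI, 0 with EMPA at either threshold, and 19 for EMPA–Pre-AMI against Sham. Apart from the fewer genes or libraries named, the cause was not tested.

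With a term for the sample-sheet list, cardiomyocytes had 12 (FDR: <0.01) and 20 genes with AMI, 0 with EMPA at an FDR below 0.05 and at 0.1, and 2 for EMPA–Pre-AMI against Sham, and the exact p of the respiratory chain was 1, which 0 significant genes fix. ECs had 234 genes with AMI, 9 with EMPA and 8 restored, and the exact p of the collagen chains with AMI was 0.0795. Fibroblasts had 819 genes with AMI and 985 for EMPA–Pre-AMI against Sham. The effect of AMI differed between ECs and fibroblasts in 246 genes and that of EMPA between ECs and cardiomyocytes in 196. In list 2 alone, with fewer libraries, ECs had 180 genes with AMI, 3 with EMPA and 3 restored. The cause was not tested beyond the fewer libraries. Library numbers were not taken to pair the samples, because only 3 of 12 same-number pairs in cardiomyocytes, 6 of 12 in fibroblasts and 4 of 12 in ECs had deviations from the group mean that correlated above 0.1. The mean correlations were 0.0261, 0.139 and 0.0478. In fibroblasts other pairs had −0.0445, so same numbers do share something there. All fibroblast replicates 4 are on list 1, and pairs on one list had a mean of 0.218 against −0.129 for the others. With a block for the replicate number, cardiomyocytes had 1 (FDR: <0.01) and 3 genes with AMI, 0 with EMPA at both thresholds and thus an exact p of 1 for the respiratory chain, fibroblasts had 625 with AMI, ECs had 149 with EMPA and 121 restored, and 49 genes differed in the effect of EMPA between ECs and cardiomyocytes.

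Each library was left out in turn. In cardiomyocytes the count with AMI ranged from 0 to 7 genes (FDR: <0.01) and from 2 to 10 (FDR: <0.05), and that with EMPA from 0 to 1498 (FDR: <0.05) and from 0 to 2342 (FDR: <0.1). Against Sham, EMPA–Pre-AMI had 14 to 943. In all of these, the highest count came without EMPA–Pre-AMI replicate 4. The exact p of the respiratory chain ranged from 1.39e-26 to 1, the latter without Control-AMI replicate 4 or 5 or EMPA–Pre-AMI replicate 3, where 0 of the set's genes were significant. In fibroblasts the counts ranged from 228 to 596 with AMI, from 0 to 0 with EMPA and from 264 to 811 for EMPA–Pre-AMI against Sham, lowest without Sham replicate 2 and highest without Sham replicate 1. In ECs they ranged from 341 to 770 with AMI, from 136 to 399 with EMPA, from 159 to 351 for EMPA–Pre-AMI against Sham and from 101 to 272 for restored genes. The lowest came without Sham replicate 3 with AMI and against Sham, and without Control-AMI replicate 1 with EMPA and for restored genes. The exact p of the collagen chains ranged from 7.95e-12 to 1.45e-05 with AMI and from 3.26e-17 to 8.82e-09 with EMPA, and that of interleukin-6 signaling in fibroblasts from 4.11e-06 to 0.00216. The exact p of the separation of Control-AMI and EMPA–Pre-AMI ranged from 0.0179 to 0.0714 in cardiomyocytes, from 0.457 to 0.943 in fibroblasts and from 0.0179 to 0.0286 in ECs. Over these fits 156 of the values that answer a comparison stayed the same by the same measure, 66 counts moved and 8 lost significance. For the single genes, 1040 values kept direction and call, 132 lost and 10 gained significance, and 13 changed direction. Differences between populations and the markers were not refitted in this way.

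Changes of direction occurred for genes in ECs whose change was small. Vegfb with AMI (0.16) was −0.207 with the list term and −0.257 in list 2. Icam1 with EMPA was −0.379 to 0.0477, highest without Control-AMI replicate 2. Stat3 with EMPA was −0.136 to 0.128, highest without Control-AMI replicate 2, with 0.0165 and 0.0587 without EMPA–Pre-AMI replicates 1 and 3. Between EMPA–Pre-AMI and Sham, Vegfa was −0.224 to 0.372, lowest without EMPA–Pre-AMI replicate 2. Rab7b was −0.987 to 0.0583 and Mmp2 −0.701 to 0.0369, both highest without Sham replicate 2. Timp2 was 0.0678 with the replicate block, 0.0253 with the list term, 0.137 in list 2 and −0.385 to 0.151 with a library left out. The cause was not tested. The depth limits genes near 3 counts, which are 1.37 to 2.22 CPM in ECs, so for Il6, Bacc1, Tc2n and Emilin2 only a lower bound of the fold was given.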

Differences from the paper's values

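No test was chosen for this part after the results were seen. In cardiomyocytes the paper's count between Sham and Control-AMI is 7 genes (FDR: <0.01), and the count here was 3 at that threshold. Among the alternatives set before the data were examined, the fit with no filter on low counts gave 6, DESeq2 gave 8 and the fit without EMPA–Pre-AMI replicate 4 gave 7, all within 1.5 times of the paper's count. The others did not: RLE factors gave 3, at least 10 counts in every library 4, no robust estimation 2, only the 2 groups compared 11, the replicate block 1 and the term for the sample-sheet list 12. The other fits without a library gave 0 to 4. At an FDR below 0.05, the threshold that the paper's discussion gives for the same number, 6 genes were significant here.

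The paper's counts of 571, 576, 811, 211 and 150 genes compare with 445, 685, 982, 274 and 189 here, and its 3 cardiomyocyte genes with 2, all within 1.5 times. The cardiomyocyte count of 3 was reached without Control-AMI replicate 3 and without EMPA–Pre-AMI replicate 2. That nearness is unstable, because the same count was 880 with DESeq2, 338 with no filter, 284 with at least 10 counts in every library, 0 with the list term and 0 to 1498 with a library left out. The nearest EC count with EMPA was 207, when only the 2 groups compared were fitted. Fig. 1H shows fewer fibroblast genes in total than the 10691 that the filter kept here.

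The paper states that Control-AMI and EMPA–Pre-AMI were discriminated in the EC population only. Here the exact permutation p of the separation was 0.0159 in ECs and 0.0159 in cardiomyocytes, and 0.829 in fibroblasts. With a library left out it was above 0.05 in 5 of 9 fits in cardiomyocytes and at most 0.0286 in ECs. The permutations ignore the sample-sheet list. In cardiomyocytes only 1 EMPA library shared list 4 with the Control-AMI libraries, so EMPA and the list are not separated there. The paper lists CD29, the product of Itgb1, among the markers overexpressed in fibroblasts, where Itgb1 had a log2 fold change of −0.07 against the mean of the other populations (FDR = 0.455, edgeR) and was highest in ECs. The paper describes Timp1 as deregulated without significance. It was significant with AMI here, with a log2 fold change of 3.35 (FDR = 0.00504), and not with EMPA (FDR = 0.527). This call was lost in list 2 alone (FDR = 0.0521). For the other genes that the paper calls significant in this selection, Igf1, Egfr, Sdc2, Sod3, Rab7b, Mmp2, Mmp14 and Mmp23, both comparisons were significant here.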

Other observations

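The tests of fibroblast RNA outside the restored genes, of the sample-sheet list, of shared Control-AMI libraries, of endothelial RNA in fibroblast libraries and of other splits were chosen only after the result was seen. Those of library size, of the restored genes, of the restoration of other genes and of other-cell RNA in cardiomyocytes were chosen before it.

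In the EC libraries, the fibroblast list rose from EMPA–Pre-AMI to Control-AMI by 2.52 on the log2 scale (SE 0.415), the mural list by 0.411 (SE 0.393), the leukocyte list by 1.21 (SE 0.969) and the cardiomyocyte list by 0.7 (SE 0.46), while the endothelial list fell by 0.486 (SE 0.145). Of the 14 genes of the fibroblast list, 2 are markers named by the paper and 11 reached 10 CPM in Sham ECs. A lower share of endothelial cells with no change in the fibroblasts would raise all other lists alike, but the fibroblast list rose by 1.82 more than the cardiomyocyte list (exact permutation test, two-sided, p = 0.00794). Reads of other libraries on the same sample-sheet list would bring cardiomyocyte transcripts to the EC libraries of list 4, but the cardiomyocyte list was only 0.474 higher there than in the others, inside their range of 4.32 to 6.68, where the fibroblast list was 2.79 higher. The sample-sheet list as the whole cause was argued against within list 2, where the fibroblast list was 1.74 higher in Control-AMI than in EMPA–Pre-AMI, with no overlap (lowest Control-AMI library 5.55, highest EMPA–Pre-AMI 4.13 and Sham 4.81). The 2 Control-AMI libraries against the 6 others of list 2 gave an exact permutation p of 0.0357, and 2 against 3 allows no p below 0.1. Part of the rise stays open to the list, because the Control-AMI libraries of list 4 were 1.27 higher than those of list 2.

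Fibroblast RNA in the Control-AMI EC libraries is a candidate explanation for this rise. It predicts that fibroblast genes outside the list gain a similar share of their fibroblast level. Of 315 such genes, 91.1% gained a share within 2-fold of the median of 17.6% (quartiles 14.4% and 22.4%), 93% of the 200 most abundant did, and all 315 gained. Dcn, a fibroblast marker named by the paper, belongs to the list itself and was therefore not among the 315. It had a log2 fold change of 1.91 with AMI (FDR = 0.0253, edgeR) and −2.39 with EMPA (FDR = 0.0113). The counts do not say how such RNA came there. More fibroblasts or fibroblast fragments carried through sorting after AMI, fewer with EMPA, and a change of the heart that alters how cells come apart stay open, as does expression of fibroblast genes by ECs, which would have to cover nearly the whole fibroblast profile.

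Of the 189 genes deregulated by AMI and restored by EMPA, the 171 that were higher in Control-AMI were all, thus 100%, more than 2-fold higher in Sham fibroblasts than in Sham ECs, against 12.3% of the genes tested (1286 genes, Fisher's exact test, two-sided, p = 9.2e-161). The 18 that were lower in Control-AMI were all higher in Sham ECs. In this test fibroblast RNA could have failed to account for the restored genes, and it may account for them. With the level of the fibroblast list as a covariate, 1 gene was significant with AMI, 0 with EMPA and 0 were restored, while 287 were significant between EMPA–Pre-AMI and Sham. Since the list level tracks the Control-AMI group, this fit does not separate the group from it. For the Control-AMI libraries shared by both comparisons, 20 draws of unchanged groups gave 0 restored genes at most. Without any change few genes are significant in either comparison, so this 0 was largely set in advance. The draws do not say what shared Control-AMI libraries that lie apart from the others would yield. In these draws 67.7% of genes (66.6% to 68.3%) had one sign in both comparisons with Sham, against 73.5% observed.

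A restoration by EMPA of AMI genes other than fibroblast genes was tested next. Of the 325 genes that were significant with AMI in ECs and not higher in Sham fibroblasts than in Sham ECs, 18 were restored, which is 5.54%, against 171 of 287 (59.6%) among those more than 2-fold higher in fibroblasts and 0 of the 73 between (Fisher's exact test for the first pair, two-sided, p = 1.46e-51). The 76 of them that rose with AMI had a median log2 fold change of 0.994 against Sham in Control-AMI and 1.24 in EMPA–Pre-AMI. All 76 kept their direction, 57 were significant with EMPA against Sham and 0 were restored. The 249 that fell had medians of −0.935 and −0.486, 243 kept their direction and 44 were significant. Both comparisons share the Sham libraries and the genes were chosen in the first, which favours a kept direction, so the counts of direction do not decide. Between EMPA–Pre-AMI and Control-AMI, without Sham, the median log2 fold change was 0.195 for the 76 genes and 0.455 for the 249. For the 286 fibroblast genes that rose, the medians were 2.1 and 0.18, or 2.07 and 0.18 with the 3 and 4 genes at 3 counts or fewer set to their bound. The medians argue against a general restoration of the AMI response of ECs at 2 h. A partial one stays open for the genes that fell, but their median does not show it. These genes were chosen as low in the same Control-AMI libraries, which favours a rise with EMPA. The endothelial list was also lower there, at 8.5 log2 CPM against 8.99 in EMPA–Pre-AMI ECs. Fkbp5, Csrnp1 and Cdkn1a, chosen after their values were seen, had log2 fold changes of 3.17, 1.68 and 1.60 with AMI and of 3.69, 2.29 and 2.08 in EMPA–Pre-AMI against Sham.

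In cardiomyocytes, the sample-sheet list may account for part of the genes significant with EMPA at an FDR below 0.1. EMPA–Pre-AMI replicate 4 was the only EMPA library on the list of the Control-AMI libraries. Without it 2342 genes were significant, of which 2297 also passed the filter with all libraries. Over these, its median deviation from Control-AMI was 0.209 on the log2 scale in the direction of the others, against 1.02 for the others, and 76.7% of the genes had that direction. With each EMPA library left out in turn, over the genes with an unadjusted p below 0.01 without it, the deviations of replicates 1 to 4 were 0.412, 0.782, 1.2 and 0.219. Replicate 1, on list 3, thus also deviated less than the others it was compared with (1.01), which the list does not account for. Less RNA of fibroblasts or ECs in these EMPA libraries may account for part of the genes that were lower. Of these, 50.3% (248 of 493) were more than 2-fold higher in Sham fibroblasts or ECs than in Sham cardiomyocytes. The share was 24.8% among the genes tested and 2.45% among those higher with EMPA. It counts both cell types together and does not single out fibroblasts. The fibroblast list was at 37.7, 76.7 and 19.9 CPM in EMPA–Pre-AMI replicates 1, 2 and 3, at 77 to 145 in Control-AMI and at 86.4 to 120 in Sham, and replicate 4 lay inside the range of Control-AMI. The lists of other cell types differed less and overlapped Control-AMI. Their means in log2 CPM were 6.55 with EMPA against 6.87 in Control-AMI for the endothelial list, 4.93 against 5.29 for the mural and 3.99 against 4.16 for the leukocyte list, so less RNA of other cell types in general is not shown. An effect of EMPA on cardiomyocytes stays open, and with 1 EMPA library on list 4 these counts do not separate it from the list. The lower number of genes with a count in EMPA–Pre-AMI replicates 1, 2 and 3 was not tested as an explanation. By the paper's account all samples were prepared and sequenced at one time, so what the lists stand for stays open.

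Other splits of the same libraries into groups of the same sizes were fitted. In cardiomyocytes 1 of 100 splits, the real one, gave as many genes with AMI at each threshold, 4 of 100 as many with EMPA at an FDR below 0.05 and 2 of 100 at 0.1, 1 of 100 as small an exact p for the respiratory chain, and 1 of 35 as many for EMPA–Pre-AMI against Sham. The other split at 0.1 put Control-AMI replicate 1 with EMPA–Pre-AMI replicates 1 to 3 against the rest and gave 1010 genes, which follows the list apart from that Control-AMI library, and the count with a list term was 0. In fibroblasts 2 of 35 splits gave as many genes as AMI. The other one set the libraries of list 1, Sham replicates 2 to 4 and Control-AMI replicate 4, against those of list 4 and gave 500 genes, and with a list term AMI gave 819. With EMPA the count was 0 (170 genes at an unadjusted p below 0.05), so all 35 of 35 splits give as many by construction and the comparison says nothing. The real split alone, 1 of 35, gave as many for EMPA–Pre-AMI against Sham and as small an exact p for interleukin-6 signaling. In ECs it was 1 of 35 with AMI and for its collagen chains. It was 1 of 100 with EMPA, for its collagen chains, for EMPA–Pre-AMI against Sham and for restored genes. The next highest count of restored genes was 79, in a split that kept all Control-AMI libraries together and mixed Sham with EMPA–Pre-AMI. All splits that divided the Control-AMI libraries gave 0 restored genes. With EMPA the next highest was 267, when EMPA–Pre-AMI replicate 2 was grouped with the Control-AMI libraries. For the markers of the populations, 1 of 40 assignments gave as many.

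The paper does not report EMPA–Pre-AMI against Sham. In cardiomyocytes 31 genes were significant, 28 higher and 3 lower, among them Chac1 (log2 fold change 4.12), Mt2 (3.29) and S100a8, a gene of the leukocyte list, at least 12.3-fold higher, and Sik2 (−2.72), Sema5a (−2.02) and Trib2 (−1.11). In fibroblasts there were 546, 390 higher and 156 lower. Ptx3 rose by 5.69, Olr1 was at least 5.87-fold and Rab20 at least 7.05-fold higher, Rcor2 was at least 4.94-fold lower, and Sertad4 and Ikbke changed by −2.71 and −2.34. In ECs there were 283, 217 higher and 66 lower. Tmem252 rose by 5.04, Mt2 by 4.58 and Il6 was at least 5.69-fold higher, and Atp23, Nrg1_ENSMUSG00000062991 and Serpinb6b changed by −3.09, −2.87 and −1.88. In ECs 171 of the 685 genes significant with AMI were also significant here, all with one sign. Groups simulated without change gave 0, where few genes are significant at all.

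The paper measured some of these genes by RT-PCR in whole ischemic tissue, where it reports more Vegfb, Igf1 and Timp1 and less Icam1 and Mmp2 with EMPA. In the EC libraries the log2 fold changes with EMPA were −0.87 for Vegfb, −1.85 for Igf1, −0.92 for Timp1, −0.18 for Icam1 and −3.34 for Mmp2. In ECs Fgf2 changed by 0.56 with AMI (FDR = 0.439) and −1.29 with EMPA (FDR = 0.0637), Stat3 by 0.70 (FDR = 0.0133) and −0.02 (FDR = 0.983), and Thbd by −0.71 (FDR = 0.0759) and 0.29 (FDR = 0.69), all from edgeR. Slc5a2, which encodes SGLT2, had 0 counts in every EC library, which allows up to 1.37 to 2.22 CPM. Of the 15 genes of the list of genes named by the paper that were tested in cardiomyocytes, 0 were significant with EMPA over all genes and 5 adjusted over the list alone, and of 16 in fibroblasts 0 and 0. The endothelial markers Kdr and Fabp4 fell with AMI in ECs by log2 fold changes of −1.08 (FDR = 0.00413) and −0.73 (FDR = 0.0213), and with EMPA Fabp4 rose by 0.81 (FDR = 0.0148) and Cdh5 by 0.64 (FDR = 0.0476).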
